# Pax3 cooperates with Ldb1 to direct local chromosome architecture during myogenic lineage specification

**DOI:** 10.1038/s41467-019-10318-6

**Published:** 2019-05-24

**Authors:** Alessandro Magli, June Baik, Pruthvi Pota, Carolina Ortiz Cordero, Il-Youp Kwak, Daniel J. Garry, Paul E. Love, Brian D. Dynlacht, Rita C. R. Perlingeiro

**Keywords:** Differentiation, Gene regulation, Chromatin structure, Transcription, Stem-cell differentiation

## Abstract

Chromatin looping allows enhancer-bound regulatory factors to influence transcription. Large domains, referred to as topologically associated domains, participate in genome organization. However, the mechanisms underlining interactions within these domains, which control gene expression, are not fully understood. Here we report that activation of embryonic myogenesis is associated with establishment of long-range chromatin interactions centered on Pax3-bound loci. Using mass spectrometry and genomic studies, we identify the ubiquitously expressed LIM-domain binding protein 1 (Ldb1) as the mediator of looping interactions at a subset of Pax3 binding sites. Ldb1 is recruited to Pax3-bound elements independently of CTCF-Cohesin, and is necessary for efficient deposition of H3K4me1 at these sites and chromatin looping. When Ldb1 is deleted in Pax3-expressing cells in vivo, specification of migratory myogenic progenitors is severely impaired. These results highlight Ldb1 requirement for Pax3 myogenic activity and demonstrate how transcription factors can promote formation of sub-topologically associated domain interactions involved in lineage specification.

## Abstract (web summary)

Chromatin looping allows for enhancer–promoter interactions that regulate transcription. Here the authors show that activation of embryonic myogenesis is associated with establishment of long-range chromatin interactions centred on Pax3-bound loci and find that Ldb1 functions as the mediator of looping interactions at a subset of Pax3 binding sites.

## Introduction

Chromatin topology is an essential element of gene regulation because it establishes the framework for nuclear chromosome organization and ultimately, interactions between distal regulatory elements (enhancers) and gene promoters (reviewed by Denker and de Laat^1^). In the last decade, unbiased genome-wide analysis of chromosome conformation using Hi-C has identified that different parts of the genome with similar histone marks form two compartments characterized either by active transcription, being gene rich and having higher chromatin accessibility (type A), or being gene poor, displaying lower gene expression and repressive histone marks (type B)^2^. Importantly, these studies demonstrated the existence of topologically associated domains (referred also as contact domains), which are chromosomal subunits displaying a higher contact frequency and defined by the binding of the Ctcf-Cohesin complex at the contact domain border^3–5^.

Recently, three independent laboratories demonstrated that loss of CTCF-Cohesin disrupts contact domains and causes loss of interaction peaks within these structures^6–8^. Despite the elimination of contact domains, strengthening of the compartmentalization and relatively mild changes in gene expression were observed, suggesting that in their absence, chromatin status may mediate the interaction between different loci with similar marks which preserves the gene expression program. Using polymer simulations, the interplay between compartments and contact domain formation demonstrated these two structures compete with each other, thus supporting the model of Cohesin-dependent loop extrusion^9^. Moreover, high-resolution analysis of the *Drosophila* genome identified long-range interactions between loci with similar epigenetic marks^10^, and demonstrated that the transcriptional state represents a major predictor of chromatin organization^11^. Combined with the observation that contact domains are highly conserved among multiple cell types^3,12^, these data suggest that histone posttranslational modifications and enhancer–promoter interactions at a sub-contact domain scale may represent the main drivers responsible for the activation of specific gene expression programs.

Despite the existence of loci where looping interactions control gene expression (e.g., LCR:β-globin and the Bithorax locus^13,14^), the extent to which transcription factors (TF) shape the three-dimensional organization of the genome during differentiation is not clearly defined. In fact, while the ubiquitously expressed Yin Yang 1 (YY1) has been shown to mediate distinct enhancer–promoter interactions independently of CTCF in multiple cell types^15^, only a few studies have investigated the mechanisms underlying the establishment of tissue-specific looping using a model of lineage specification. In situ Hi-C during macrophage activation identified a correlation between AP1 occupancy and establishment of new looping interactions^16^. Similarly, B cell activation requires Myc for the shift from long- to short-range interactions, which in turn facilitate enhancer–promoter contacts regulating gene expression^17^. More recently, Monahan and colleagues reported that increased expression of the olfactory receptor genes observed during olfactory neuron differentiation involves strengthening of intra- and inter-chromosomal interactions between the selected gene promoter and several enhancers bound by the Lhx2-Ebf-Ldb1 complex^18^.

To systematically dissect TF-mediated regulation of looping, here we use the skeletal myogenic lineage as a model to study tissue-specific chromatin architecture induced by the transcription factor Pax3. Using a combination of differentiating cultures of doxycycline-inducible mouse embryonic stem (mES) cells and next-generation sequencing-based technologies, we find that Pax3-mediated activation of the myogenic program occurs through a time-dependent establishment of long-range interactions involving PAX3 binding sites. PAX3 genomic occupancy is associated with an increased deposition of histone marks (H3K4me1 and H3K27Ac) normally found at active enhancer regions, and overlaps to elements capable of driving gene expression in developing embryos. Using mass spectrometry, we then identify PAX3 interaction with members of the chromatin looping complex, including the LIM-domain binding protein 1 (LDB1). We demonstrate that LDB1 is recruited to a subset of PAX3-bound elements characterized by increased levels of H3K4me1 deposition. Reduced Ldb1 expression impairs Pax3-dependent myogenic specification both in vitro and in vivo, and decreases deposition of H3K4me1 and chromatin looping of PAX3-bound enhancers. Importantly, our study show that forced recruitment of LDB1 to PAX3 enhancers is sufficient to induce gene expression, chromatin looping and H3K4me1 deposition, thus supporting that changes in genomic architecture are capable of driving transcription of Pax3 target genes during myogenesis.

## Results

### Pax3-bound elements establish long-range interactions

Doxycycline-controlled Pax3 expression in differentiating mouse embryonic stem cells enables the robust activation of the skeletal myogenic program^19^ (Fig. 1a and Supplementary Fig. 1a–d). To understand the functional mechanism of Pax3 in this process, we performed Chromatin-immunoprecipitation followed by sequencing (ChIP-seq), using an anti-PAX3 antibody, in mesodermal cells (1-day induction) and myogenic progenitors (6-days induction)^20^. Globally, this approach revealed 3780 and 5710 PAX3 peaks in mesodermal cells and myogenic progenitors, respectively. Among these, we identified known PAX3 binding sites, such as the −111 kb and −57 kb elements controlling *Myf5* expression, a well-known Pax3 target gene during embryonic myogenesis^21,22^ (Fig. 1b and Supplementary Fig. 1e, f). As observed with other transcription factors^23^, comparison of PAX3 genomic occupancy using different datasets (myoblasts and fibroblasts) showed common and cell-type specific PAX3-bound loci^20^. Upon annotation of both datasets, we observed that the vast majority (~90%) of PAX3 ChIP-seq peaks are more than 5 kilobases (>5 kb) away from the transcription start site (TSS) of the nearest annotated gene (Fig. 1c). Based on these data, we speculated that Pax3 myogenic activity relies on the establishment of interactions (hereafter referred as long-range chromatin interactions or looping interactions) between distal PAX3 sites, such as the −111 kb enhancer controlling Myf5 expression, and other elements occupied by PAX3 or sites of transcription initiation (TSS).

**Fig. 1:**
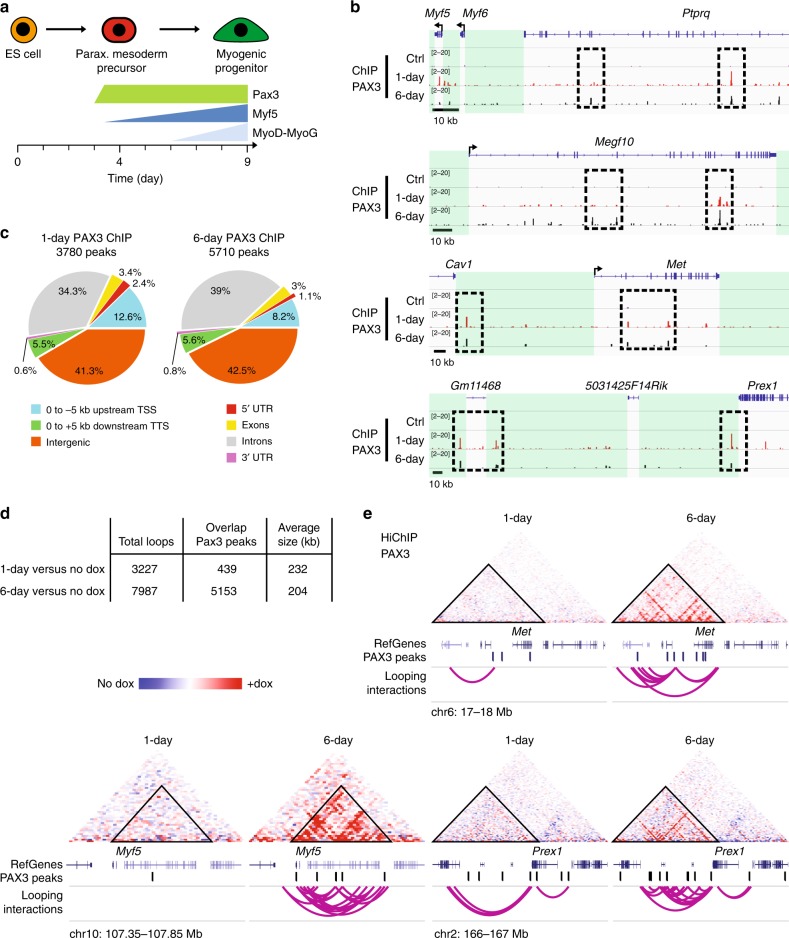
Pax3-bound elements establish long-range interactions. **a** Schematic representation of Pax3-induced myogenesis during mouse ES cell differentiation. Pax3 is induced at day 3 of differentiation using a doxycycline-dependent system. Twenty-four hours post Pax3-induction (1-day), only Myf5 transcript is detectable. Myod and Myog are expressed in the later stages of myogenic commitment (transcripts are detectable following 3/4-day Pax3 induction). **b** IGV track displaying PAX3 binding at *Myf5, Megf10, Met*, and *Prex1* loci in 1-day and 6-day Pax3-induced cells. Dashed black squares indicate PAX3-bound loci. Green boxes represent intergenic regions. Black arrow represents the transcription start site. **c** Functional annotation of PAX3 peaks from 1-day and 6-day Pax3-induced cells. **d** Number of long-range interactions (loops) detected by PAX3 HiChIP. **e** Long-range interactions at the *Met*, *Myf5*, and *Prex1* loci in 1-day and 6-day Pax3-induced cultures. The contact maps were normalized for sequencing depth and visualized as ratio relative to the background (non-induced PAX3 HiChIP). Triangles indicate domains of long-range chromatin interactions involving PAX3-bound sites (position of PAX3 peaks, genes, and chromosome coordinates are showed below). Scale: maxrange = 0.2. Arcs indicate looping interactions identified by FitHiChIP

To address this open question, we performed HiChIP^24^, which combines the intra-nuclear proximity ligation of the Hi-C with the ChIP-seq protocol, in Pax3-induced mesodermal cells (1-day) and myogenic progenitors (6-days), along with control non-induced cells. After subtracting the HiChIP contacts called in non-induced Pax3 cells, we identified 3227 and 7987 loops in Pax3-induced mesodermal cells and myogenic progenitors, respectively (Fig. 1d and Supplementary Data 1). Using the genomic coordinates defining beginning and end of each loop (referred hereafter as loop anchors), we observed an overlap of 439/3780 (12%) and 5153/5710 (90%) between 1-day and 6-day PAX3 binding sites, respectively (Fig. 1d). Functional annotation of the loop anchors demonstrated enrichment for multiple biological process categories associated with embryonic and muscle development (Supplementary Fig. 1g, h). Furthermore, 140/442 (33%) and 1615/4647 (35%) of 1-day and 6-day differentially expressed genes^20^, respectively, overlap with anchor-annotated genes (Supplementary Fig. 1i, j and Supplementary Data 2). Accordingly, visual analysis of the HiChIP matrices identified chromatin looping between PAX3-bound elements and distal chromatin loci (Fig. 1e). We observed that the transition from mesoderm to myogenic progenitors is associated with the appearance of clearly defined long-range interactions, as showed for the *Met* and *Prex1* loci (Fig. 1e). Chromatin looping was also observed for several other genes, including *Boc*, *Cdon*, *Dbx1*, *Megf10*, *Myf5*, and *Prrx1* (Fig. 1e and Supplementary Fig. 2a and see below). Establishment of long-range interactions at these sites coincided with a time-dependent increase in gene expression (Supplementary Fig. 2b), and in the case of the *Myf5* locus, epigenetic remodeling at the TSS region (*Myf5* +0.7 kb—Supplementary Fig. 2c). Thus, these results demonstrate that Pax3-mediated activation of the myogenic program is paralleled by the establishment of chromatin looping involving PAX3 bound distal elements.

### Epigenetic reprogramming of PAX3 binding sites

To investigate the role of epigenetic marks in Pax3-mediated myogenic specification, we performed ChIP-seq using antibodies for H3K27me3, H3K27Ac, H3K4me1, and H3K4me3 in Pax3-induced mesodermal cells and myogenic progenitors. These posttranslational modifications of the histone 3 tail are widely used to identify repressed elements (H3K27me3), poised (H3K27me3 and H3K4me3), and active (H3K27Ac and H3K4me3) promoters and enhancers (H3K27Ac and H3K4me1)^25^. 

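The histone marks were measured in iPax3 cells, mouse embryonic stem (ES) cells in which doxycycline (dox) switches on a Pax3 transgene, differentiated as embryoid bodies (EBs). According to Methods, chromatin came from PDGFRα+ cells sorted from day 4 EBs, without dox (non-induced) or after 1 day of dox, and from day 9 myogenic progenitors after 6 days of dox, grown from PDGFRα+FLK1− cells sorted on day 5. Each of H3K4me1, H3K4me3, H3K27Ac and H3K27me3 was sequenced in 2 non-induced libraries, 2 libraries at 1-day dox and 1 library at 6-day dox. The reporting summary describes replicates as independent differentiation experiments. The paper's mapped reads ran from 23838650 to 47419545 in the 16 day 4 libraries and from 19224009 to 21166524 in the 6-day libraries. The authors aligned the reads to mm10 with Bowtie2, removed duplicates with SAMtools and called peaks in each library separately with MACS. A deposited list gives the position of each peak and the score MACS gave it, which is the authors' value. The lowest score in every list is 50, a p of 1e-05, whereas the threshold stated in Methods is 1e-3, so weaker enrichment is not seen here. The H3K4me1 lists held 66461 and 62448 peaks in non-induced cells, 62496 and 64669 peaks at 1-day dox and 62383 peaks at 6-day dox. For H3K4me3 these numbers were 27258 and 23929, 26823 and 24167, and 27185 peaks. The H3K27Ac lists were shorter at 1-day dox (17057 and 16498 peaks) than in non-induced cells (18770 and 19266 peaks), and the 6-day list held 20102 peaks. H3K27me3 gave 10312 and 7400 peaks, then 9207 and 7565 peaks, and 5727 peaks at 6-day dox.
PAX3 sites were taken from Supplementary Data 3, where clusters 1, 2 and 3 of Fig. 2b are complete with 959, 565 and 135 sites. The copy of the cluster 4 sheet used here holds the first 1999 sites of the paper's 2121, so cluster 4 enters no share or test. A site was counted as marked when a peak of the library overlapped the PAX3 peak by at least 1 bp. A mark was gained at a site when both replicate pairs had no peak in non-induced cells and a peak at 1-day dox, and lost in the opposite case. Gained and lost sites were compared with an exact two-sided sign test over sites, adjusted by the Benjamini-Hochberg method over 4 marks and 3 clusters, and the gained share was set against positions shifted by 20 to 100 kb from the sites. Sites are not replicates, so these tests describe these libraries. Across libraries, 2 against 2 allow no exact permutation p below 0.33. The authors defined the clusters on these same marks, so a change within a cluster is not independent of how the cluster was chosen. Peak lists show where a peak was called, and read heights were not analysed here.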

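Near the TSS of *Myf5*, an early regulator of skeletal myogenesis, peaks of H3K4me3 and H3K27Ac were present only after Pax3 induction. The region 0.7 kb into the gene (mm10 chromosome 10, 107484998 to 107485797, an intron) had no H3K4me3 or H3K27Ac peak in the 2 non-induced libraries and a peak of each in both libraries at 1-day dox and at 6-day dox, while H3K4me1 was listed in all 5 libraries. The *Myf5* −57 kb region (107542801 to 107543600, in an intron of *Ptprq*) had H3K4me1, H3K4me3 and H3K27Ac peaks only at 6-day dox. At the *Myf5* −111 kb enhancer (107596990 to 107597789, also within *Ptprq*), H3K4me1 was listed in 1 of the 2 libraries at 1-day dox and in no other iPax3 library. The −257 kb region, used by the authors as a control, had no peak of any mark.
At loci with long-range interactions, H3K4me3 was the mark that most often appeared at 1-day dox. It was gained in both replicate pairs at the site 98.9 kb downstream of the TSS of *Met* (chromosome 6, 17562276 to 17563075, an intron), which encodes the receptor for hepatocyte growth factor, at the site −49.2 kb from the TSS of *Cdon* (chromosome 9, 35371844 to 35372845) and at the site −43.7 kb from the TSS of *Boc* (chromosome 16, 44602217 to 44602938). *Cdon* and *Boc* encode cell surface receptors that bind Sonic Hedgehog. The *Cdon* site also gained H3K27Ac in both pairs, and the *Boc* site had H3K27Ac only at 6-day dox. The site in the *Megf10* intron (chromosome 18, 57266640 to 57267593) gained H3K4me1 in both pairs. The *Prrx1* site, 4.89 kb into the gene (chromosome 1, 163308362 to 163309276), had H3K4me1 in 1 of the 2 libraries at 1-day dox and H3K4me3 only at 6-day dox. A set of 35 sites was counted: listed PAX3 sites whose nearest gene the paper names, and sites at its qPCR amplicons. The set includes the *Myf5* control region, and the paper need not name a site itself. Of these 35 sites, 3 gained H3K4me1, 7 gained H3K4me3 and 5 gained H3K27Ac in both pairs, and none lost one of these marks. H3K4me1 was in neither non-induced library at 16 of the 35 sites, H3K4me3 at 28 and H3K27Ac at 26, so fewer sites could gain H3K4me1. The 16 lists of day 4 iPax3 cells skip 280 to 517 peak numbers each, so the absence of a listed peak there is weaker evidence than its presence.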

Visual inspection of the *Myf5* region and other genomic loci characterized by long-range chromatin interactions upon Pax3 induction showed an increased deposition of the epigenetic marks associated with gene activation, in agreement with our ChIP-qPCR data for H3K4me3 (Fig. 2a and Supplementary Fig. 2b, c). To determine whether Pax3 regulates the epigenetic status of its target loci, we compared the profile of H3K4me1, H3K4me3, H3K27Ac, and H3K27me3 deposition at PAX3 binding sites between non-induced and 1-day Pax3-induced mesodermal cells. Using a k-means clustering algorithm, PAX3 binding sites can be categorized into four distinct types of chromatin state (clusters 1–4 in Fig. 2b and Supplementary Fig. 3a), which displayed also different genomic distribution relative to the closest annotated gene (Supplementary Fig. 3b and Supplementary Data 3). PAX3 had no effect on the epigenetic status of clusters 2 and 3 loci (565 and 135 peaks, respectively—Supplementary Fig. 3c), which based on their histone marks profile can be categorized as elements proximal to TSS and repressed loci. In contrast, Pax3 induction resulted in increased deposition of H3K4me1 and a modest increase in H3K27Ac at clusters 1 and 4 loci (959 and 2121 peaks, respectively—Fig. 2c). 

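Cluster 2 sites, of which 85.3% lie within 1 kb of a TSS, carried H3K4me3 and H3K27Ac with and without dox. H3K4me3 was present at 97.4% ± 0.626 (SD, n = 2 libraries) of the 565 sites in both conditions, and H3K27Ac at 96.2% ± 0.626 without dox and 96.5% ± 1.00 at 1-day dox. No site of this cluster gained or lost H3K4me3 in both replicate pairs. H3K4me1 was gained at 3 sites and lost at 15 (adjusted p = 0.0181, exact sign test over sites), with a share of 55.8% ± 8.76 without dox and 49.8% ± 7.38 at 1-day dox (n = 2 each). The share went from 49.6% to 44.6% in replicate 1 and from 61.9% to 55.0% in replicate 2, so the replicates differed more than the conditions. This loss was not past the threshold with an equal number of peaks per list (adjusted p = 0.0510, exact sign test), with the higher-scoring 50% of peaks, with 50% of the PAX3 peak covered or with a peak within 1 kb.
Cluster 3 sites, which the authors class as repressed, had an H3K27me3 peak at 41.5% ± 7.33 of 135 sites without dox and at 41.1% ± 0.524 at 1-day dox. H3K27Ac was rare, at 8.15% ± 1.05 and 8.52% ± 0.524 (SD, n = 2 each). H3K4me1 was listed at 51.9% of these sites in both non-induced libraries, and at 74.8% and 79.3% in the libraries at 1-day dox. It was gained at 21 sites (15.6%) and lost at 1 (adjusted p = 3.33e-05, exact sign test), against a gain at 1.04% of 1343 shifted positions. H3K4me3 was gained at 7 sites and lost at none (adjusted p = 0.0313, exact sign test), a call that was lost with an equal number of peaks (exact p = 0.125), with a peak within 1 kb (exact p = 0.075) and with the higher-scoring 50% of peaks. With only the higher-scoring part of each list (the upper 50% of peaks) the H3K4me1 gain at cluster 3 was 5.93 percentage points and was not past the threshold (adjusted p = 0.230, exact sign test). No list holds a region wider than 9375 bp, so broad H3K27me3 domains are not counted in full.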

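Cluster 1 sites, 86.5% of them more than 5 kb from a TSS, gained H3K4me1 and H3K27Ac more often than they lost them. H3K4me1 was gained at 56 of 959 sites (5.84%, 95% Wilson interval 4.52 to 7.51%) and lost at 18 (adjusted p = 3.33e-05, exact sign test over sites). H3K27Ac was gained at 86 sites (8.97%, interval 7.32 to 10.9%) and lost at 9 (adjusted p = 3.96e-16, exact sign test). At 9536 shifted positions the gained shares were 1.69% for H3K4me1 and 0.126% for H3K27Ac (adjusted p = 1.00e-12 and 2.06e-76, Fisher's exact test over sites). Per library, H3K4me1 was present at 67.0% and 63.5% of the sites without dox and at 70.6% and 71.5% at 1-day dox. H3K27Ac was present at 31.5% and 36.4%, then at 40.8% and 53.9%. For both marks every induced library was above every non-induced library (exact permutation test over libraries, p = 0.33). Over the whole genome the H3K27Ac lists changed the other way, with 11.8% fewer peaks on average at 1-day dox.
Among the cluster 1 sites that gained H3K4me1, the highest PAX3 scores were at a site −4.60 kb from the TSS of *Map3k4* (chromosome 17, 12322919 to 12323880), a site 150 kb from the TSS of *Mycn* (chromosome 12, 12791197 to 12792188) and a site in an intron of *Selenof* (chromosome 3, 144584806 to 144585891), which also gained H3K27Ac. Further down this ranking were intron sites of *Kif6*, *Megf10*, *Arl15* and of *Nrp2*, which encodes a semaphorin receptor, and intergenic sites at −26.1 kb from *Fer1l6*, −16.5 kb from *Smu1* and −10.3 kb from *Hhat*, the enzyme that palmitoylates Hedgehog proteins. The intron site of *Arl15* (chromosome 13, 114077754 to 114078624) gained H3K27Ac as well. From the read profiles in Fig. 2c, the paper states that Pax3 induction increased H3K4me1 and, to a lesser degree, H3K27Ac at clusters 1 and 4.

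**Figure D1:**
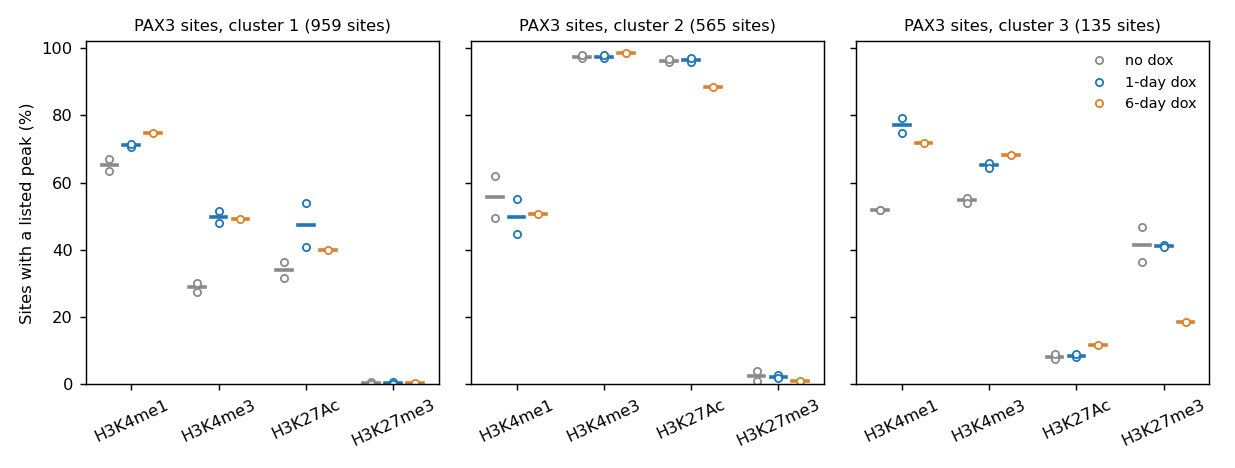
Percent of PAX3 sites with a listed peak (vertical axis) for each histone mark (horizontal axis), by cluster. Colours are non-induced cells and cells after 1 and 6 days of dox. Points are libraries and short lines mark their means (2 libraries at no dox and 1-day dox, 1 library at 6-day dox). At cluster 1 the H3K27Ac points lie at 31.5% and 36.4% without dox and at 40.8% and 53.9% at 1-day dox.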

PAX3 binding at cluster 1 elements was associated with increased bimodal distribution of H3K4me1 and H3K27Ac (Fig. 2c), a phenomenon observed at active enhancers^26^. On the other hand, cluster 4 sites displayed a clear increase in the levels of H3K4me1 but low H3K27Ac, thus suggesting this group may represent enhancers undergoing Pax3-mediated activation (Fig. 2c). 

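In the peak lists, H3K4me1, H3K4me3 and H3K27Ac covered the centre of cluster 1 sites more often than the flanks, in each of the 12 day 4 libraries of these marks. The share of sites covered by a peak was counted in bins of 100 bp up to 3 kb from the PAX3 peak centre, and the difference between the flanks (500 to 1500 bp) and the centre was taken. A positive value would be a dip at the centre. For H3K4me1 the difference was −12.7 percentage points ± 0.871 (SD, n = 2) without dox and −8.46 ± 0.251 at 1-day dox (exact permutation test, p = 0.33). For H3K27Ac it was −11.2 ± 2.10 and −17.4 ± 5.51 (exact permutation test, p = 0.33). A called peak spans both summits of a bimodal profile, so peak lists cannot show a dip that lies inside a peak, and read profiles were not analysed here. H3K4me1 peaks did cover the flanks more often after induction: 52.2% and 48.0% of sites without dox and 61.0% and 62.4% at 1-day dox.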

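At cluster 1, H3K4me3 changed at more sites than H3K4me1 or H3K27Ac. A peak was gained in both replicate pairs at 108 of 959 sites (11.3%, 95% Wilson interval 9.41 to 13.4%) and lost at 2 (adjusted p = 1.13e-28, exact sign test over sites). At shifted positions 0.157% gained a peak (adjusted p = 4.60e-96, Fisher's exact test). The share of sites with H3K4me3 was 30.2% and 27.4% in the non-induced libraries and 48.1% and 51.6% at 1-day dox. A site that already has a mark cannot gain it, and the marks differ in this. Among sites without the mark in either non-induced library, H3K4me1 was gained at 56 of 267, H3K4me3 at 108 of 619 and H3K27Ac at 86 of 561. By this count H3K4me3 was not gained more often than H3K4me1. The H3K4me3 gain did not hold among the higher-scoring peaks. When only the higher-scoring 50% of each H3K4me3 list was kept, the change at cluster 1 was −0.104 percentage points and the net gain was 0. At the *Cdon* site the 2 H3K4me3 peaks at 1-day dox had scores of 55.4 and 98.1, at percentiles 4.05 and 14.6 of their lists. At the *Vcam1* site, which also gained H3K4me3, they had scores of 297 and 643, at percentiles 43.3 and 43.0. A peak outside the higher-scoring 50% of these lists is therefore not always weak. For cluster 4, which is held in part, no share is given.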

Clusters 1 and 4 also showed a small but detectable increase in H3K4me3 levels (Fig. 2c). These results were consistent across biological replicates (Supplementary Fig. 4a). 

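Replicate lists of a condition shared a median of 78.6% of their peaks for H3K4me1, 85.3% for H3K4me3, 77.5% for H3K27Ac and 65.8% for H3K27me3. Lists of different conditions shared 75.8%, 88.5%, 77.8% and 72.8%. These shares depend on the length of the lists, and the lists of different conditions include pairs with the same replicate number. For H3K27me3, 74.2% of the replicate 1 peaks without dox were in replicate 1 at 1-day dox, 54.9% in replicate 2 at 1-day dox and 48.2% in replicate 2 without dox. In cluster 1 the libraries of a condition differed most for H3K27Ac at 1-day dox, with 47.3% ± 9.29 (SD, n = 2). The SD of the H3K4me3 share was 1.99 without dox and 2.51 at 1-day dox, and the smallest difference between an induced and a non-induced library was 17.8 percentage points. That smallest difference was 3.55 percentage points for H3K4me1 and 4.38 for H3K27Ac. In cluster 3 it was 23.0 for H3K4me1 and 8.89 for H3K4me3. Mapping rates differed between replicates: the paper gives 75.5 to 92.2% of reads mapped in replicate 1 and 94.4 to 98.0% in replicate 2, in induced and non-induced libraries alike.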

In agreement with Pax3 function in the epigenetic reprogramming of its binding sites, comparison of ChIP-seq data in mesodermal cells (1-day) and myogenic progenitors (6-day) for these histone marks revealed a time-dependent increase in H3K4me1 and H3K27Ac at 83% (3132/3780 total) of PAX3 binding sites (clusters 1A and 4A in Supplementary Fig. 3d, e).

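At 6-day dox, H3K4me1 was present at 74.9% of cluster 1 sites (95% Wilson interval 72.0 to 77.5%), 50.6% of cluster 2 sites and 71.9% of cluster 3 sites. H3K27Ac was present at 39.9%, 88.5% and 11.9%. The mean shares at 1-day dox were 71.1%, 49.8% and 77.0% for H3K4me1, and 47.3% ± 9.29 (SD, n = 2), 96.5% ± 1.00 and 8.52% ± 0.524 for H3K27Ac. H3K27Ac was thus listed less often at 6-day dox than at 1-day dox in clusters 1 and 2, by less than the SD in cluster 1. Over the 3 clusters together it went from 60.9% ± 5.75 to 54.2%, and H3K4me1 from 64.3% ± 3.15 to 66.4%. Of the 1659 sites of the 3 clusters, 231 (13.9%) had H3K4me1 at 6-day dox and in neither non-induced library, and 182 (11.0%) had H3K27Ac in this way. One or both marks appeared by 6-day dox at 382 sites (23.0%, interval 21.1 to 25.1%), and 1409 sites (84.9%) carried a peak of H3K4me1 or H3K27Ac at 6-day dox. Sites with a peak in a non-induced library cannot count as such a gain: of the 512 sites without H3K4me1 in either non-induced library, 45.1% had it at 6-day dox (59.2% of those in cluster 1), and of the 687 without H3K27Ac, 26.5% had that mark. Of 80 sites that gained H3K4me1 at 1-day dox, 61 (76.3%) still had it at 6-day dox. H3K27Ac gained at 1-day dox was still listed at 54 of 88 sites, and H3K4me3 at 77 of 115. H3K27me3 was listed at 18.5% of cluster 3 sites at 6-day dox (interval 12.9 to 25.9%). With 1 library per mark at 6-day dox there is no test. The 6-day lists skip no peak numbers, unlike the lists of day 4 iPax3 cells, and they come from fewer mapped reads.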

**Fig. 2:**
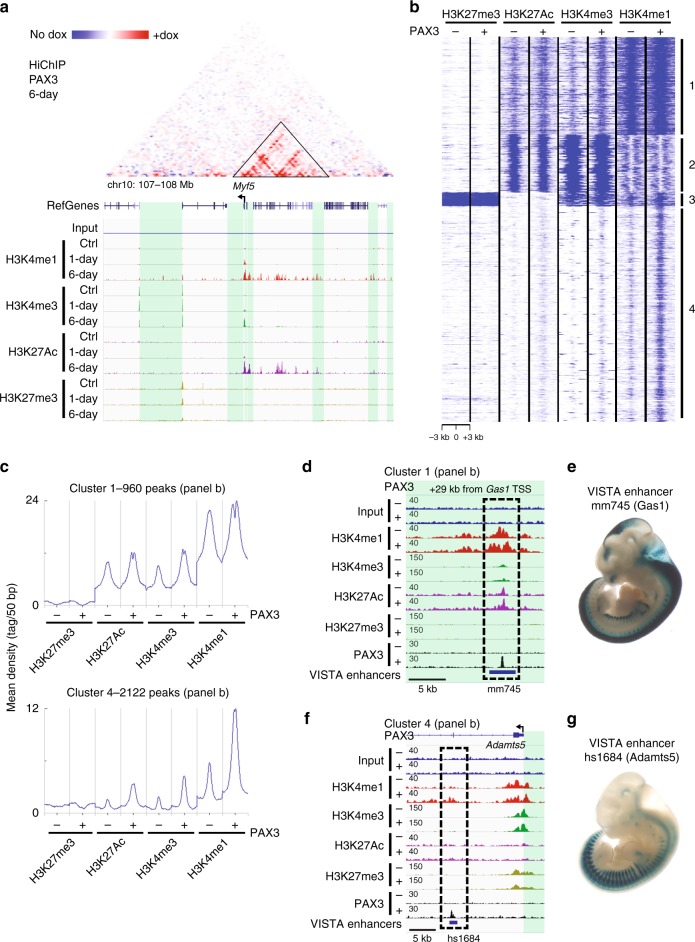
Epigenetic reprogramming of PAX3 binding sites. **a** HiChIP normalized matrix from 6-day Pax3-induced cells displaying the *Myf5* locus shows that the region characterizing increased contacts (triangle) undergoes changes in deposition of H3K4me1 and H3K27Ac marks over time. Scale: maxrange = 0.2. IGV snapshot displaying the ChIP-seq tracks for H3K27Ac, H3K27me3, H3K4me3, and H3K4me1 in non-induced, 1-day and 6-day induced iPax3 cells is shown below. Green boxes represent intergenic regions. Black arrow represents the transcription start site. **b** k-means clustering of H3K4me1, H3K4me3, H3K27me3, and H3K27Ac ChIP-seq data from 1-day Pax3-induced (+) and non-induced (−) EB cultures. Mapped data were used to generate a Density Tag Map centered on 3780 PAX3 peaks ±3 kb. Cluster 1: 960 peaks; Cluster 2: 566 peaks; Cluster 3: 136 peaks; Cluster 4: 2122 peaks. **c** Distribution of H3K4me1, H3K4me3, H3K27me3, and H3K27Ac ChIP-seq reads across the PAX3 peak center ±3 kb for clusters 1 and 4 shown in panel **b**. **d**–**f** IGV track displaying H3K4me1, H3K4me3, H3K27Ac, H3K27me3, and PAX3 genomic occupancy at representative PAX3-bound loci from clusters 1 (*Gas1*) and 4 (*Adamts5*) in 1-day Pax3-induced (+) and non-induced (−) EBs cultures. Dashed black squares indicate PAX3-bound loci. Green boxes represent intergenic regions. Black arrow represents the transcription start site. **e**–**g** Images of E11.5 transgenic embryos expressing LacZ under the control of VISTA elements overlapping to Pax3 peaks. mm745, adjacent to the *Gas1* locus, is expressed in both somite and neural tube. hs1684, within *Adamts5* gene, is expressed in the somite. Published images were downloaded from https://enhancer.lbl.gov

To further demonstrate the ability of these elements to drive tissue-specific transcription in vivo, we took advantage of the VISTA enhancers catalog published by Visel and colleagues^27^. The VISTA catalog contains a list of annotated enhancers examined based on their ability to drive regional-specific LacZ expression in transgenic E11.5 embryos. Out of 52 enhancers annotated as active in the somites, 9 overlapped with PAX3 ChIP-seq peaks (Fig. 2d, f and Supplementary Fig. 5a–c). These include an element located ~30 kb from the gene *Gas1* (Fig. 2d, e), a Sonic Hedgehog inhibitor expressed in the neural tube and somite^28^, and a PAX3 binding site within the second intron of the gene *Adamts5* (Fig. 2f, g), which is also expressed in developing muscles^29^. 

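The PAX3 site near *Gas1* lies 29.5 kb from its TSS between genes (chromosome 13, 60146919 to 60147923), in cluster 1 with a PAX3 score of 332. H3K4me1 and H3K4me3 were already listed there in both non-induced libraries and stayed listed at 1-day and 6-day dox. H3K27Ac was listed in 1 of the 2 non-induced libraries, with a score of 103, and in both libraries at 1-day dox, with scores of 166 and 287. The 6-day H3K27Ac peak had a score of 222. No H3K27me3 peak was listed. The *Adamts5* element could not be located in the sheets used here and is not analysed here.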

Overlapping of PAX3 binding sites was also observed for elements active in the developing limb and in the neural tube (Supplementary Fig. 5a, d), which represent known Pax3-expressing tissues^30^. Collectively, these data identify the compendium of PAX3-bound enhancers capable of driving tissue-specific gene expression during the development of embryonic mesoderm, and demonstrate that Pax3 regulates the deposition of histone marks commonly present at active enhancers and located many kilobases from the nearest TSS.

### Pax3 interacts with chromatin looping proteins

To determine the molecular mechanisms behind Pax3 function, we purified the PAX3 complex and used mass spectrometry to define the PAX3 interactome. For this, we generated a Pax3-tagged cell line (iPax3HaFlag), which displayed equal myogenic activity as the untagged protein (Supplementary Fig. 6a, b). This HaFlag-fusion protein strategy enables tandem affinity purification (TAP) using anti-FLAG and anti-HA magnetic beads (Fig. 3a). When compared with the untagged Pax3 line, sequential purification of PAX3HaFlag resulted in the specific isolation of PAX3 (Fig. 3b) and its associated proteins, as estimated by silver staining (Fig. 3c). Two independent purifications were then subjected to mass spectrometry analysis to identify potential candidate cofactors (Supplementary Data 4). Upon elimination of the background (IP from untagged Pax3 line), proteins identified following this approach were analyzed using STRING to assess the presence of specific protein complexes (Supplementary Data 5). Interestingly, this analysis revealed the presence of proteins belonging to the histone methyltransferase (HMT) complex and several proteins involved in chromatin looping, including subunits of the Cohesin complex and LDB1 (Fig. 3d). The HMT complex has been identified in PAX2, PAX5, and PAX7 interactomes^31–33^, where it mediates H3K4 methylation at their respective binding sites^33–36^. On the other hand, interaction between Pax factors and chromatin looping proteins has never been reported. The Cohesin complex plays a major role in higher order chromatin structure by cooperating with CTCF at contact domain boundaries. The LIM-domain protein LDB1 is a nuclear cofactor, which is required for long-range interactions between the locus control region (LCR) and the β-globin genes^37,38^. LDB1 is expressed broadly and its function goes beyond globin gene expression, as it also interacts with ISL1 in cardiac progenitors and pancreatic β cells^39,40^ and LHX2 during olfactory receptor choice^18^. Co-immunoprecipitation followed by western blot confirmed interactions between PAX3 and LDB1, ASH2L and the Cohesin subunit SMC1 (Fig. 3e). Consistently, reciprocal co-immunoprecipitation using anti-LDB1 antibody confirmed interaction with PAX3 and the closely related myogenic transcription factor PAX7 (Supplementary Fig. 6c, d). Importantly, we observed co-localization of PAX3-LDB1 and PAX3-SMC1 in the nuclei of E9.5 mouse embryo somites (Fig. 3f and Supplementary Fig. 6e). Together, these data indicate the existence of PAX3 complexes, including LDB1 and the Cohesin subunit SMC1.

**Fig. 3:**
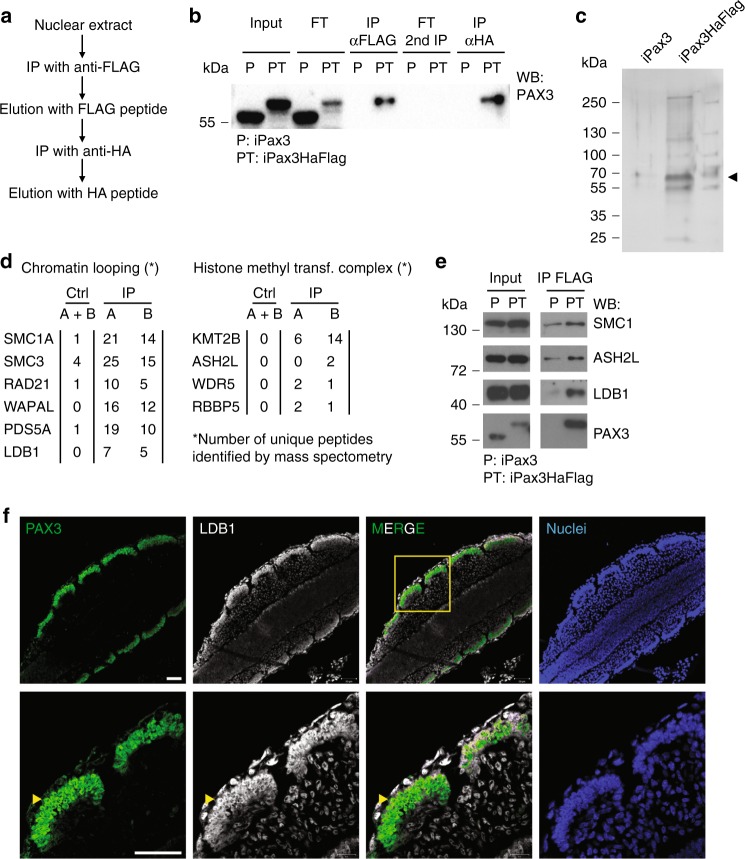
Identification of the PAX3 protein complex by mass spectrometry. **a** Scheme of tandem affinity purification of PAX3. **b** Western blot using anti-PAX3 antibody. **c** Silver staining of TAP samples from iPax3 and iPax3HaFlag 1-day induced EBs. **d** Unique peptides detected for proteins associated to chromatin looping and histone methylation. **e** Validation of PAX3 interaction with LDB1, ASH2L, and SMC1 in 1-day induced EBs. Images are representative of independent biological replicates (*n* = 3). **f** Immunofluorescence staining shows co-localization of PAX3 and LDB1 in the somites of E9.5 embryos. Upper panel: ×20 magnification. Lower panel ×63 magnification. PAX3 (green); LDB1 (white); Nuclei (blue). Scale bar: 50 µm. Source data are provided as a Source Data file

### Ldb1 is recruited at Pax3-bound enhancers

To confirm that these newly identified chromatin looping proteins are bound to Pax3-regulated enhancers in mesodermal cells, we performed ChIP-seq using antibodies specific for LDB1 and Smc1. This analysis yielded 4483 LDB1 and 13377 SMC1 peaks in Pax3-induced mesodermal cells (1-day), whereas non-induced displayed 6317 LDB1 and 19082 SMC1 peaks (Supplementary Fig. 7a and Supplementary Data 3). 

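LDB1, SMC1 and CTCF were mapped in iPax3 cells on day 4 of differentiation, without dox and after 1 day of dox. LDB1 is an adaptor protein that takes part in chromatin looping, SMC1 is a subunit of the Cohesin ring, and CTCF is a zinc finger protein that anchors loops. The series holds 3 LDB1, 3 SMC1 and 2 CTCF libraries per condition. According to Methods, an LDB1 peak had to be common to 2 of 3 experiments and an SMC1 or CTCF peak common to 2 datasets, by bedtools intersect, after MACS peak calling. By the same Methods, the *Myf5* −111 kb region was found in 1 of 3 LDB1 experiments at 1-day dox and was added to that list after qPCR. Methods also describe the removal of blacklisted regions and of sites in the uninduced control ChIP-seq, without naming the lists that the control filter applied to. Each factor is therefore 1 merged list per condition, with positions only. There is no score and no list per replicate, so the spread between replicates cannot be given and intervals cover counting error over regions only. Intersecting leaves some very short regions, down to 1 bp. Median widths were 942 and 943 bp for LDB1 without and with dox, 491 and 474 bp for SMC1, and 528 and 534 bp for CTCF. Regions of 2 lists were counted as shared when they overlapped by at least 1 bp. The overlap expected by position alone was taken from 100 circular shifts of a list along each chromosome. At PAX3 sites, sites with a region in only 1 of the 2 conditions were compared with an exact two-sided sign test over the 1659 sites of clusters 1 to 3, adjusted over 3 factors.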

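The LDB1 and SMC1 lists were both about 30% shorter after Pax3 induction. The LDB1 list went from 6316 regions without dox to 4483 at 1-day dox (−29.0%), and the SMC1 list from 19082 to 13377 (−29.9%). Fewer than 1 in 2 LDB1 regions of non-induced cells (46.8%, 95% Wilson interval 45.5 to 48.0%) were found again at 1-day dox, whereas 66.0% of the 1-day regions were already present without dox. For SMC1, 59.3% of the non-induced regions were found again and 84.6% of the 1-day regions were already present. LDB1 regions at PAX3 sites of cluster 1 were kept more often: 172 of 198 (86.9%, interval 81.5 to 90.9%). At promoters (within 1 kb of a TSS) lay 22.1% of LDB1 regions without dox and 30.2% at 1-day dox, and 12.9% and 6.26% of SMC1 regions.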

Although not detected by mass spectrometry, we also analyzed CTCF chromatin binding since the CTCF/SMC1 complex is necessary for topologically associated domain formation^6–8^. This analysis yielded 55177 and 53669 CTCF peaks in 1-day Pax3-induced and non-induced cells, respectively (Supplementary Fig. 7a and Supplementary Data 3). Comparison of these ChIP-seq data demonstrated a high degree of overlap between SMC1 and CTCF peaks (92% and 87% in dox-induced and non-induced iPax3 cells, respectively; Supplementary Fig. 7a). On the other hand, only a small percentage of LDB1 sites overlapped with SMC1 and CTCF peaks (22% and 25% in dox-induced and non-induced iPax3 cells, respectively; Supplementary Fig. 7a). 

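The CTCF list was nearly stable, with 53669 regions without dox and 55177 at 1-day dox (2.81% more). Of the non-induced regions, 89.1% (95% Wilson interval 88.8 to 89.3%) were found again after induction, and 86.5% of the 1-day regions were already present. CTCF regions at promoters made up 11.4% of the list without dox and 10.7% at 1-day dox.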

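SMC1 regions coincided with CTCF almost everywhere. Without dox, 16604 of 19082 SMC1 regions overlapped CTCF (87.0%, 95% Wilson interval 86.5 to 87.5%), and at 1-day dox 12257 of 13377 did (91.6%, interval 91.1 to 92.1%). Shifted lists gave 2.39% and 2.45% on average. In the other direction, 30.6% of CTCF regions overlapped SMC1 without dox and 22.0% at 1-day dox. SMC1 regions with CTCF were also kept more often after induction (62.4%) than SMC1 regions without it (38.4%).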

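Most LDB1 regions lay apart from SMC1 and CTCF. At 1-day dox, 921 of 4483 LDB1 regions overlapped SMC1 or CTCF (20.5%, 95% Wilson interval 19.4 to 21.8%), and without dox 1445 of 6316 did (22.9%, interval 21.9 to 23.9%). At 1-day dox most of these regions overlapped CTCF (19.2% of LDB1 regions) and few SMC1 (3.03%). Without dox CTCF overlapped 16.7% of LDB1 regions and SMC1 13.3%. Regions that overlapped both SMC1 and CTCF made up 1.65% of the LDB1 list at 1-day dox and 7.06% without dox. All of these were above the shifted lists, which gave 3.53% and 3.51% on average for SMC1 or CTCF, and 0.743% and 1.01% for both.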

As shown in Fig. 4a, k-means clustering detected LDB1 and SMC1 binding to a subset of PAX3 sites (clusters 1, 2, and 3). Whereas SMC1 appeared to be bound independently of PAX3 induction (cluster 3 in Fig. 4a), this was not the case for LDB1 as PAX3-dependent LDB1 recruitment at cluster 1 loci was evident (Fig. 4a, b and Supplementary Fig. 7e), which we confirmed by ChIP-qPCR (Supplementary Figs. 7b and 8a and see below). This analysis identified 595 loci characterized by PAX3-dependent LDB1 recruitment (hereafter referred as PAX3 + LDB1 sites). 

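LDB1 was listed at more PAX3 sites after induction and SMC1 at fewer, while the difference for CTCF did not pass the test. Of 1659 sites in clusters 1 to 3, 320 had an LDB1 region without dox and 465 at 1-day dox. LDB1 was present only at 1-day dox at 219 sites and only without dox at 74 (adjusted p = 1.24e-17, exact sign test over sites). Most of this lay at cluster 1, where LDB1 went from 198 to 318 of 959 sites (20.6% to 33.2%). In cluster 2 it was found at 116 and 133 of 565 sites, and in cluster 3 at 6 and 14 of 135. This happened although the whole LDB1 list was shorter at 1-day dox. SMC1 was listed at 249 sites without dox and at 81 at 1-day dox, with 183 sites only without dox and 15 only at 1-day dox (adjusted p = 2.03e-37, exact sign test). The largest difference lay at the TSS-proximal cluster 2, with SMC1 at 145 sites (25.7%) without dox and 23 (4.07%) at 1-day dox. In cluster 1 SMC1 was listed at 88 and 46 sites. CTCF was listed at 353 and 368 sites (66 only at 1-day dox, 51 only without dox, adjusted p = 0.195, exact sign test). That p was 0.0308 in the exact test when an overlap had to cover 50% of the shorter region.
The sites with LDB1 only at 1-day dox and the highest PAX3 scores were the *Cdon* site, with a PAX3 score of 847, an intron of *Pipox* (chromosome 11, 77884632 to 77885960), an intron of *Ppfibp2*, an exon of *Frmd5* and the *Dbx1* intron site of cluster 3. *Tspan12*, *Mb21d2*, *Fam20b*, *Zfhx3* and *Selenof* followed. SMC1 was also listed only at 1-day dox at the *Pipox* and *Zfhx3* sites, and in both conditions at the site near *Fam20b*. From the tag density maps of Fig. 4a, the paper concludes that LDB1 is recruited to a group of PAX3 sites on Pax3 induction, and proposes that SMC1 is bound independently of it.

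**Figure D2:**
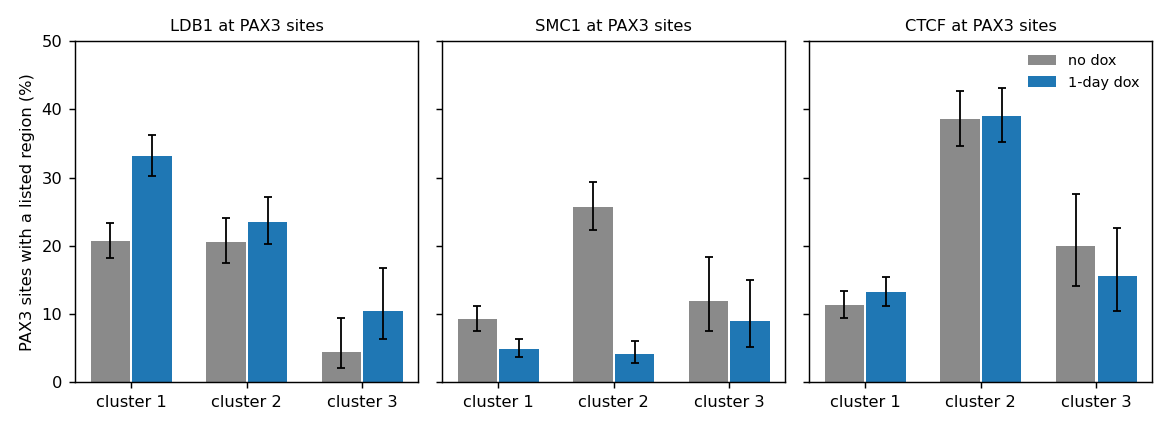
Percent of PAX3 sites of clusters 1, 2 and 3 that overlap a region of LDB1, SMC1 or CTCF (vertical axis) in non-induced cells and at 1-day dox. Bars are the merged lists and error bars are 95% Wilson intervals over sites. LDB1 at cluster 1 stands at 20.6% without dox and 33.2% at 1-day dox, and SMC1 at cluster 2 at 25.7% and 4.07%.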

Following annotation to the nearest TSS, this last group of loci includes genes essential for myogenesis, such as *Eya1* and *Fgfr4*, as well as multiple differentially regulated genes based on RNA-seq data (185/539 gene annotated peaks; Supplementary Fig. 7c). 

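The *Eya1* site lies 6.63 kb from the TSS in an exon (chromosome 1, 14303115 to 14304022) and the *Fgfr4* site 19.5 kb from the TSS between genes (chromosome 13, 55171782 to 55172497). *Eya1* encodes a transcriptional coactivator and *Fgfr4* an FGF receptor, both active in early myogenesis. Each had an LDB1 region only at 1-day dox and no SMC1 or CTCF region. H3K4me1 was listed at both sites in both non-induced libraries and in both libraries at 1-day dox. The *Fgfr4* site gained H3K27Ac in both replicate pairs. The other 2 *Eya1* sites that could be located, 52.6 kb and 258 kb from the TSS, had no LDB1 region and LDB1 in both conditions, respectively. Of the 35 sites nearest to genes that the paper names or at its qPCR amplicons, 12 had LDB1 only at 1-day dox, 3 in both conditions and 20 in neither. The 20 include the *Myf5* control region. The 12 include sites near *Vcam1*, *Sin3b*, *Bmp2* and *Efcab1*, and the *Myf5* −111 kb region that the authors added to the LDB1 list. RNA-seq of these genes is not analysed here.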

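At 246 of the 1659 sites, LDB1 was listed both without dox and at 1-day dox. Of these, 171 were in cluster 1, 71 in cluster 2 and 4 in cluster 3. Among the named sites, LDB1 was present in both conditions at the cluster 2 sites of *Meis2* (chromosome 2, 115860376 to 115861327) and *Msx1* (chromosome 5, 37826358 to 37827316), both homeobox genes. SMC1 was listed in both conditions at 66 sites, and CTCF at 302.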

As observed for SMC1, LDB1 binding to chromatin was also detected at a subset of sites independent of PAX3 expression (cluster 2 in Fig. 4a), suggesting that at some sites (clusters 2 and 3), LDB1 and SMC1 are present before PAX3 occupancy. In the case of SMC1, CTCF-dependent Cohesin recruitment is well-established, and accordingly, we detected enrichment for CTCF at the same PAX3 sites bound by SMC1 (cluster 3 in Fig. 4a). These results were consistent across biological replicates (Supplementary Fig. 4b). 

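Most CTCF regions at PAX3 sites without dox were found again at 1-day dox. Of those at cluster 1 sites without dox, 101 of 108 (93.5%) were found again at 1-day dox, and at cluster 2 sites 202 of 232 (87.1%). For SMC1 these were 40 of 89 regions at cluster 1 (44.9%) and 21 of 152 at cluster 2 (13.8%). The PAX3 site near *Smu1* (chromosome 4, 40773958 to 40774961) and the site near *Fam20b* (chromosome 1, 156751562 to 156752821) held SMC1 and CTCF in both conditions. CTCF was listed at 108 of 959 cluster 1 sites without dox (11.3%) and 126 at 1-day dox (13.1%), with 28 only at 1-day dox and 10 only without dox (unadjusted p = 0.00510, exact sign test). It was listed at 38.6% of cluster 2 sites without dox and 39.1% at 1-day dox (unadjusted p = 0.807, exact sign test), and at 20.0% and 15.6% of cluster 3 sites (unadjusted p = 0.146, exact sign test).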

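At 1-day dox, 465 of 1659 PAX3 sites in clusters 1 to 3 had LDB1 and 383 had SMC1 or CTCF. At 100 sites LDB1 stood together with SMC1 or CTCF, which is 21.5% of the LDB1 sites, against 23.7% of the sites without LDB1. From these totals 107 shared sites are expected by chance (odds ratio 0.882, p = 0.364, Fisher's exact test). Within the clusters, by the same exact test, the odds ratio was 0.770 in cluster 1 (p = 0.235), 1.25 in cluster 2 (p = 0.267) and 1.80 in cluster 3 (p = 0.471). SMC1 alone met LDB1 at 14 sites where 22.7 were expected (odds ratio 0.522, unadjusted p = 0.0304, Fisher's exact test). In the exact test that p was 0.0732 when an overlap had to cover 50% of the shorter region and 0.0389 with centres within 500 bp. CTCF met LDB1 at 97 sites, where 103 were expected (p = 0.431, Fisher's exact test). At the *Megf10*, *Prex1* and *Gas1* sites LDB1 was listed only at 1-day dox, with no SMC1 or CTCF in either condition.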

Importantly, our data show that PAX3 bound elements are occupied either by LDB1 or SMC1/CTCF but not both (Fig. 4a, b and Supplementary Fig. 7e), implying a differential role for these proteins in the regulation of Pax3-mediated myogenic activation.

**Fig. 4:**
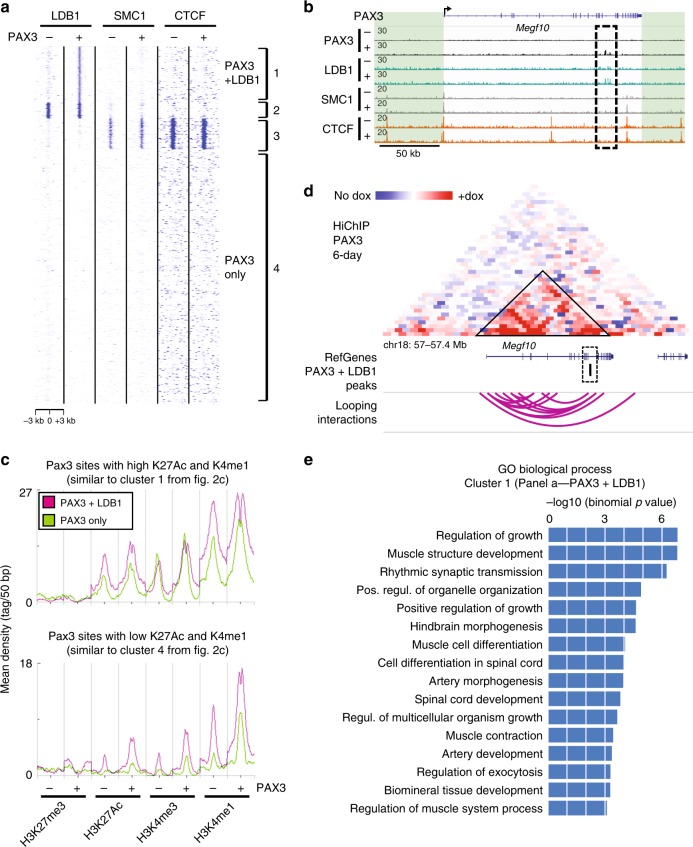
Ldb1 recruitment at Pax3 sites is associated with enhanced chromatin remodeling and looping. **a** k-means clustering of ChIP-seq data for LDB1, SMC1, and CTCF in 1-day Pax3-induced (+) and non-induced (−) EBs. Density Tag Map centered on 3780 PAX3 peaks shows the recruitment of LDB1 upon Pax3 induction at a subset of loci (cluster 1), and reveals that PAX3-mediated LDB1 recruitment is independent from SMC1-CTCF complex. Cluster 1: 595 peaks; Cluster 2: 168 peaks; Cluster 3: 324 peaks; Cluster 4: 2693 peaks. **b** IGV track displaying PAX3, LDB1, SMC1, and CTCF genome occupancy at the *Megf10* locus in 1-day Pax3-induced (+) and non-induced (−) EBs. Dashed black square indicate PAX3-mediated LDB1 recruitment. Green boxes represent intergenic regions. Black arrow represents the transcription start site. **c** Graph shows distribution of ChIP-seq reads for the selected marks at loci characterized by PAX3 + LDB1 recruitment (violet) and PAX3-only binding (green). Loci bound by both LDB1 and PAX3 display higher remodeling compared with PAX3-only bound sites. **d** HiChIP normalized matrix from 6-day Pax3-induced cells displaying the *Megf10* locus demonstrates long-range interactions involving the 1-day bound PAX3 + LDB1 site (dashed black square from panel **b**). Position of PAX3 peaks, genes and chromosome coordinates are showed below the matrix. Scale: maxrange = 0.2. Arcs indicate looping interactions identified by FitHiChIP. **e** GREAT functional annotation of peaks characterized by PAX3-mediated LDB1 recruitment (cluster from Fig. 4a)

The evident PAX3-dependent LDB1 recruitment observed at cluster 1 loci prompted us to deeply investigate the function of Ldb1 in the activation of the myogenic program. As not all PAX3 sites displayed LDB1 recruitment, we compared the deposition of histone marks between these two groups of loci by taking advantage of the 1-day ChIP-seq data for H3K27me3, H3K27Ac, H3K4me1, and H3K4me3 (Fig. 2c). To avoid biases due to group size, we used an equal number of randomly selected Pax3 sites for the two groups. Clustering of the histone ChIP-seq reads on a region spanning ±3 kb from the center of the PAX3 peaks demonstrated a distribution similar to the one observed in Fig. 2c for both PAX3 + LDB1 and PAX3 only loci. However, loci co-occupied by PAX3 and LDB1 displayed a more pronounced bimodal distribution and deposition of the H3K27Ac and H3K4me1 marks compared with the loci bound by PAX3 only (Fig. 4c). This was clear in both clusters characterized by H3K4me1 + low and high H3K27Ac levels (Fig. 4c), and was consistent across biological replicates (Supplementary Fig. 4c). 

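In cluster 1, PAX3 sites that acquired LDB1 carried the active marks more often than PAX3-only sites, before and after induction. The shares of the 2 kinds of sites were not tested against each other. Of cluster 1 sites, 147 had LDB1 only at 1-day dox (PAX3 + LDB1) and 510 had no LDB1, SMC1 or CTCF in either condition (PAX3 only). H3K27Ac was present at 30.6% ± 5.77 (SD, n = 2 libraries) of PAX3 + LDB1 sites without dox and 56.5% ± 12.5 at 1-day dox, and at 20.4% ± 0.277 and 37.7% ± 7.35 of PAX3-only sites. H3K4me1 was present at 72.4% ± 3.37 and 73.5% ± 0 of PAX3 + LDB1 sites and at 60.1% ± 4.30 and 70.8% ± 0.277 of PAX3-only sites. H3K4me3 went from 25.2% to 56.1% and from 19.2% to 43.3%. Between conditions the difference between the 2 kinds of sites changed by 8.50 percentage points for H3K27Ac, 6.83 for H3K4me3 and −9.67 for H3K4me1 (exact permutation test over libraries, p = 0.33 each). H3K27Ac was gained in both replicate pairs at 24 PAX3 + LDB1 sites (16.3%) and 54 PAX3-only sites (10.6%), with an adjusted p of 0.245 (Fisher's exact test). H3K4me1 was gained at 8 (5.44%) and 42 (8.24%), with an adjusted p of 0.589. Neither difference was past the threshold. A site that already has the mark cannot gain it, and the 2 kinds differ in this. Over sites without the mark in both non-induced libraries, a comparison chosen after seeing the data, H3K27Ac was gained at 24 of 88 (27.3%) and 54 of 376 (14.4%, adjusted p = 0.0260, Fisher's exact test), and H3K4me1 at 8 of 32 (25.0%) and 42 of 161 (26.1%, adjusted p = 1, Fisher's exact test). The median PAX3 score was 130 at PAX3 + LDB1 sites and 88.0 at PAX3-only sites. When sites with LDB1 at 1-day dox were taken whatever their state without dox, the H3K4me1 difference in gained shares was −5.72 percentage points (adjusted p = 0.00203, Fisher's exact test) and the H3K27Ac difference −2.10. Over sites without the mark, these became −15.1 percentage points for H3K4me1 (8 of 73 sites, adjusted p = 0.0381, Fisher's exact test) and 9.53 for H3K27Ac (27 of 113, adjusted p = 0.0418, Fisher's exact test).
In cluster 2, 62 PAX3 + LDB1 sites and 201 PAX3-only sites were compared. H3K4me1 was present at 62.9% ± 11.4 and 54.0% ± 5.70 of the first and at 56.7% ± 10.6 and 51.2% ± 4.93 of the second, without dox and at 1-day dox. H3K4me3 was present at 92.7% and 93.5% of the first against 99.0% and 99.3% of the second, and H3K27Ac was at 93.5% against 96.8% in each condition, a gap below the SD of 4.56 between libraries of the first at 1-day dox. In cluster 3 only 10 sites acquired LDB1.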

The differential function of PAX3 + LDB1 and PAX3 only loci is supported by the Gene Ontology annotation of the genes associated with these elements. Using GREAT^41^, we observed that PAX3 + LDB1 elements were associated with genes involved in muscle development and embryonic patterning (Fig. 4e). In contrast, PAX3 only loci displayed an enrichment for a more heterogeneous group of biological process categories (Supplementary Fig. 7g).

Looking into our chromatin looping data, we observed that PAX3 + LDB1 sites from our 1-day ChIP-seq analysis overlap with looping anchors detected in our 1-day and 6-day HiChIP studies, respectively. Examples of such interactions involve the *Megf10* + 135 kb and *Prex1* + 158 kb elements characterized by PAX3-mediated LDB1 recruitment (Fig. 4b, d and Supplementary Fig. 7e, f). Based on these results, we believe that Ldb1 recruitment at a subset of Pax3 sites may play an important role in both deposition of epigenetic marks, and ultimately, chromatin looping of the enhancers associated with the activation of the myogenic program.

### Myogenic differentiation is impaired upon Ldb1 knockdown

Recruitment of Ldb1 occurs at a subset of Pax3 sites overlapping with in vivo functional enhancers characterized by epigenetic remodeling (Fig. 2e and Supplementary Fig. 7d). Importantly, these PAX3 + LDB1 sites are associated with genes involved in mesoderm development (Fig. 4e), including known regulators of the myogenic lineage, such as *Cdon*, *Eya1*, *Fgfr4*, and *Megf10*^42–45^. Since a role for Ldb1 during skeletal myogenesis has never been investigated, we next determined the functional consequences of reducing Ldb1 levels using RNA interference in Pax3-inducible ES cells. As shown by western blot, immunostaining, and gene expression analyses (Fig. 5a–c), the knockdown of Ldb1 dramatically impaired the ability of Pax3 to induce the skeletal myogenic program.

**Fig. 5:**
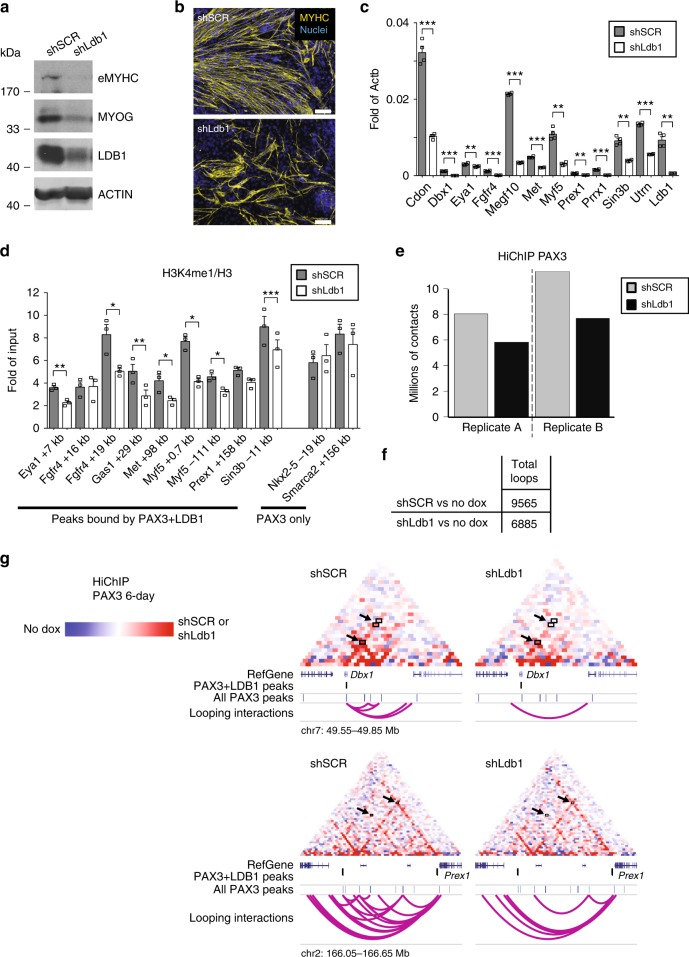
Myogenic differentiation and looping are impaired upon Ldb1 knockdown. **a**–**c** Ldb1 knockdown in iPax3 differentiating cells impairs myogenic differentiation. Western blot (**a**) shows reduced levels of eMYHC, MYOG, and LDB1 in differentiated cultures from 6-day Pax3-induced Ldb1-knockdown (shLdb1) and control (shSCR) ES cells. Similar results were obtained by immunostaining using eMYHC (**b**) and gene expression analysis of Pax3-regulated genes. Scale bar: 100 µm (**c**). Graph represents mean + s.e.m of *n* ≥ 3 independent biological replicates. Student’s *t*-test **p < 0.01, ***p < 0.001. **d** Knockdown of Ldb1 in iPax3 cells (collected upon 6-day Pax3 induction) impairs the deposition of H3K4me1 at PAX3 + LDB1 sites. Graph represents mean + s.e.m. of *n* = 3 independent biological replicates. Student’s *t*-test *p < 0.05, **p < 0.01, ***p < 0.001. **e** Ldb1 knockdown impairs chromatin looping at Pax3 sites. Graph shows the number of contacts detected at PAX3 + LDB1 sites. **f** Number of long-range interactions (loops) detected by Pax3 HiChIP in shSCR and shLdb1 cells. **g** HiChIP normalized matrix from shSCR and shLdb1 6-day Pax3-induced cells displaying the *Dbx1* and *Prex1* loci. The contact maps were normalized for sequencing depth and visualized as ratio relative to the background (HiChIP in non-induced cells). Black arrows indicate the loss in interaction frequency between two loci. Position of PAX3 peaks, genes, and chromosome coordinates are showed below the matrix. Scale: maxrange = 0.2. Arcs indicate looping interactions identified by FitHiChIP. Source data are provided as a Source Data file

### Ldb1 regulates chromatin looping and H3K4me1 deposition

We then investigated how epigenetic modification of the PAX3-bound enhancers is affected upon Ldb1 knockdown. Because our ChIP-seq data for histone marks indicated that deposition of H3K4me1 and H3K27Ac marks was more pronounced at PAX3 + LDB1 compared with PAX3 only sites, we tested whether lack of Ldb1 would affect this observation. Our results showed this to be the case as Ldb1 knockdown resulted in decreased deposition of the H3K4me1 mark at the sites occupied by PAX3 and LDB1 (Fig. 5d). Using PAX3 antibody, we performed HiChIP in Ldb1 knockdown (shLdb1) and control (shSCR) Pax3-induced myogenic progenitors. In independent replicates, we detected fewer significant contacts upon Ldb1 knockdown (Fig. 5e), which resulted in diminished numbers of chromatin loops (9565 and 6885 in control vs. Ldb1 knockdown, respectively; Fig. 5f and Supplementary Data 1). Visual inspection of the HiChIP matrices confirmed the reduced long-range interactions at loci characterized by PAX3-dependent LDB1 recruitment (*Dbx1* and *Prex1* loci in Fig. 5g and *Cdon* in Supplementary Fig. 7h). We conclude that Ldb1 participates in the Pax3-mediated myogenic specification process by enabling efficient posttranslational modification of histone 3 tails at Pax3 sites and chromatin looping of these enhancers.

### Forced Ldb1 targeting to Pax3 sites induces myogenesis

Based on our proteomic, epigenetic, and transcriptomic data, Pax3 specifies the skeletal myogenic program by cooperating with Ldb1 and the HMT complex (Fig. 6a). Nonetheless, a clear structure-function understanding of the PAX3 interactome requires the analysis of each individual protein in a controlled experimental setting. The Pax3-inducible ES cell system represents the ideal tool for these studies as derivation of skeletal muscle cells is entirely dependent on Pax3 induction (Supplementary Fig. 1a–d). We have previously reported that a Pax3-deletion mutant lacking the C-terminal transactivation domain (TAD) region (also referred as ΔTAD; Fig. 6b) is devoid of myogenic activity^46^ (Fig. 6d). Importantly, we show here that the ΔTAD mutant is incapable of recruiting LDB1 nor inducing H3K4me1 deposition at PAX3 binding sites (Fig. 6c and Supplementary Fig. 8a, e), while still maintaining its DNA binding capability (Supplementary Fig. 8b). Therefore, we took advantage of this Pax3 mutant to investigate the requirement of individual candidate interacting proteins in the Pax3-mediated skeletal myogenic commitment. We generated dox-inducible ES cell lines expressing ΔTAD fusion proteins in frame with the cDNA encoding for Ldb1, Ash2l, Cxxc1, and Pagr1a (Fig. 6b and Supplementary Fig. 8c). ASH2L is a common subunit of the HMT complex, while CXXC1 (also called CFP1) and PAGR1A (also known as PA1) have been associated with the HMT complexes responsible for H3K4me3 and H3K4me1 deposition, respectively^47,48^. Although CXXC1 and PAGR1A were not detected in our mass spectrometry, we included these two proteins here for a more comprehensive screening. As expected, Pax3 induction (WT) resulted in robust myogenic differentiation, as measured by MYOG immunostaining on terminally differentiated cultures from 6-day dox-induced cells (Fig. 6d). Interestingly, among the fusion proteins, only ΔTAD-LDB1 was capable of efficiently inducing the myogenic program (Fig. 6d). This was consistent with gene expression data of mesodermal cells (1-day induced), as most Pax3 target genes are efficiently upregulated only by WT and ΔTAD-LDB1 proteins (Fig. 6e and Supplementary Fig. 8d). To investigate the mechanism underlying transcriptional activation, we performed HiChIP in non-induced (no dox) and 1-day dox-induced (+dox) ΔTAD-LDB1 cell cultures. This analysis detected 2798 looping interactions induced by ΔTAD-LDB1 within 24 h (Supplementary Data 1) and, as shown in Fig. 6f, several of these chromatin looping events occurred at the genomic loci associated with ΔTAD-LDB1 upregulated genes (*Cdon*, *Dbx1*, *Myf5*, and *Prrx1*). Based on these results, we conclude that forced recruitment of Ldb1 to Pax3 sites mediates the formation of long-range interactions responsible for gene activation.

**Fig. 6:**
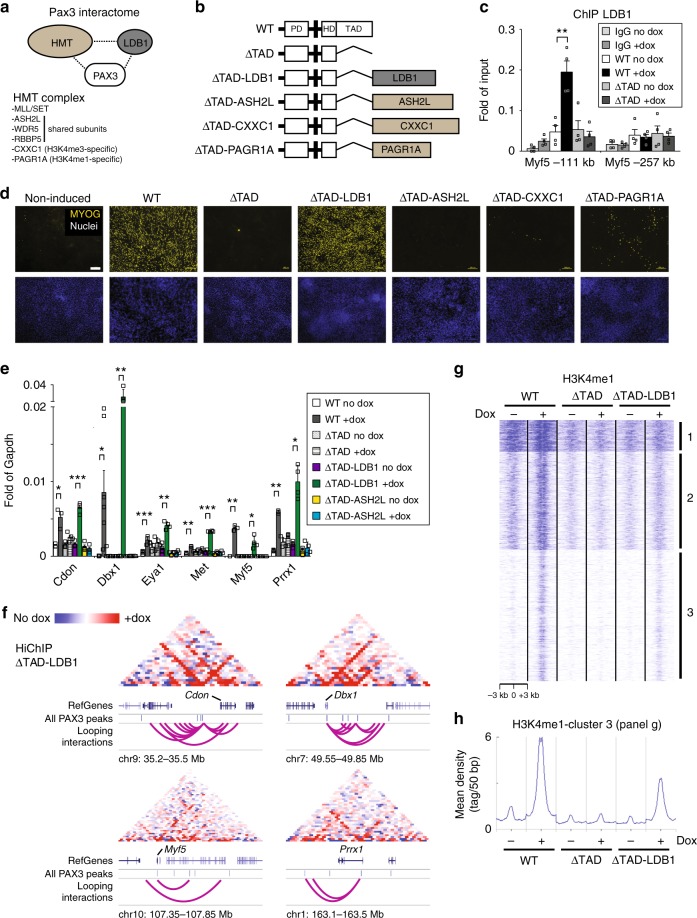
Forced LDB1 targeting to PAX3 bound elements induces skeletal myogenesis. **a** Schematic representation of PAX3 interactions with the HMT complex and LDB1. CXXC1 and PAGR1A subunits are present in the HMT complex responsible for deposition of H4K4me3 (SET1A complex) and H4K4me1 (MLL3/4 complex), respectively. **b** Schematic representation of PAX3 (WT), PAX3 lacking the transactivation domain (ΔTAD) and the fusion proteins involving LDB1, ASH2L, CXXC1, and PAGR1A. Size is not indicative of the real protein length. Pax3 domains: PD, paired domain; HD, homeodomain; TAD, transactivation domain. **c** The PAX3 TAD is required for LDB1 recruitment. ChIP-qPCR analysis of LDB1 recruitment at the *Myf5* −111 kb locus in 1-day WT- and ΔTAD-induced (+) and non-induced (−) cells. *Myf5* −257 kb: negative control. Graph represents mean + s.e.m. from *n* = 4 independent experiments. Student’s *t*-test **p < 0.01. **d** Analysis of the skeletal myogenic activity of WT, ΔTAD, ΔTAD-LDB1, ΔTAD-ASH2L, ΔTAD-CXXC1, and ΔTAD-PAGR1A. Transgenes were induced for 6-day following the scheme presented in Fig. 1a. Non-induced cells are used as negative control of myogenic commitment. Immunostaining: MYOG antibody (yellow) DAPI (Nuclei - blue). Images are representative of independent biological replicates (*n* = 3). Scale bar: 100 µm. **e** Gene expression analysis of Pax3 targets following 1-day induction of WT, ΔTAD, ΔTAD-LDB1 and ΔTAD-ASH2L. Graph represents mean + s.e.m. of *n* ≥ 3 independent biological replicates. Student’s *t*-test *p < 0.05, **p < 0.01, ***p < 0.001. **f** Long-range interactions at the *Cdon*, *Dbx1*, *Myf5*, and *Prrx1* loci in 1-day ΔTAD-LDB1-induced cultures. Normalized contact maps based on sequencing depth are visualized as ratio relative to the non-induced cells. Position of PAX3 peaks, genes, and chromosome coordinates are displayed below the matrix. Scale: maxrange = 0.2. Arcs indicate looping interactions identified by FitHiChIP. **g** k-means clustering of H3K4me1 ChIP-seq data from 1-day induced (+) and non-induced (−) WT, ΔTAD, and ΔTAD-LDB1 cultures. Density Tag Map for H3K4me1 is centered on 3780 PAX3 peaks ±3 kb. Cluster 3 shows an increase in H3K4me1 deposition following WT and ΔTAD-LDB1 induction. Cluster 1: 457 peaks; Cluster 2: 1420 peaks; Cluster 3: 1903 peaks. **h** Distribution of H3K4me1 ChIP-seq reads across the PAX3 peak center ±3 kb for cluster 3 shown in panel **g**. Source data are provided as a Source Data file

Since Pax3 expression induces deposition of H3K4me1 at a subset of enhancers (Fig. 2b) and co-immunoprecipitation using LDB1 antibody shows interaction with PAX3, ASH2L, and WDR5 (Supplemental Fig. 5c), we next investigated the effect of ΔTAD-LDB1 and ΔTAD-ASH2L proteins on histone 3 posttranslational modification. Consistently, ChIP using the H3K4me1 antibody demonstrated increased levels of this mark at PAX3 bound elements (e.g., *Myf5* −111 kb enhancer) following induction of full length PAX3, whereas the ΔTAD mutant lacked this activity (Supplemental Fig. 7e). Similar results were obtained following induction of ΔTAD-LDB1, whereas ΔTAD-ASH2L was able to induce H3K4me1 only at a subset of Pax3 sites (Supplementary Fig. 8e). To verify that ΔTAD-LDB1 function is not restricted to a few Pax3 loci, we performed ChIP-seq for H3K4me1 in 1-day dox-induced and non-induced ΔTAD and ΔTAD-LDB1 mesodermal cells. 

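ΔTAD is a PAX3 mutant without the C-terminal transactivation domain, and ΔTAD-LDB1 is the same mutant fused to LDB1. H3K4me1 was sequenced in each line without dox and after 1 day of dox, on day 4 of differentiation, with 1 library per line and condition. The paper's mapped reads were 17443521 and 19808178 for ΔTAD and 17915469 and 17472574 for ΔTAD-LDB1, without and with dox. These are fewer than in the wild-type (WT) iPax3 libraries, for which Methods describes another way of preparing libraries. The deposited lists, called by the authors with MACS, held 28064 and 36898 peaks for ΔTAD and 27947 and 29246 for ΔTAD-LDB1. The ΔTAD list thus grew with dox more than the ΔTAD-LDB1 list did. The lists of the mutant lines skip no peak numbers, unlike the WT lists. Levels are therefore compared within a line and not between lines, with 95% Wilson intervals over sites, and with 1 library per condition no test was made.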

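Of the named sites, *Met* and the *Myf5* −111 kb enhancer showed H3K4me1 with ΔTAD-LDB1 induction. At *Met* +98 kb the ΔTAD-LDB1 line had no H3K4me1 peak without dox and a peak at 1-day dox, while the ΔTAD line had a peak in both conditions, as did all WT libraries. At *Myf5* −111 kb, ΔTAD-LDB1 had a peak only at 1-day dox and ΔTAD had none. At the *Gas1* site both lines had a peak in both conditions, with scores of 127 and 212 for ΔTAD and of 187 and 121 for ΔTAD-LDB1, without and with dox. In the same order these peaks were 1588 and 1799 bp wide for ΔTAD and 2038 and 3625 bp wide for ΔTAD-LDB1. The scores are not adjusted for depth. Of the 35 sites nearest to genes that the paper names or at its qPCR amplicons, 10 had a peak in ΔTAD-LDB1 cells only at 1-day dox and 3 only without dox. For ΔTAD these numbers were 2 and 1. The 10 include the sites of *Cdon*, whose H3K4me1 peak was present in both conditions in ΔTAD, and of *Prex1*, *Sin3b* and *Uncx* and 2 sites of *Bmp2*, which had none in ΔTAD. At *Vcam1* the ΔTAD peak was present only without dox, and at the *Smarca2* site only ΔTAD gained a peak. The −57 kb region of *Myf5* had a peak only after dox in both lines. The 3 sites with a ΔTAD-LDB1 peak only without dox are the *Dbx1* site, the *Msx1* site at −2.25 kb from the TSS and the *Dnm3os* site, and ΔTAD cells had no peak at them.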

Inspection of genomic tracks for dox-induced and non-induced WT, ΔTAD, and ΔTAD-LDB1 lines confirmed our ChIP-qPCR data at important myogenic loci (*Met*, *Myf5* −111 kb and *Gas1*; Supplementary Fig. 8f). 

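H3K4me1 at PAX3 sites was listed more often after induction of ΔTAD-LDB1 and about equally often after induction of ΔTAD. In ΔTAD-LDB1 cells the share of the 1659 sites with a peak was 33.7% without dox (95% Wilson interval 31.5 to 36.0%) and 41.4% at 1-day dox (39.1 to 43.8%), with 293 sites gained and 165 lost. In ΔTAD cells it was 35.4% and 35.3%, with 176 gained and 179 lost. By cluster, ΔTAD-LDB1 gave 37.9% and 46.5% at cluster 1, 29.6% and 35.0% at cluster 2, and 21.5% and 31.9% at cluster 3. ΔTAD gave 38.3% and 39.1%, 32.6% and 31.2%, and 27.4% and 25.2%. With an equal number of peaks per library, the ΔTAD change at cluster 1 was −5.63 percentage points in place of 0.834. Of 80 sites that gained H3K4me1 in both WT replicate pairs, 32 gained it in ΔTAD-LDB1 (40.0%, interval 30.0 to 51.0%) and 7 in ΔTAD (8.75%, interval 4.30 to 17.0%). Of these 80, 29 gained it in ΔTAD-LDB1 only, 4 in ΔTAD only, 3 in both and 44 in neither.
The cluster 1 sites with the highest PAX3 scores that gained H3K4me1 in WT and ΔTAD-LDB1 cells and not in ΔTAD cells included the sites near *Map3k4* and *Smu1* and intron sites of *Nrp2*, *Arl15*, *Col23a1* (chromosome 11, 51305870 to 51306852), *Adcy5* (chromosome 16, 35221226 to 35222216) and *Ppp1r9a* (chromosome 6, 5005221 to 5006272). Intergenic sites nearest to *Cebpb*, *Znfx1* and *Saraf* belonged to the same group. From its k-means clustering in Fig. 6g, the paper states that a subset of PAX3 sites shows an increase in H3K4me1 that depends on ΔTAD-LDB1.

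**Figure D3:**
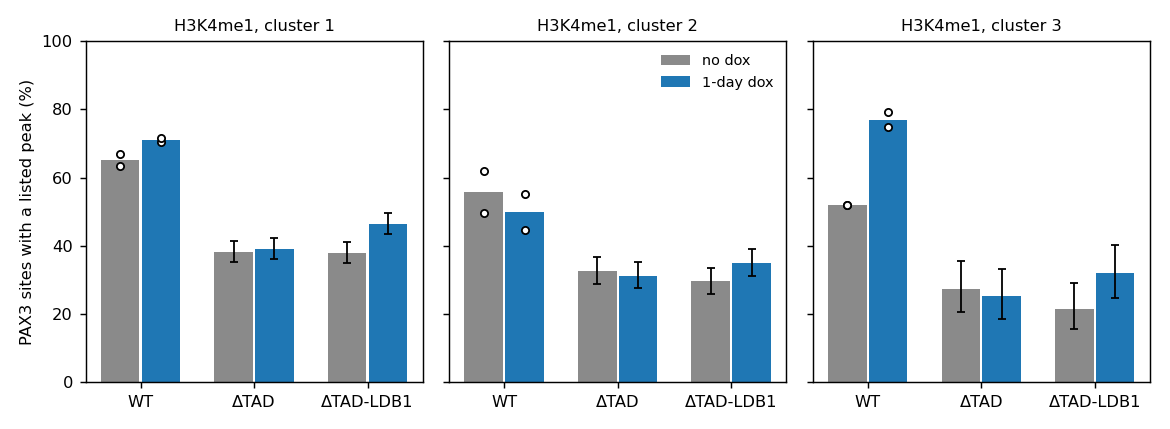
Percent of PAX3 sites with an H3K4me1 peak (vertical axis) without dox and at 1-day dox in WT, ΔTAD and ΔTAD-LDB1 cells, by cluster. WT bars are means with points for the 2 libraries, and bars of the mutant lines are 1 library each with 95% Wilson intervals over sites. At cluster 1 the ΔTAD-LDB1 bars stand at 37.9% and 46.5% and the ΔTAD bars at 38.3% and 39.1%.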

On a global scale, using the list of 1-day PAX3 bound elements, k-means clustering identified that only a subset of sites (3725/7508) display a ΔTAD-LDB1-dependent increase in H3K4me1 levels (Fig. 6g, h and Supplementary Fig. 8g). Altogether, these data highlight the necessity of LDB1 recruitment at PAX3 bound elements for the proper activation of the myogenic program, and suggest that recruitment of the HMT complex alone is not sufficient for inducing gene activation.

### Ldb1 is required for efficient hypaxial myogenesis

One of the most recognized functions of Pax3 during development is the regulation of myogenic progenitor migration toward the limb bud^49^. *Ldb1*-null alleles are embryonic lethal and mutants do not develop beyond gastrulation^50^, therefore we used an *Ldb1* flox allele previously generated by the Westphal group^51^. To study Ldb1 function specifically during muscle development, we deleted Ldb1 in the Pax3 lineage by crossing *Ldb1*^*flox*^ and *Pax3*^*cre*^ mice^30^. We confirmed deletion by immunostaining for LDB1 in E9.5 embryos (Supplementary Fig. 9a). Myogenic progenitor migration to the forelimb bud is normally observed at E10.5. We found that control embryos (*Pax3*^*cre/+*^*;Ldb1*^*fl/+*^) displayed extensive migration at this time point, but Ldb1-deleted littermates (*Pax3*^*cre/+*^*;Ldb1*^*fl/fl*^) had severely reduced numbers of PAX3^+^ migrating progenitors, and most of those that were observed did not express MYF5 (Fig. 7a, b). Similar results were obtained in E11.5 control and Ldb1-deleted embryos using the myogenic marker MYHC (Fig. 7c, d). Based on these data, we conclude that Ldb1 is required for proper activation of the transcriptional program regulating the commitment and the migration of PAX3^+^ myogenic progenitors.

**Fig. 7:**
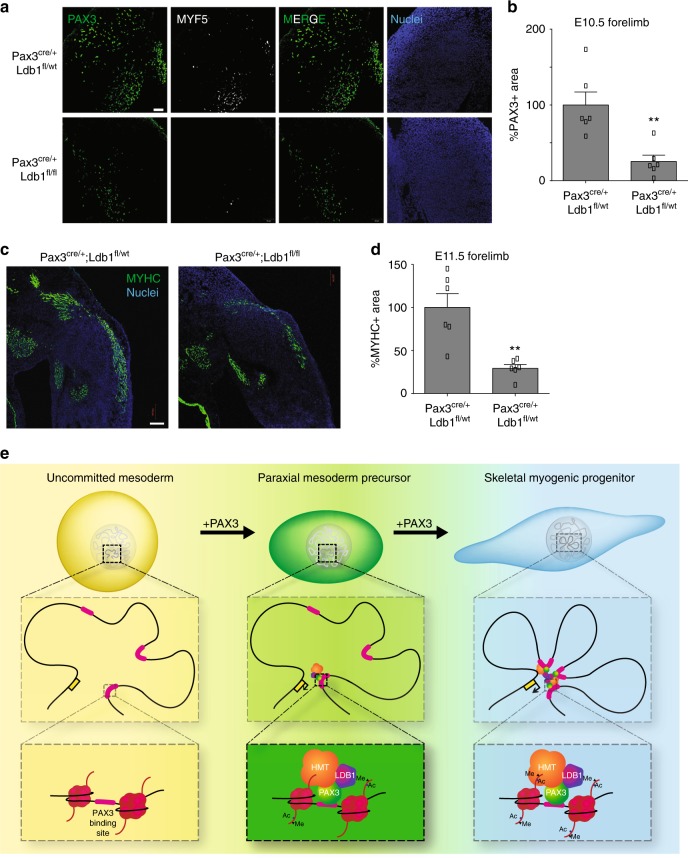
Ldb1 is required for hypaxial myogenesis. **a** Myogenic progenitor migration is impaired upon Ldb1 deletion in the Pax3 lineage. Representative immunostaining of cryosections from E10.5 Ldb1-deleted embryos reveals reduced numbers of PAX3+ cells (green) in the forelimb bud. MYF5 (white); nuclei (blue). Bar: 100 µm. Images are representative of at least three independent embryos (from distinct matings). **b** Quantification of PAX3 + signal from panel **a**. Graph represents mean + s.e.m. from three independent embryos (*n* = 3) (D). Student’s *t*-test *p < 0.05. **c** Immunostaining of E11.5 cryosections using MYHC antibody confirms the impaired migration observed in E10.5 embryos. MYHC (green); nuclei (blue). Bar: 100 µm. **d** Quantification of MYHC + signal from panel **c**. Graph represents mean + s.e.m. from independent embryos (*n* = 3). Student’s *t*-test ***p < 0.001. **e** Schematized model of Pax3-induced myogenic commitment. Pax3 regulates chromatin remodeling and looping by recruiting the histone methyltransferase (HMT) complex and Ldb1. Source data are provided as a Source Data file

## Discussion

Here we demonstrate that lineage specification involves long-range interactions coordinated by a tissue-specific transcription factor. Gene expression relies on a complex interplay between promoters and enhancers, with the latter representing a major determinant of tissue specificity. Although chromatin looping enables the establishment of enhancer–promoter interactions, the role of transcription factors in shaping the three-dimensional organization of the genome during cell differentiation has been investigated in the context of only a few isolated loci^52–54^. To date, most of the genome-wide studies have focused on general mechanisms involving CTCF-^3,4,7,55^ and YY1-dependent genome organization^15^. Nonetheless, recent studies investigating the three-dimensional rearrangements occurring during cell differentiation demonstrated a correlation between TF-binding and enhancer loop formation^16–18^. Our genome-wide analyses pinpoint how Pax3 orchestrates the skeletal myogenic program by promoting remodeling of the epigenetic landscape and chromatin looping of the myogenic loci (Figs. 1 and 2). We demonstrate that Pax3 activity relies on the recruitment of the chromatin looping factor Ldb1 (Fig. 3), which is required for establishing long-range interactions (Fig. 5) and, ultimately, the proper execution of the myogenic program during embryonic development (Figs. 5 and 7). In support of the instrumental role for Ldb1 during Pax3-dependent transcriptional activity, we show that targeting LDB1 to PAX3 bound sites using a PAX3 fusion protein (ΔTAD-LDB1) recapitulated Pax3 pro-myogenic function (Fig. 6d) and induced chromatin looping (Fig. 6f). Interestingly, this effect was specific for LDB1 as fusion proteins involving subunits of the HMT complex failed to robustly induce myogenesis, regardless of their ability to increase H3K4me1 levels at a subset of Pax3 sites (Supplementary Fig. 8e).

Our data elicits an unexpected correlation between Ldb1 and posttranslational modification of the histone 3 tails by the HMT complex. LDB1-recruitment to PAX3 binding sites is associated with increased deposition of H3K4me1 (Fig. 4c), and upon Ldb1 knockdown, the levels of this mark are diminished at PAX3-bound elements (Fig. 5d). Co-immunoprecipitation of LDB1 in iPax3 cells showed the interaction with the HMT complex subunits ASH2L and WDR5 (Supplementary Fig. 6c), and expression of the PAX3 ΔTAD-LDB1 fusion protein was able to induce an increase in H3K4me1 at a subset of PAX3 bound sites (Fig. 6 and Supplementary Fig. 8). Since chromatin looping (and gene expression) is reduced upon Ldb1 knockdown (Fig. 5e–g), we speculate the recruitment of the HMT complex may be affected by the local chromatin conformation of the PAX3-LDB1-bound sites. These elements are enriched for genes involved in mesoderm development (Fig. 4e), and we predict they may represent important enhancers for this transcriptional program. Accordingly, LDB1 occupancy has been demonstrated at several erythroid enhancers, which positively correlated with the expression levels of the respective genes^56^.

Previous studies in hematopoietic cells have shown that Ldb1 determines β-globin expression by promoting the interaction between the LCR and the β-globin gene promoters^38^. Ldb1 regulates this process by establishing chromatin looping independently of the Mediator and Cohesin complexes, and by increasing the frequency of transcription bursts^57,58^. In our results, the overlap between LDB1-bound and SMC1/CTCF-bound PAX3 loci is limited (Fig. 4a), thus suggesting that chromatin looping involving PAX3-LDB1 sites does not recruit the Cohesin complex. Nevertheless, a recent study demonstrated that chromatin looping can also occur between LDB1 and CTCF-bound loci^59^. Taking these data in consideration, our findings raise the intriguing hypothesis that Ldb1 may be one of the key players in the establishment of the sub-topologically associated domain interactions observed during cell differentiation, thus complementing the function of CTCF-Cohesin. Since LDB1 can homodimerize^60^, it is possible that direct LDB1 interactions contribute to nucleation of the chromatin domains centered on PAX3 bound sites (Figs. 1 and 4). In agreement with this model, our data using ΔTAD-LDB1 (Fig. 6f), and a previous report by the Blobel group^37^, indicate that forced recruitment of Ldb1 is sufficient to mediate chromatin looping and induce/rescue transcription.

Taken together, our findings demonstrate that PAX3 bound loci engage in LDB1-dependent long-range interactions and support the contribution of Ldb1 in the efficient chromatin remodeling of these elements (Fig. 7e), which is instrumental for the proper execution of the hypaxial myogenic gene expression program.

## Methods

### Plasmids

The p2lox-Pax3 and p2lox-Pax3-ΔTAD-3xFLAG vectors were previously described^46^. The p2lox-Pax3-HaFlag vector was generated by cloning the HaFlag sequence (synthetized as G-block—IDT) into the NotI site of the p2lox-Pax3-noStopCodon (described in ref. ^46^). The HaFlag G-block sequence is provided in Supplementary Table 1. The mouse cDNAs encoding for Ash2l (accession number BC012957—Dharmacon), Cxxc1 (accession number BC030938—Dharmacon), Ldb1 (accession number BC013624—Dharmacon) and Pagr1a (accession number NM_030240.1) were amplified by PCR and cloned 3′ relative to the Pax3 homeodomain. Cloning details and plasmid maps are available upon request. Knockdown constructs from the TRC library (pLKO) were obtained from the University of Minnesota Genomic Center (UMGC). pLKO.1-blast-SCRAMBLE was a gift from Keith Mostov (Addgene plasmid # 26701^61^). To purify cells transduced with the knockdown constructs, all pLKO plasmids were modified by replacing the selection gene (puromycin or blasticidin) with the sequence encoding the EGFP (referred hereafter as pLKO-shRNA-PGK-GFP).

### Cell cultures

Inducible mES cell lines were generated by Cre-loxP mediated recombination of the p2lox targeting plasmids into A2lox-cre mouse ES cells^62^. The recombination cassette, located next to the Hprt gene, contains the tet-responsive-element (TRE) driving the expression of one single copy of cDNA, thus ensuring quasi-physiological expression levels. mES cells were maintained on mitotically impaired mouse embryonic fibroblasts (MEFs) in knock-out DMEM (Invitrogen) supplemented with 15% FBS (Embryomax ES-qualified FBS—Millipore), 1% penicillin/streptomycin (Invitrogen), 2 mM Glutamax (Invitrogen), 0.1 mM non-essential aminoacids (Invitrogen), 0.1 mM β-mercaptoethanol (Invitrogen), and 1000 U/ml LIF (Millipore). A detailed version of the myogenic differentiation protocol has been described^63^. Briefly, the ES/MEF cell suspension was preplated in a gelatin-coated dish for 30 min in order to remove fibroblasts and the resulting supernatant (enriched for mES cells) was then diluted to 40,000 cells/ml in EB differentiation medium and incubated in an orbital shaker at 80 RPM. EB differentiation medium: IMDM (Invitrogen) supplemented with 15% FBS (Embryomax ES-qualified FBS), 1% penicillin/streptomycin (Invitrogen), 2 mM Glutamax (Invitrogen), 50 μg/ml ascorbic acid (Sigma-Aldrich), 4.5 mM monothioglycerol (MP biomedicals). Trangene induction was achieved by adding doxycycline (Sigma-Aldrich) to day-3 EBs cultures (final concentration 1 µg/ml), and then maintained throughout the differentiation protocol by replacing the media (including dox) every 2 days. At day 5, EBs were disgregated and single cells were incubated for 20 min with PDGFRα-PE and FLK1-APC conjugated antibodies (e-Bioscience). PDGFRα + FLK1− cells were sorted using FACSAriaII (BD biosciences) and replated on gelatin-coated dishes using EB differentiation media supplemented with 1 µg/ml doxycycline and 10 ng/ml mouse basic-FGF (Preprotech). Skeletal myogenic differentiation was assessed in cells cultured 4 days (equivalent to 6-day Pax3 induction) as monolayer by withdrawing bFGF and doxycycline from the cultures (in order to shutdown transgene expression) followed by additional 2 days culture in the same serum- or serum-free media. HEK293T cells were maintained in DMEM (Invitrogen) supplemented with 10% FBS (Millipore), 1% penicillin/streptomycin (Invitrogen) and 2 mM Glutamax (Invitrogen).

Intracellular staining using MYOD and MYOG antibodies was performed on non-induced (day-4 EBs), 1-day and 6-day Pax3-induced cells. Cells were collected and fixed with 1% paraformaldehyde/PBS for 15 min. Fixed cells were then incubated on ice for 1 h with antibodies diluted in 0.3% Triton X-100/0.5% BSA/PBS solution. The list of antibodies used in this study and relative dilutions are provided in Supplementary Table 2. After washing with 0.3% Triton X-100/0.5% BSA/PBS solution, cells were incubated on ice for 30 min with secondary antibodies (Alexa555 anti-mouse) in 0.3% Triton X-100/0.5% BSA/PBS solution. After washing with 0.3% Triton X-100/0.5% BSA/PBS solution, cells were analyzed with FACSAriaII.

### Lentiviral transduction and knockdown

Lentiviruses were produced in HEK293T cells by co-transfection of pVSV-G, Δ8.9 and lentiviral constructs using Lipofectamine LTX-Plus reagent (Invitrogen). Supernatants containing lentiviral particles were filtered using 0.45 µm filters and applied to cells cultured in 6-well plates. To facilitate transduction, 6-well plates were centrifuged for 90 min at 1100 × *g*, 30 °C. Ldb1 knockdown was achieved by transduction of day-5 PDGFRα + FLK1− sorted cells with shSCR and shLdb1 lentiviral particles. Transduction efficiency (usually between 95 and 99% GFP + cells) was assessed 3 days post-transduction using FACS. Replated day-5 PDGFRα + FLK1− cells from Ldb1 knockdown experiments were cultured 4 days as monolayer (equivalent to 6-day Pax3 induction) and collected for ChIP, HiChIP and gene expression analysis or withdrawn of bFGF and dox for 2 days and collected for immunostaining and western blot.

### Ethics statement

All animals were handled in strict accordance with good animal practice as defined by the relevant national and/or local animal welfare bodies, and all animal work was approved by the University of Minnesota Institutional Animal Care and Use Committee (protocol number 1702-34580A).

### Mice and embryo explants

Ldb1 deletion in the Pax3 lineage was achieved by timely mating Pax3cre/+; Ldb1fl/+ males with Ldb1fl/fl females. Importantly, for these experiments the Cre was inherited through the paternal lineage. For immunostaining, embryos were collected at 9.5, 10.5, or 11.5 d.p.c., embedded in Tissue-Tek® O.C.T. compound (Sakura® Finetek—VWR) and frozen. For all experiments, genotyping was performed using genomic DNA isolated from Yolk Sacs.

### Chromatin-immunoprecipitation

ChIP was performed following the protocol described by Young and colleagues with minor modifications^64^. Briefly, d4 EBs (equivalent to non-induced and 1-day induced) were trypsin-treated at 37 °C for 1 min with gentle shaking and reaction was inhibited by adding 10%FBS/PBS. Single cells were washed once with PBS, resuspended in 10%FBS/PBS and supplemented with formaldehyde (final concentration 1%) for crosslinking of protein-DNA complexes (10 min at RT) followed by quenching with glycine and staining with PDGFRα-PE antibody. PDGFRα+ cells were sorted using FACSAriaII, snap-frozen in liquid nitrogen and stored at −80 °C if not processed immediately. For 6-day experiments, PDGFRα+FLK1− cells were FACS sorted from d5 EBs (equivalent to 2-day induction) and then cultured for additional 4 days (as described in the Cell culture section) before collecting them for formaldehyde crosslinking. Cell pellets were incubated in lysis buffer LB1 supplemented with protease inhibitors (50 mM HEPES KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40, 0.25% Triton X-100 + Complete-mini—Roche) for 10 min at +4 °C followed by incubation in buffer LB2 supplemented with protease inhibitors (10 mM Tris-HCl pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA + Complete-mini—Roche) for 10 min at +4 °C. Cell pellet was then resuspended in LB3 supplemented with protease inhibitors (10 mM Tris-HCl pH 8, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% N-lauroylsarcosine + Complete-mini—Roche) and then sonicated. For Histone marks, cells were sonicated using Bioruptor Pico (25 cycles 30″ ON, 30″ OFF) to achieve an average size of 200 bp. For transcription factors and cofactors, cells were sonicated with a Branson sonicator at 18% power for 1 min with intervals of 10 s ON–10 s OFF to achieve an average chromatin size of 300 bp. After shearing, samples were centrifuged for 10 min at 16,000 × *g* and snap-frozen in liquid nitrogen if not processed immediately. For Histone ChIP, 12 µg of chromatin (diluted to 250 µl) were precleared for 4 h at 4 °C with 10 µl of BSA-blocked Protein A-conjugated sepharose beads (GE Healthcare). For TF-cofactor ChIP, 25–40 µg of chromatin (diluted to 500 µl) were precleared for 4 h at 4 °C with 20 µl of BSA-blocked Protein A (or Protein G)-conjugated sepharose beads (GE Healthcare). Samples were supplemented with 1/10 volume of 10% Triton X-100 and incubated overnight with antibodies for immunoprecipitation. The list of antibodies used in this study and relative dilutions are provided in Supplementary Table 2. Immune complexes were recovered by incubation with 20 µl of BSA-blocked Protein A (or Protein G)-conjugated sepharose beads for 4 h at 4 °C and then washed five times with RIPA wash buffer (50 mM HEPES KOH pH 7.5, 500 mM LiCl, 1 mM EDTA, 1% NP40, 0.25% Triton X-100, 0.7% sodium deoxycholate) and one time with TEN buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 50 mM NaCl). Immunoprecipitated chromatin was recovered by incubating beads with 200 µl of Elution buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1% sodium dodecyl sulfate) for 20 min at 65 °C. Chromatin from IP and Input (equivalent to 1% of starting material) was reverse crosslinked overnight at 65 °C, then diluted 1:1 with TE (10 mM Tris-HCl pH 8, 1 mM EDTA) supplemented with 4 µl of RNaseA 20 mg/ml and incubated for 2 h at 37 °C followed by Proteinase K treatment (4 µl of 20 mg/ml stock for each sample) for 30 min at 55 °C. DNA was purified by phenol–chloroform–isoamyl alcol extraction (twice) followed by chloroform extraction, then supplemented with 1/10 of volume of 3 M sodium acetate pH 5 and 1.5 µl of glycogen and precipitated with two volumes of 100% ethanol at 180 °C for >1 h. Followed 30 min centrifuge at 16,000 × *g*, pellet were washed with 75% ethanol, air dried and dissolved in 45 µl H_2_O. qPCR was performed in a final volume of 10 µl using SYBR Premix Ex Taq II (Clontech), 0.5 µl of 1.4 µM primer stock, and 0.3 µl sample/reaction and run on a 384-well plate on a ABI7900HT instrument (Applied Biosystems). The primer sequences used for qPCR are provided in Supplementary Table 1.

### ChIP-seq library generation

Libraries were generated following a gel-free protocol using AMPure XP beads (Beckman Coulter) for all the purification and size selection steps. Ten nanograms or less of DNA were end repaired using End-it DNA end repair (Epicentre), then A-tailed using Klenow Fragment (3′ → 5′ exo-NEB) followed by adapter-barcode ligation using T4 DNA ligase (Enzymatics). Illumina compatible adapter-barcodes were purchased from BIOO scientific. After ligation, DNAs were negatively size selected using 0.5× Ampure XP beads and unbound DNAs were positively size selected by adding 0.4× Ampure XP beads (this step allows for retention of DNA fragments ranging 200–500 bp). Libraries were amplified using Phusion High Fidelity PCR master mix 2x (NEB) with a 16 cycles program. Ldb1 and H3K4me1 (from ΔTAD and ΔTAD-Ldb1 lines) ChIP-seq libraries were generated using the NEBNext UltraII DNA library prep kit (NEB) following manufacturer’s instructions. Purified libraries were then submitted to the University of Minnesota Genomic Center (UMGC) for quantification, quality control, and sequencing. Libraries were pooled and sequenced on Single-End runs of the HiSeq2500 operated at High Output mode (Illumina). Libraries for TF/cofactors were sequenced to an average depth of 25 million reads/sample. Libraries for histone marks were sequenced to an average depth of 45 million reads/sample (Biological replicate 1) and 35 million reads/sample (Biological replicate 2). The sequencer outputs were processed using the computer cluster managed by the Minnesota Supercomputing Institute (MSI).

### ChIP-seq analysis

Each sample’s reads were aligned to the mouse genome (mm10) using Bowtie2^65^ followed by removal of PCR duplicates using Samtools^66^. Peak calling was performed using MACS^67^ with the following parameters: –bw 300 -p 1e-3. Similar results were obtained by performing peak calling using QESEQ^68^ with the following parameters: transcription factors/cofactors -s 100 -c 15 -p 0.01; histones marks -s 100 -c 20 -p 0.001 (replicate 1) -s 100 -c 15 -p 0.001 (replicate 2). To identify the list of high confidence PAX3 and LDB1 peaks we performed three independent ChIP-seq experiments and, using the MACS output and the bedtools intersect function, only common regions between two experiments were further considered^69^. The Myf5 −111 kb region was detected in only one of three biological replicates generated for 1-day PAX3 and 1-day LDB1 ChIP. However, upon validation by qPCR (Fig. 6c and Supplementary Fig. 1e), this region was included in the list of 1-day PAX3 and LDB1 peaks. SMC1 and CTCF peaks were defined as the common peaks among two independent ChIP-seq datasets (using bedtools intersect). In addition, peak lists were filtered (intersect –v option) for sites overlapping to peaks detected in the uninduced control ChIP-seq and in the mouse ChIP-seq black-list (Consortium, 2012). Bigwig files for visualization on IGV^70^ were generated by converting the wig files obtained from MACS. k-means clustering maps were generated with SeqMiner using the enrichment file enr.sgr produced by QESEQ. Gene annotation of Pax3 peaks was performed using PAVIS (https://manticore.niehs.nih.gov/pavis2/)^71^. Functional annotation of ChIP-seq clusters was performed using GREAT (http://bejerano.stanford.edu/great/public/html/)^41^.

### VISTA enhancers

Genomic coordinates and embryo pictures for the enhancers annotated to Somite, Limb, and Neural tube were downloaded from the Vista browser (https://enhancer.lbl.gov/)^27^. Identification of the Pax3 peaks overlapping to Vista enhancers was performed using bedtools intersect. Resulting bed files were loaded on IGV for visualization.

### HiChIP

Long-range interactions involving Pax3 binding sites were analyzed following the detailed protocol described by the Chang group^24^. Briefly, non-induced, 1-day and 6-day Pax3-induced cells (mesoderm, paraxial mesoderm precursors, and myogenic progenitors, respectively), 6-day + shSCR and 6-day + shLdb1 and non-induced 1-day ΔTAD-Ldb1-induced cells were harvested using trypsin for 1–2 min, followed by inactivation with PBS/10% FBS, centrifuged for 5 min at 400 × *g*, washed with PBS twice, and then counted. Thirteen million cells, diluted to 1 million/ml in PBS, were crosslinked for 15 min using methanol-free formaldehyde (Pierce—Thermoscientific). In situ contact generation was performed by digesting chromatin with MboI (NEB) followed by blunting with dNTP mix containing biotin-dATP (Thermo Fisher, 19524016) and ligation using T4 DNA ligase (NEB). After centrifugation, nuclei were resuspended in 880 μL in Nuclear Lysis Buffer (50 mM Tris-HCl pH 7.5, 10 mM EDTA, 1% SDS, Complete Protease inhibitor—Roche), transferred in a Millitube and sonicated using a Covaris S220 (parameters: fill level = 10, duty cycle = 5, PIP = 140, cycles/burst = 200, time = 4 min). Chromatin was cleared by centrifugation, diluted 1:2 in ChIP Dilution Buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 7.5, 167 mM NaCl), precleared for 4 h at +4 °C with 75 µl of Protein G-conjugated magnetic beads and then incubated with 30 µg of anti-Pax3 antibody overnight at +4 °C. For ΔTAD-Ldb1 HiChIP, chromatin was precleared with Protein A beads and then incubated with 15 µg of anti-Ldb1 antibody (Abcam) overnight at +4 °C. Immune complexes were recovered by incubation with 60 µl of BSA-blocked Protein G (or Protein A for Ldb1 HiChIP)-conjugated sepharose beads for 5 h at +4 °C, then washed five times with RIPA wash buffer (50 mM HEPES KOH pH 7.5, 500 mM LiCl, 1 mM EDTA, 1% NP40, 0.25% Triton X-100, 0.7% sodium deoxycholate) and one time with TEN buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 50 mM NaCl). Due to the large sample volume during Pax3/Ldb1 HiChIP, Protein-A/G:Antibody-chromatin bound beads were splitted in two 1.5 ml tubes during the previous procedure. Immunoprecipitated chromatin was recovered by incubating beads with 200 µl/tube of Elution buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1% sodium dodecyl sulfate) for 30 min at 65 °C. ChIP samples and Input (equivalent to 1% of starting material) were reverse crosslinked overnight at 65 °C, then diluted 1:1 with TE (10 mM Tris-HCl pH 8, 1 mM EDTA) supplemented with 4 µl of RNaseA 20 mg/ml and incubated for 2 h at 37 °C followed by Proteinase K treatment (4 µl of 20 mg/ml stock for each sample) for 30 min at 55 °C. DNA was purified by phenol–chloroform–isoamyl alcol extraction (twice) followed by chloroform extraction, then supplemented with 1/10 of volume of 3 M Sodium Acetate pH 5 and 1.5 µl of glycogen and precipitated with two volumes of 100% ethanol at −80 °C for >1 h. Following 30 min centrifuge at 16,000 × *g*, pellets were washed with 75% ethanol, air dried and the combined DNA pellet were dissolved in 40 µl H_2_O. Before proceeding with the biotin capture and transposase mediated library generation, ChIP samples were analyzed by qPCR to ensure enrichment of Pax3 sites (Myf5 −111 kb, Vcam1 +3 kb) vs. control region (Myf5 −257 kb). Samples were quantified using Pico-green (Invitrogen), resuspended in binding buffer and then incubated with 20 µl of Streptavidin T1-conjugated magnetic beads (Invitrogen). After washing, DNA-bound streptavidin beads were incubated with 1.5 µl of Tn5 transposase in a final volume of 50 µl for 10 min at 55 °C. This amount of transposase was selected based on the picogreen results of the ChIP, which yielded 25 ng of DNA. Following quenching and washing, transposed DNA was incubated 5 min at 65 °C with activated NEBNext UltraII QS Taq (+Illumina adaptor/barcodes) to allow primer extension and then amplified for five cycles (15 s 98 °C followed by 1.5 min at 65 °C). Additional cycles for library amplification were determined by qPCR using T5-T7 primers, then libraries were purified with 1.5× AMPure beads and eluted in 50 µl of H_2_O. After Quality Control, libraries were pooled and sequenced on a Paired-End run of the HiSeq2500 operated at High Output mode (Illumina) which yielded ~80 million reads for each of the two biological replicates.

### HiChIP analysis

HiChIP paired-end samples were processed using the HiC-Pro pipeline^72^. Contact matrices were generated for 10-kb bin pairs using default parameters in HiC-Pro to map the reads to the mm10 genome, remove duplicate reads, assign reads to Mbol restriction fragments, and acquire valid interactions. Statistically significant bin pairs and number of contacts were determined using the Fit-Hi-C contact caller using default settings and interaction distance <2 Mb^73^.

### Generation of contact matrix heat maps

Raw contact matrices from the HiC-Pro pipeline were normalized by read depth. The resulting normalized matrices were used to generate heat maps. The matrix acquired for the condition with no addition of doxycycline (non-induced) was subtracted from the matrices for 1-day and 6-day in doxycycline conditions. This enhanced the visualization of the heat maps for contacts specific to the manipulated condition. Similarly, the matrix for the Ldb1 knockdown sample was subtracted from the shSCR matrix to emphasize loss of contacts with the knockdown of Ldb1. R Bioconductor package “HiTC” was used to assist the generation of the contact heat maps^74^.

### Determination of significant interactions

FitHiChIP was used for the determination of statistically significant interactions^75^. Initially, peaks were called from the aligned reads generated by the HiC-Pro pipeline. Using these called peaks along with the default parameters of the FitHiChIP algorithm, significant interactions were collected with a stringency *q*-value cutoff of 0.01. The interactions from the control conditions were subtracted (bedtools intersect –v –f 0.9 –F 0.9) to filter for interactions specific only to the condition of interest. The resulting interaction coordinates for both anchors of each loop were overlapped with ChIP-seq peaks to quantitatively compare the HiChIP results with ChIP-seq analysis. Visualizations of these significant loops were viewed on WashU Epigenome Browser^76^.

### Western blot and immunoprecipitation

Proteins were extracted from cultured cells using RIPA buffer (150 mM NaCl, 50 mM Tris-HCl pH 7.5, 1 mM EDTA, 1% Triton, 1% sodium deoxicholate, 0.1% SDS) supplemented of Protease inhibitors (Complete—Roche) and quantified with Bradford reagent (Sigma-Aldrich). Protein samples were prepared in Laemmli buffer and loaded on gels for SDS-PAGE. Proteins were transferred on PVDF membranes (Millipore) for the detection with the indicated antibodies. The list of antibodies used in this study and relative dilutions are provided in Supplementary Table 2. Isolation of the Pax3 complex was performed using ~300 million cells from Pax3- and Pax3HaFlag-induced mES cells. Doxycycline was added on day 3 of differentiation at the final concentration of 2 µg/ml. Day-4 EBs (equivalent to non-induced and 1-day induced cells) were disgregated using trypsin and gentle shaking in a 37 °C water bath followed by inactivation with FBS and gentle resuspension with pipette. After centrifuge (5 min at 500 × *g*), cell pellets were washed with ice cold PBS and incubated 30 min in 10 packed cell volumes (PCV) of ice cold PBS supplemented with 5 µg/ml Digitonin (Sigma-Aldrich). Cells were centrifuged 5 min at 500 × *g*, gently resuspended in five PCV of ice cold Hypotonic buffer (20 mM Tris-HCl pH 7.3, 1.5 mM MgCl_2_, 10 mM KCl, 1.5 mM DTT supplemented with PMSF, protease (Complete—Roche), and phosphatase (PhoStop—Roche) inhibitors), incubated 10 min on ice and vortexed for 10 s. After centrifuge (10 min at 500 × *g*), the previous step was repeated once and the nuclei preparation was checked on a microscope using Trypan blue. Nuclei were then gently resuspended in one PCV of ice cold low salt buffer (10 mM Tris-HCl pH 7.3, 100 mM NaCl, 1.5 mM MgCl_2_ + PMSF, protease and phosphatase inhibitors) and then supplemented drop-by-drop with one PCV of ice cold High Salt Buffer (50 mM Tris-HCl pH 7.3, 800 mM NaCl, 1.5 mM MgCl_2_, 25% glycerol + PMSF, protease and phosphatase inhibitors) and 4 µl of Benzonase (Sigma-Aldrich). After 30 min incubation on ice, sample were centrifuged 30 min at +4 °C 16,000 × *g* and the supernatant was transferred into 3 ml Slide-A-Lyzer® G2 Dialysis Cassette—cutoff 7000 MWCO (Thermoscientific) and dialyzed overnight at +4 °C with gentle stirring using Dialysis buffer (10 mM Tris-HCl pH 7.3, 100 mM NaCl, 1.5 mM MgCl_2_, 0.1 mM EDTA, 10% glycerol). Nuclear extracts were recovered, centrifuged 30 min at +4 °C 16,000 × *g* to remove precipitated proteins and precleared 2 h with 300 µl of Agarose IgG beads. This method yielded ~10 mg of nuclear extract, which was then incubated with 200 µl of anti-FLAG M2 magnetic beads (Sigma-Aldrich) for 4–5 h at +4 °C with gentle rotation. Aliquots were collected before (Input), after (FT) FLAG IP for quality control. Beads were washed five times with 10 volumes of Wash buffer_1 (10 mM Tris-HCl pH 7.3, 100 mM NaCl, 1.5 mM MgCl_2_, 0.1 mM EDTA, 10% glycerol, 0.1% NP-40) and then incubated for 1 h with 150 µl of 0.2 mg/ml 3xFLAG peptide diluted in Wash buffer_1. This step was repeated four more times and, ultimately, all elutions were pulled and incubated with 100 µl of BSA-blocked anti-HA magnetic beads (Pierce—Thermoscientific) for 5–6 h at +4 °C with gentle rotation. Aliquots were collected before (termed IP αFLAG) and after (FT 2nd IP) HA immunoprecipitation for quality control. Beads were washed five times with 10 volumes of Wash buffer_2 (10 mM Tris-HCl pH 7.3, 200 mM NaCl, 1.5 mM MgCl_2_, 0.1 mM EDTA, 10% glycerol, 0.1% NP-40) and then incubated for 1 h with 100 µl of 0.2 mg/ml HA peptide diluted in Wash buffer_1. This step was repeated three more times with 50 µl of 0.2 mg/ml HA peptide diluted in Wash buffer_1 and, ultimately, all elutions were pulled. An aliquot of the final elution (IP αHA) was collected for quality control. Aliquots from the immunoprecipitation were analyzed by western blot using a monoclonal Pax3 antibody (DHSB), and silver staining using a 4–15% gradient polyacrylamide gel (Biorad). Mass spectrometry analysis was performed at the Taplin Mass Spectrometry facility (Harvard Medical School). Two biological replicates were submitted as protein pellets following trichloroacetic acid (TCA) precipitation. However, due to the lower yield from the control sample (IP from untagged Pax3 line), these two replicates were combined before mass spectrometry analysis to ensure the detection of non-specific interactors.

### Mass spectrometry sample preparation

Pellets were resuspended with ammonium bicarbonates and reduced by adding DTT at a 1 mM concentration (in 50 mM ammonium bicarbonate) for 30 min at 60 °C, then cooled to room temperature and supplemented with iodoacetamide (stock in 50 mM ammonium bicarbonate) to a concentration of 5 mM followed by incubation for 15 min in the dark at room temperature. DTT was then added to a 5 mM concentration to quench the reaction. Digestion was performed by adding sequence grade trypsin at a concentration of 5 ng/µl and overnight incubation at 37 °C. Samples were then desalted by an in-house made desalting column.

### Mass spectrometry run

On the day of analysis, samples were reconstituted in 5–10 µl of HPLC solvent A (97.5% water, 2.5% acetonitrile, 0.1% formic acid). A nano-scale reverse-phase HPLC capillary column was created by packing 2.6 µm C18 spherical silica beads into a fused silica capillary (100 µm inner diameter × ~30 cm length) with a flame-drawn tip^77^. After equilibrating the column each sample was loaded via a Famos auto sampler (LC Packings, San Francisco, CA) onto the column. A gradient was formed and peptides were eluted with increasing concentrations of solvent B (97.5% acetonitrile, 2.5% water and 0.1% formic acid). As peptides eluted, they were subjected to electrospray ionization and then entered into an LTQ Orbitrap Velos Pro ion-trap mass spectrometer (Thermo Fisher Scientific, Waltham, MA). Peptides were detected, isolated, and fragmented to produce a tandem mass spectrum of specific fragment ions for each peptide.

### Data processing protocol

Peptide sequences (and hence protein identity) were determined by matching protein databases (UniProt) with the acquired fragmentation pattern by the software program, Sequest (Thermo Fisher Scientific, Waltham, MA)^78^. All databases include a reversed version of all the sequences and the data was filtered to between 1–2% peptide false discovery rate (FDR). Search settings: peptide_mass_tolerance = 2.0; digest_mass_range = 600.0000 35000.0000; max_num_internal_cleavage_sites = 2; diff_search_options = 15.9949146221 M 14.0157 C; add_C_Cysteine = 57.0214637236. The list of proteins detected by mass spectrometry (available in Supplementary Data 4) was filtered to exclude candidates equally detected in control and IP sample. For the initial analysis, we also applied a cutoff of five unique peptides per protein in order to identify high confidence candidates. The filtered list was analyzed using STRING (available at www.expasy.org), which enabled the identification of protein complexes associated to Pax3. List of proteins used for STRING analysis and the results are available in Supplementary Data 5. Validation of Mass spectrometry candidates was performed by WB using samples from FLAG-IP. In addition, immunoprecipitation using the rabbit anti-LDB1 antibody was performed on nuclear extracts from iPax3 and iPax7 lines followed by pull-down of the immune complexes with sepharose-conjugated Protein A beads. List of antibody used in this study is provided in Supplementary Table 2.

### RNA isolation, qRT-PCR, and transcriptomic analysis

Samples were resuspended in Trizol (Invitrogen) prior to RNA isolation using the PureLinkTM RNA Mini kit (Invitrogen) following the manufacturer’s instructions for “Trizol samples” (including in-column DNase treatment). RNAs were retro-transcribed using Superscript Vilo (Invitrogen). Gene expression analyses were performed using an amount of cDNA corresponding to 12.5 ng of starting RNA for each reaction. qRT-PCR were performed using Premix Ex Taq (Probe qPCR) Master Mix (Takara) and TaqMan probes (Applied Biosystems).

The 1-day/6-day Pax3 induction transcriptomic analysis was previously described^20^. For heatmap in Supplementary Fig. 6c, differentially expressed genes were determined by annotation of each ChIP-seq peak to the closest gene. The resulting list was then filtered based *t* test analysis (*p*-value < 0.05) and read count >10 and fold induction/repression >2. Heatmap was generated using the R package pheatmap.

### Immunostaining

Immunofluorescence staining was performed by fixing cells with 4% Paraformaldehyde/PBS for 10 min at 4 °C, then permeabilized with 0.1% Triton/PBS and blocked with 5% BSA/PBS before incubating with the primary antibodies. The list of antibodies used in this study and relative dilutions are provided in Supplementary Table 2. Samples were rinsed with PBS, blocked with 5% BSA/PBS and then incubated with the secondary antibody. After washing, samples were mounted on the slides using Prolong Gold with DAPI (Invitrogen). Embryo cryosections (12-µm thick) were washed with PBS + 0.1%Tween (PBST), incubated for 1 h at RT in Permeabilization-Blocking solution (5% Normal Donkey Serum (Jackson Immunoresearch Laboratories), 0.1% Triton X-100 in 1× PBS) and then overnight at +4 °C with primary antibodies diluted in Antibody Diluent (Dako). Slides were washed three times with PBST, incubated with secondary antibodies diluted in Antibody Diluent (Dako) for 1 h at RT, washed again three times with PBST and briefly dried before mounting using Prolong Gold with DAPI (Invitrogen). Pictures were acquired with Axioimager M1 fluorescence microscope or LSM 510 Meta confocal microscope (Zeiss).

### Quantification and statistical analysis

Analyses were performed using the ImageJ distribution Fiji^79^. Analysis of myogenic progenitor migration and differentiation in E10.5 and E11.5 forelimbs was performed as follow: color channels were separated and threshold level for the green and blue channels were adjusted in order to select the area positive respectively to PAX3 or MYHC (green) and DAPI (blue). The area positive for each channel was analyzed using Analyze Particle using 0-Infinity as Size parameter. Finally, the value representing PAX3+ and MYHC+ area for each image was normalized based on nuclear staining (DAPI+). After calculating mean, all values were reported as % relative to mean for graphical display. Data represent mean ± s.e.m. of two representative pictures from three independent experiments. Statistical analyses between control and treated group in Fig. 7b, d were performed using unpaired two-tailed Student’s *t*-test. *P* values < 0.05 were considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Source Data

## Data Availability

Sequencing data from this work are available under the GEO accession numbers GSE126362 and GSE125203. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^80^ partner repository with the dataset identifier PXD012693. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon reasonable request. The source data underlying Figs. 3b, c, e, 5a, c, d, 6c, e and 7b, d and Supplementary Figs. 1b, d, e, 2b, c, 6a, c, d, 7b and 8a-e are provided as a Source Data file. A reporting summary for this Article is available as a Supplementary Information file.

## Code availability

All data analyses were performed using publicly available software.

# Supplementary material for: Pax3 cooperates with Ldb1 to direct local chromosome architecture during myogenic lineage specification
**Source:** Nat Commun. 2019 May 24;10:2316. doi: 10.1038/s41467-019-10318-6
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information

Pax3 cooperates with Ldb1 to direct local chromosome architecture during myogenic lineage specification

Alessandro Magli, June Baik, Pruthvi Pota, Carolina Ortiz Cordero, Il-Youp Kwak, Daniel J. Garry, Paul E. Love, Brian D. Dynlacht and Rita C.R. Perlingeiro

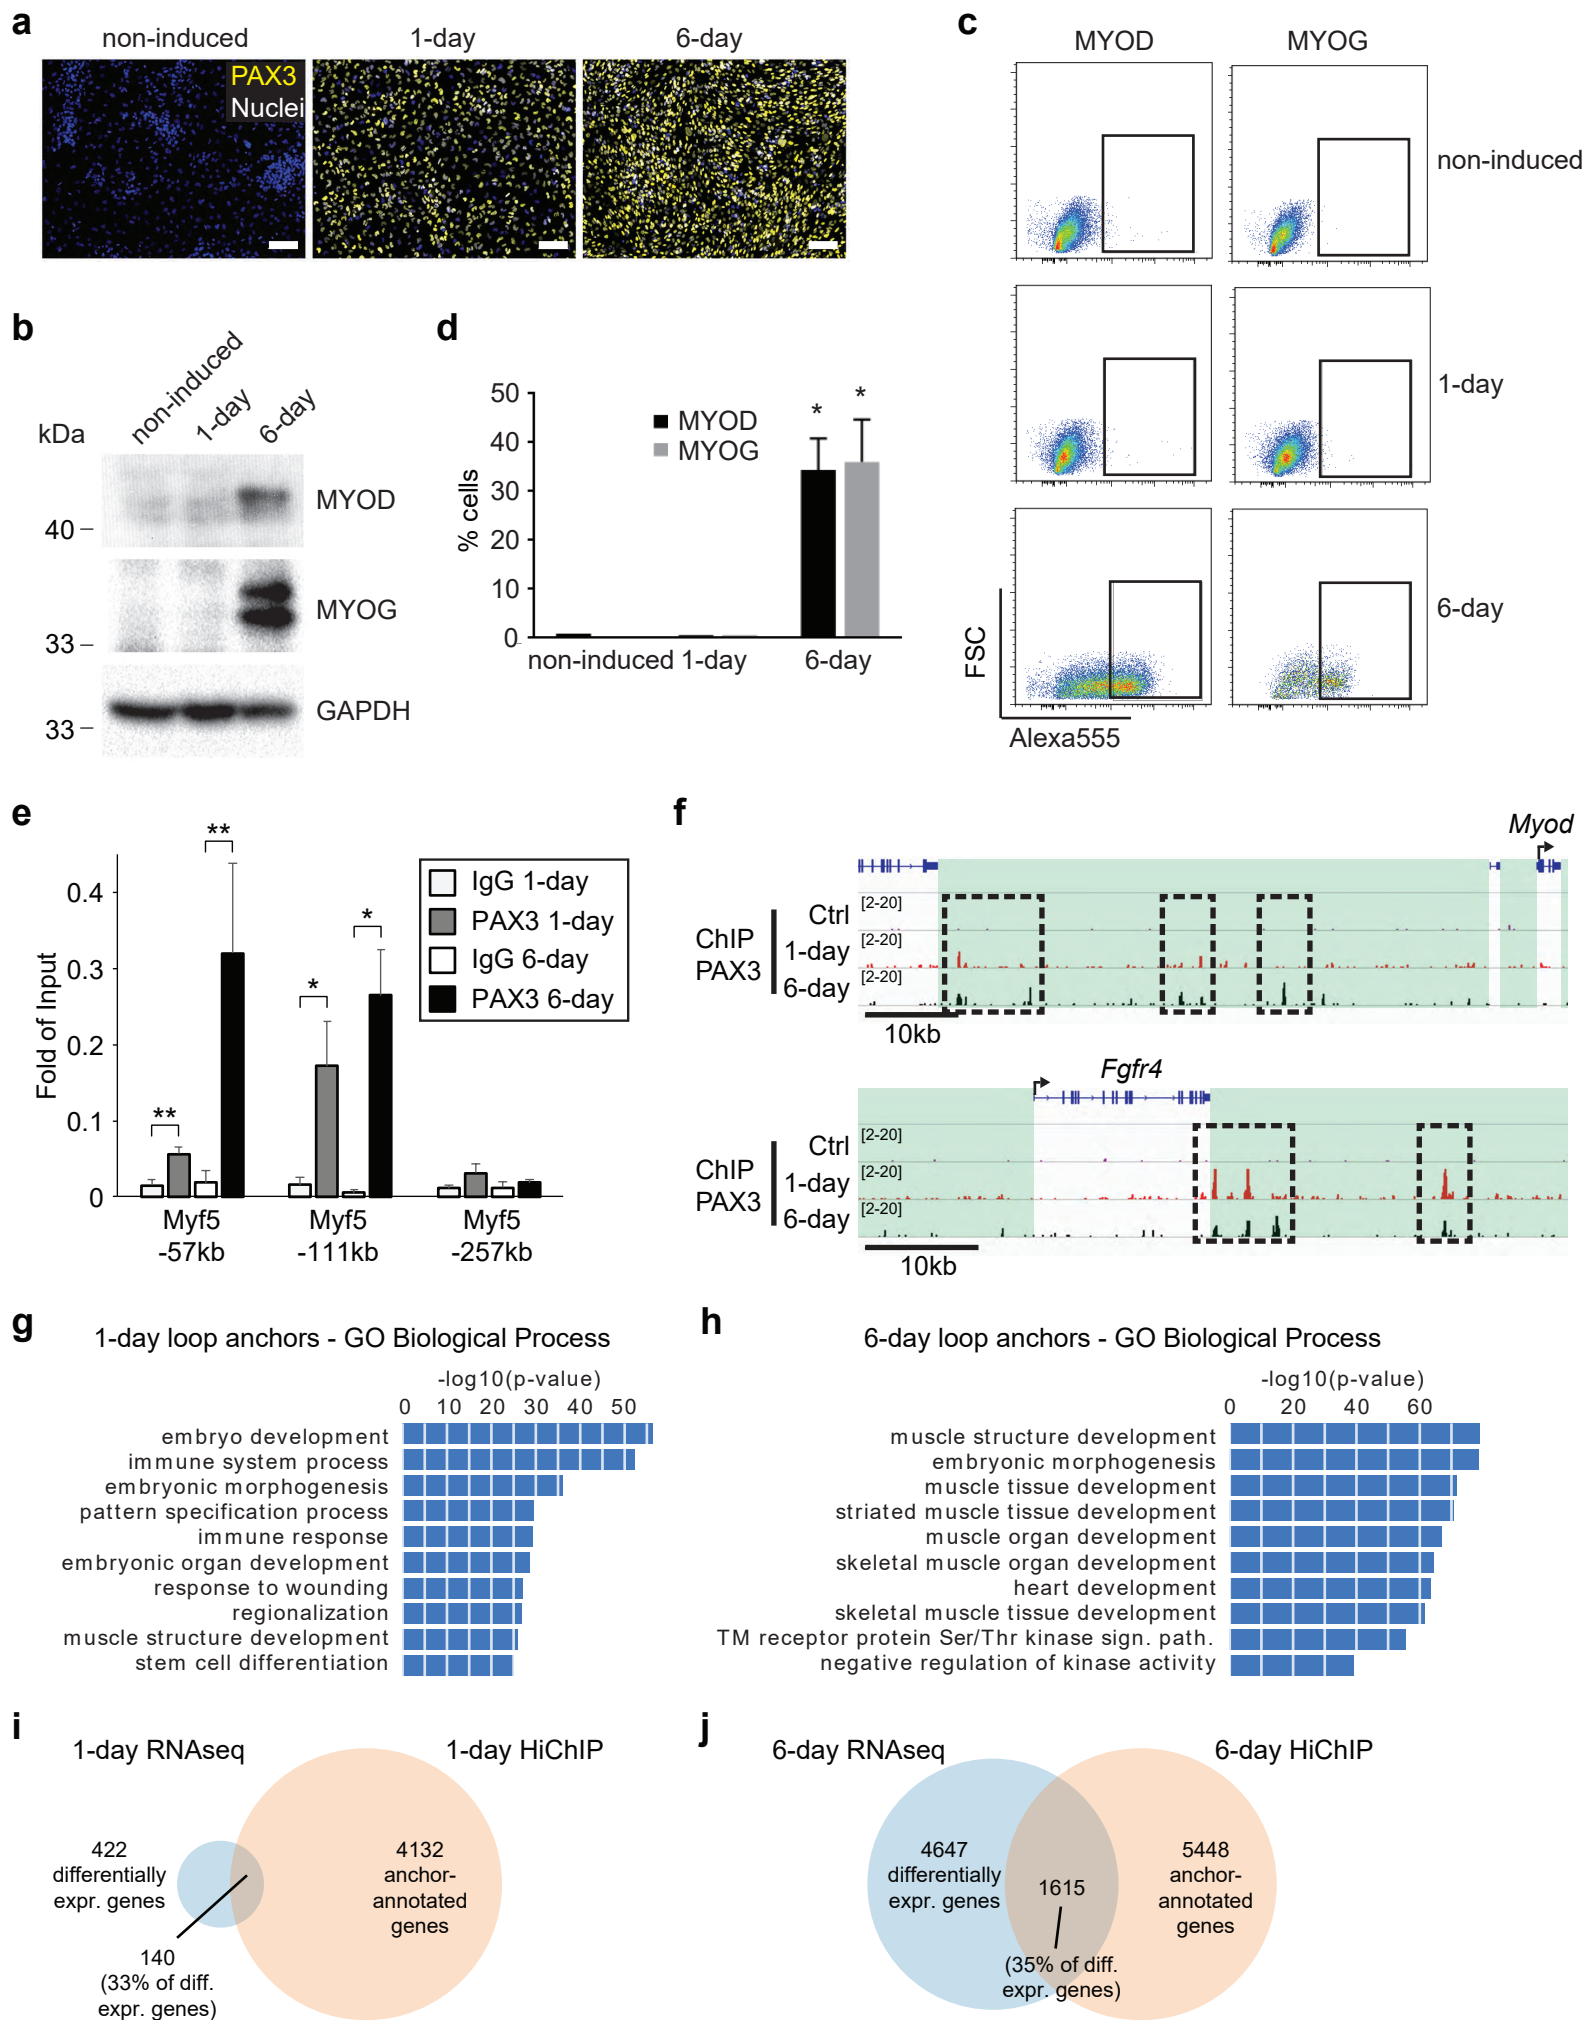

Supplementary Figure 1

Supplementary Figure 1. Dynamics of Pax3-inducible myogenic specification.

(a) Immunostaining of Pax3 following 1-day and 6-day induction compared to non-induced cells. PAX3 (yellow); Nuclei (blue). Scale bar: 100 μ m.

(b) Western blot using MYOD and MYOG antibodies in non-induced, 1-day and 6-day iPax3 cells. GAPDH was used as loading control.

(c-d) Intracellular staining using MYOD and MYOG antibodies followed by flow cytometry analysis of non-induced, 1-day and 6-day iPax3 cells. FSC: Forward Scatter. MYOD and MYOG (Alexa555). Panel d shows quantification of MYOD⁺ and MYOG⁺ cells. Graph represents mean + s.e.m. of $n \geq 3$ independent biological replicates. Graph reports frequency of gate 5 from Supplementary Figure 10. Student's *t*-test * $p < 0.05$.

(e) qPCR analysis of Pax3 binding at *Myf5* -57kb and -111kb enhancers in 1-day and 6-day Pax3-induced cells. *Myf5* -257kb represents a non-bound control. Graph represents mean + s.e.m. from $n \geq 3$ independent experiments. Student's *t*-test * $p < 0.05$, ** $p < 0.01$.

(f) IGV track displaying Pax3 binding at *Myod* and *Fgfr4* loci in 1-day and 6-day Pax3-induced cells. Dashed black squares indicate Pax3-bound loci. Green boxes represent intergenic regions. Black arrow represents the transcription start site.

(g-h) GREAT functional annotation based on Biological Process of loop anchors from 1-day and 6-day Pax3 HiChIP.

(i-j) Overlap of genes annotated to 1-day and 6-day Pax3 HiChIP loop anchors with differentially expressed genes identified upon 1-day and 6-day Pax3 induction.

Source data are provided as a Source Data file.

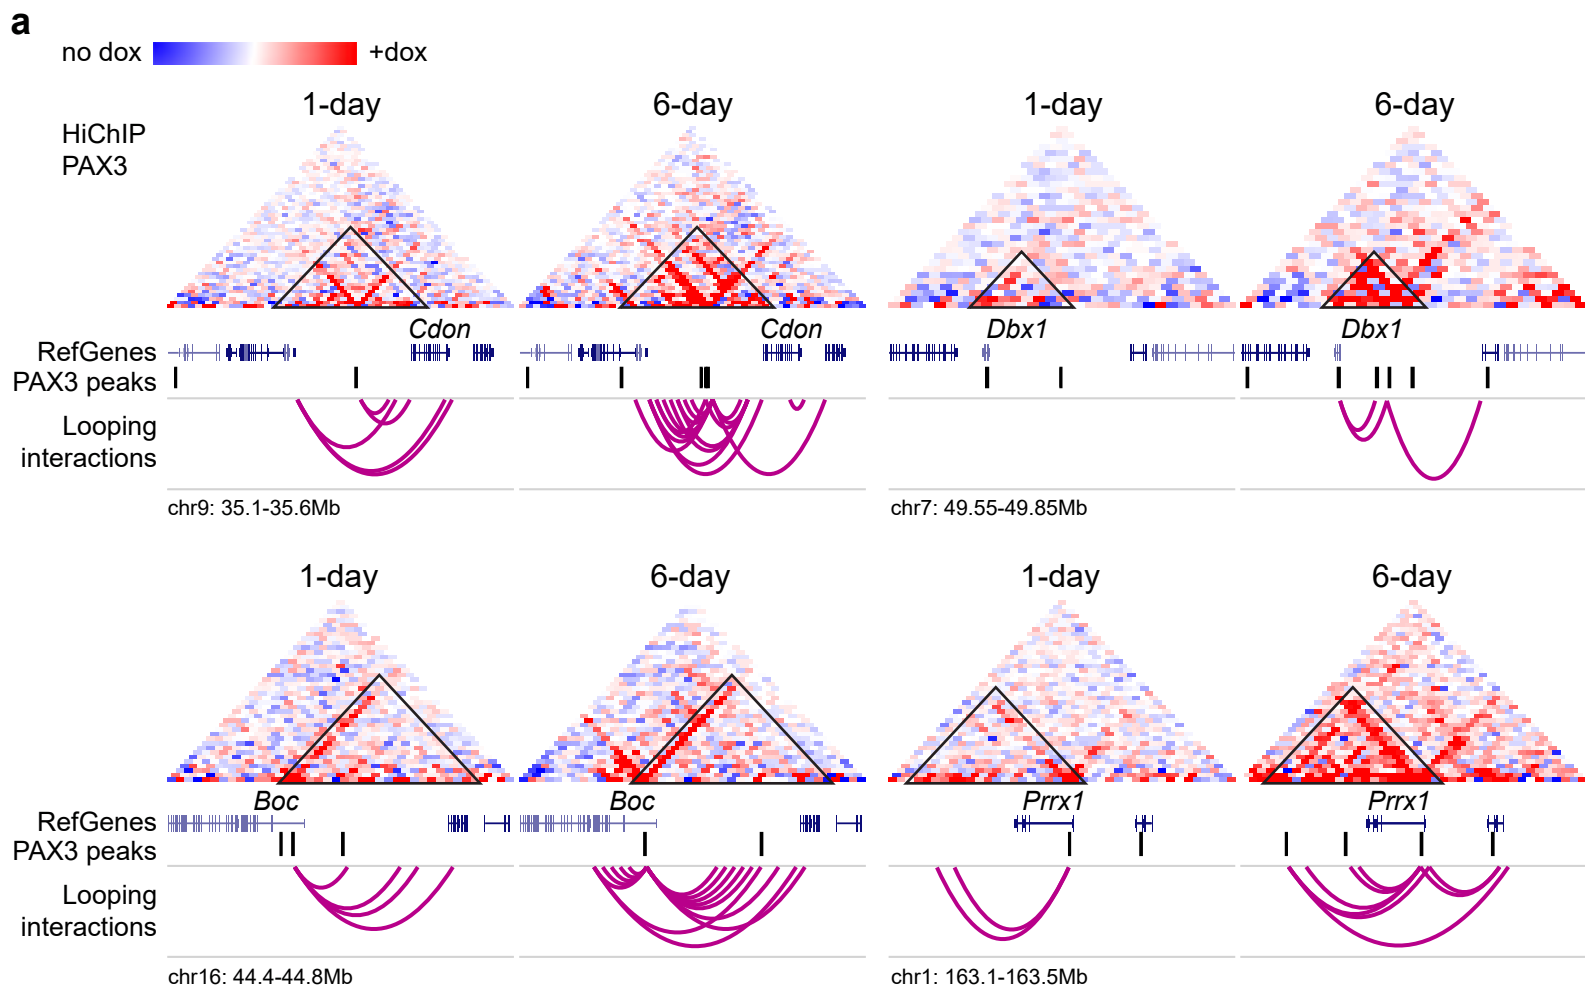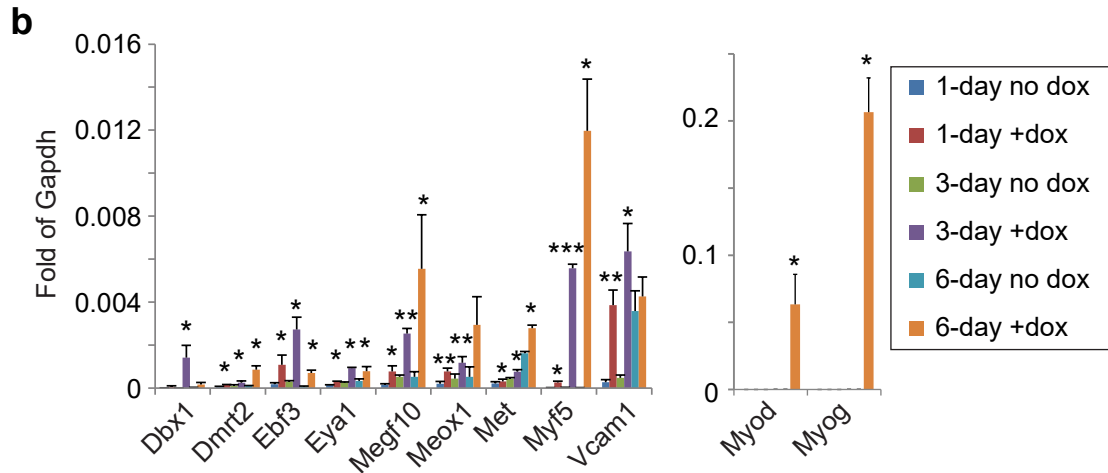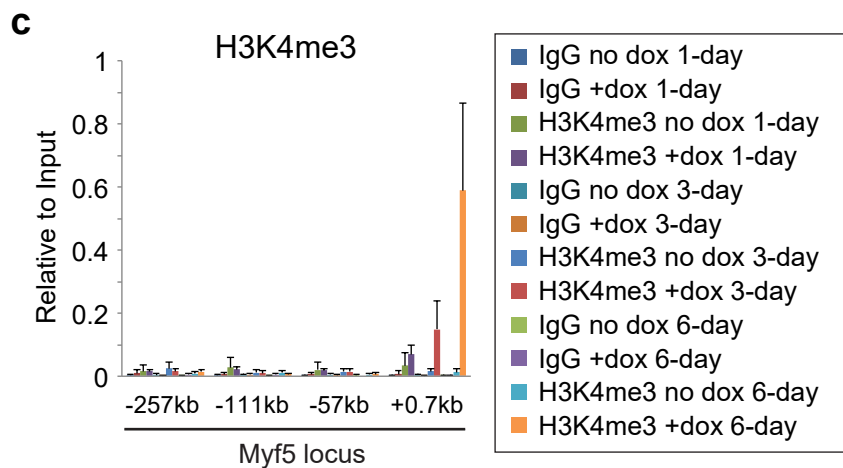

Supplementary Figure 2

Supplementary Figure 2. Time-dependent changes in gene expression, H3K4me3 deposition and looping following Pax3 induction.

(a) Long-range interactions at the *Boc*, *Cdon*, *Dbx1* and *Prrx1* loci in 1-day and 6-day Pax3-induced cultures. The contact maps were normalized for sequencing depth and visualized as ratio relative to the background (non-induced Pax3 HiChIP). Triangles indicate domains with long-range chromatin interactions involving Pax3-bound sites (position of Pax3 peaks, genes and chromosome coordinates are showed below). Scale: maxrange = 0.2. Arcs indicate looping interactions identified by FitHiChIP.

(b) Gene expression analysis of selected Pax3 target genes in differentiating Pax3-induced (+dox) and non-induced (no dox) ES cells at various time points (1-day, 3-day and 6-day EBs). Graph represents mean + s.d. from (n=3) independent experiments. Student's *t*-test * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$.

(c) Analysis of H3K4me3 deposition across the *Myf5* locus in non-induced (no dox) and Pax3-induced (+dox) differentiating ES cells at various time points (1-day, 3-day and 6-day EBs). Graph represents mean + s.d. from (n=3) independent experiments.

Source data are provided as a Source Data file.

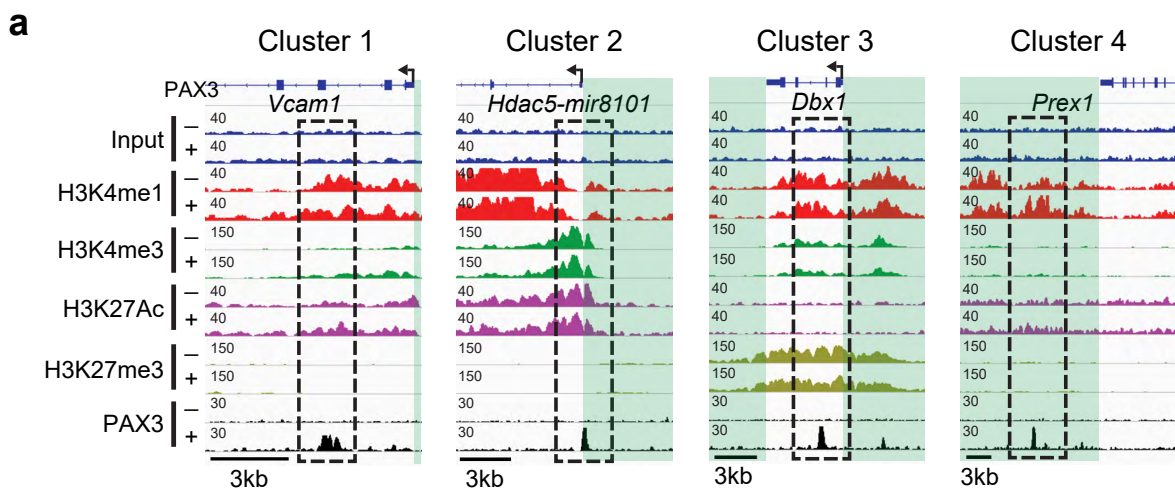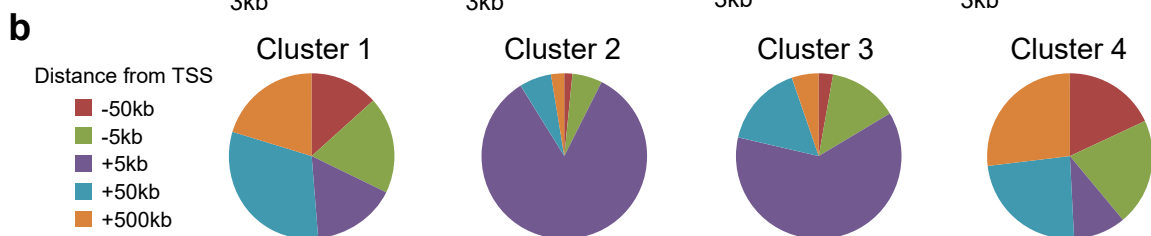

Related to
Fig. 2b

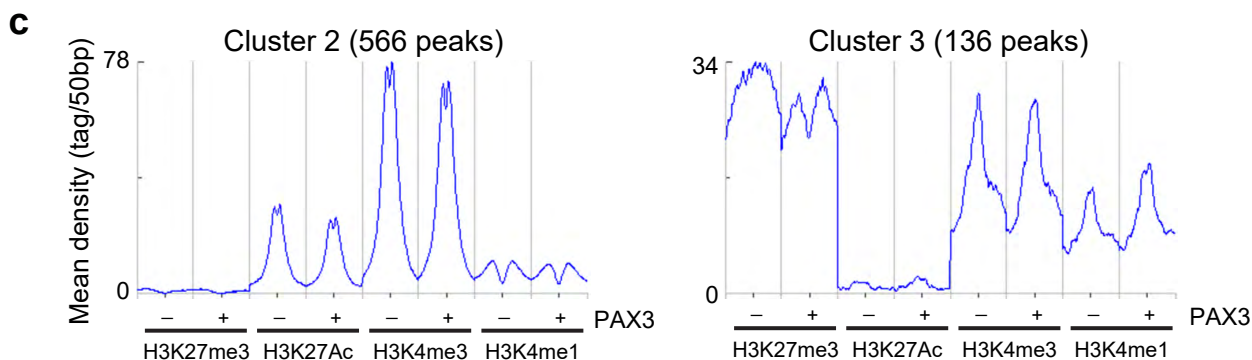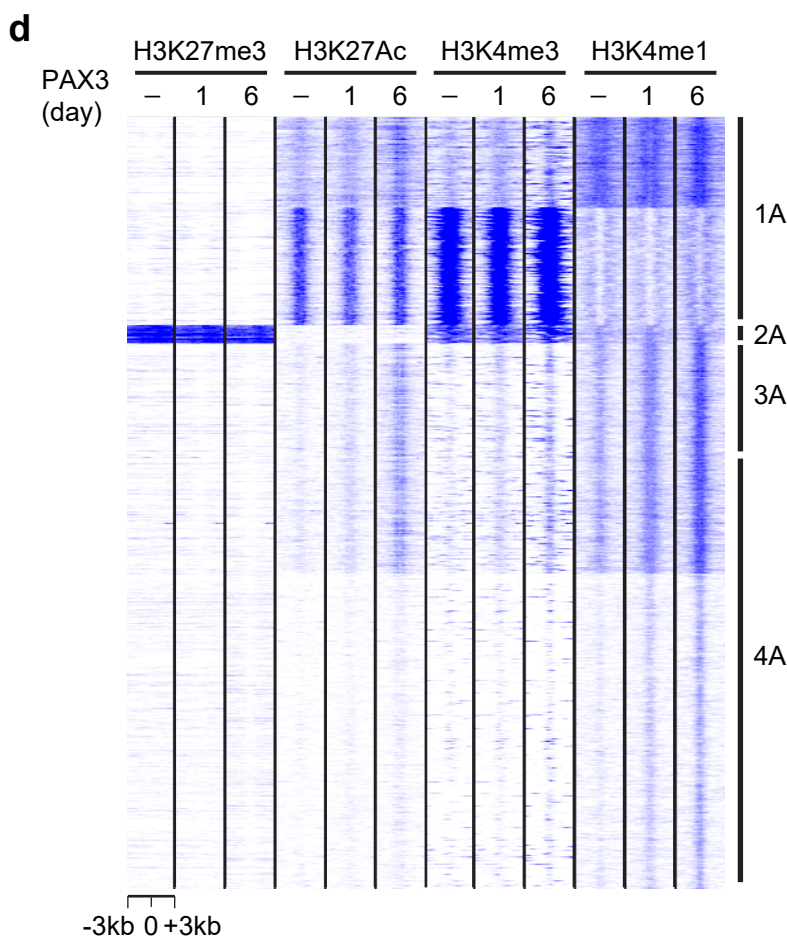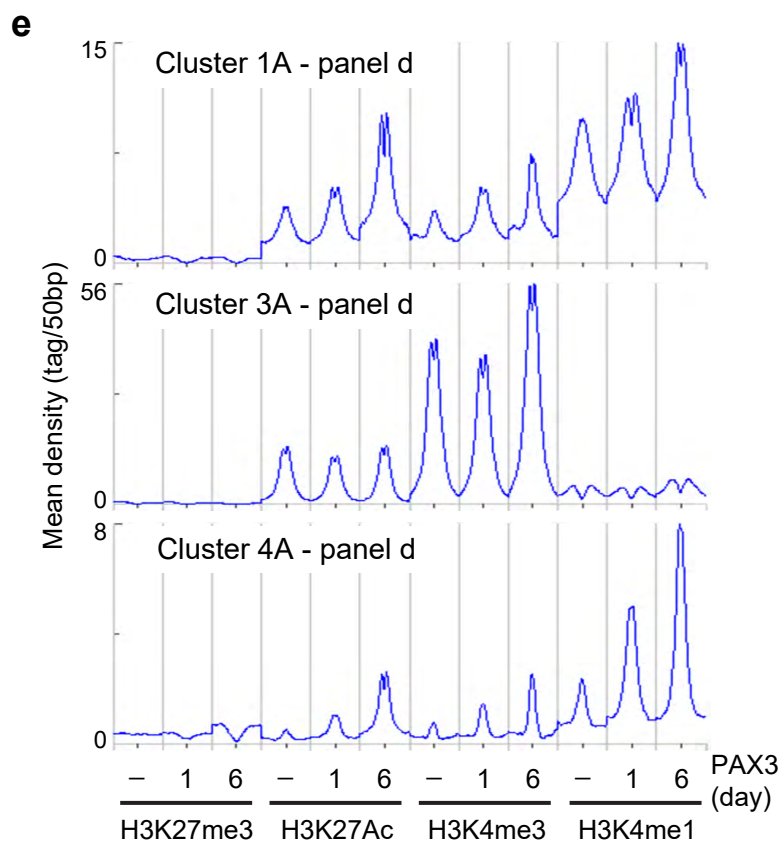

Supplementary Figure 3

Supplementary Figure 3. Pax3 induces chromatin remodeling in mesodermal cells.

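The loci drawn for the clusters are near *Vcam1*, *Hdac5*, *Dbx1* and *Prex1*. The *Vcam1* site is in an intron 3.22 kb from the TSS (mm10 chromosome 3, 116125687 to 116127241). It gained H3K4me3 and H3K27Ac in both replicate pairs, and its H3K4me3 peaks at 1-day dox had scores of 297 and 643. The *Hdac5* site, at −0.218 kb from the TSS (chromosome 11, 102229991 to 102230776), had H3K4me3 and H3K27Ac in all 5 iPax3 libraries of each mark and no H3K4me1 peak. The *Dbx1* site is in an intron 1.53 kb from the TSS (chromosome 7, 49634758 to 49635881) and had H3K4me1 and H3K4me3 in all 5 libraries and no H3K27Ac. No H3K27me3 peak was listed at it, and the lists hold no region wider than 9375 bp. The *Prex1* site of cluster 4, at −22.1 kb from the TSS (chromosome 2, 166735568 to 166736344), had H3K4me1, H3K4me3 and H3K27Ac only at 6-day dox.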

(a) IGV track displaying H3K4me1, H3K4me3, H3K27Ac, H3K27me3 and Pax3 genomic occupancy at representative Pax3-bound loci from Cluster 1, 2, 3 and 4 in 1-day Pax3-induced (+) and non-induced (-) EBs cultures. Dashed black squares indicate Pax3-bound loci. Green boxes represent intergenic regions. Black arrow represents the transcription start site.

(b) Distance (as bins) of Pax3 peaks from the nearest annotated gene.

(c) Distribution of H3K4me1, H3K4me3, H3K27me3 and H3K27Ac ChIP-seq reads across the Pax3 peak center ± 3 kb for Cluster 2 and 4 shown in Figure 2b.

(d) k-means clustering of H3K4me1, H3K4me3, H3K27me3 and H3K27Ac ChIP-seq data from 1-day and 6-day Pax3-induced (+) and non-induced (-) EB cultures. Mapped data were used to generate a Density Tag Map centered on 3780 Pax3 peaks ± 3 kb. Cluster 1: 1010 peaks; Cluster 2: 87 peaks; Cluster 3: 561 peaks; Cluster 4: 2122 peaks.

(e) Distribution of H3K4me1, H3K4me3, H3K27me3 and H3K27Ac ChIP-seq reads across the Pax3 peak center ± 3 kb for Clusters 1A, 3A and 4A shown in panel d.

a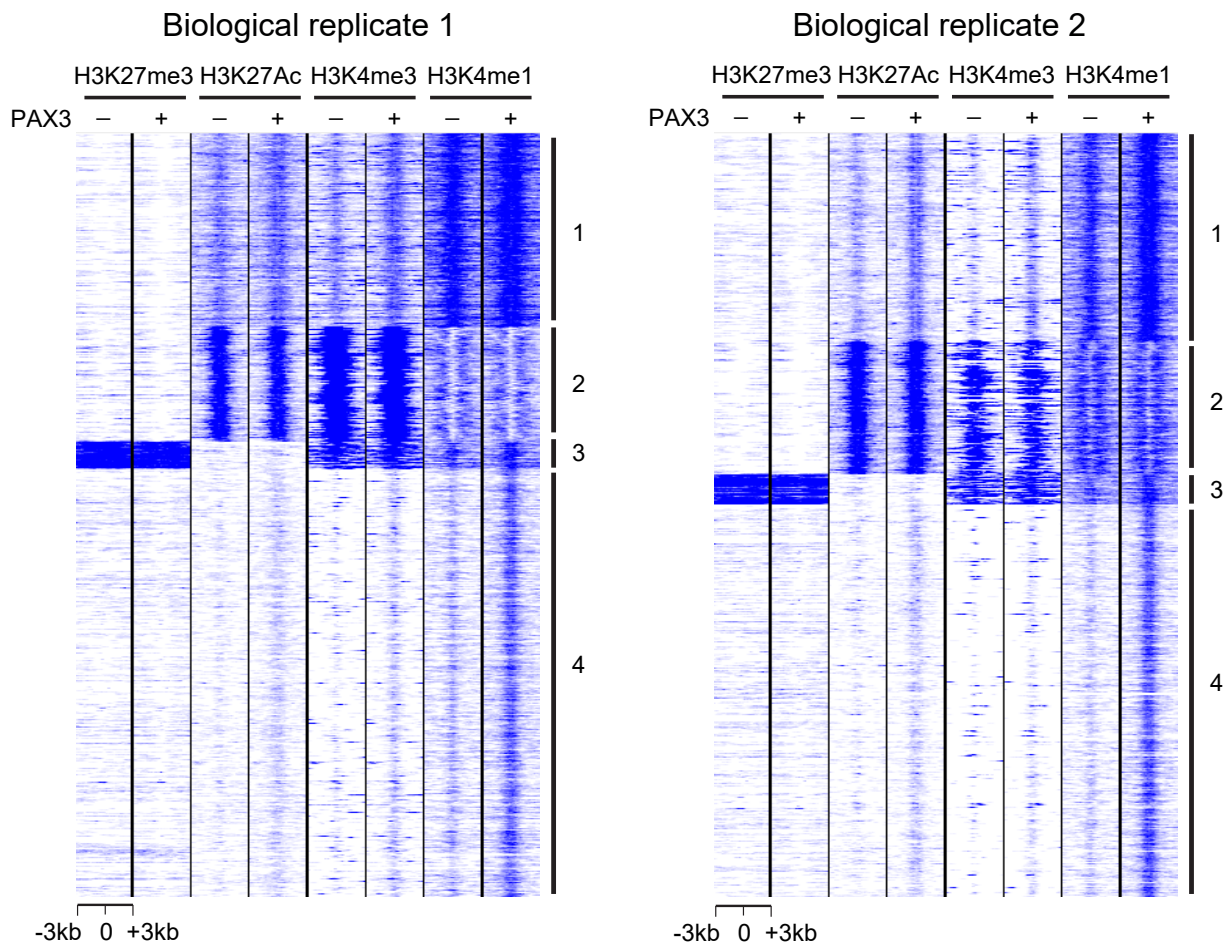**b**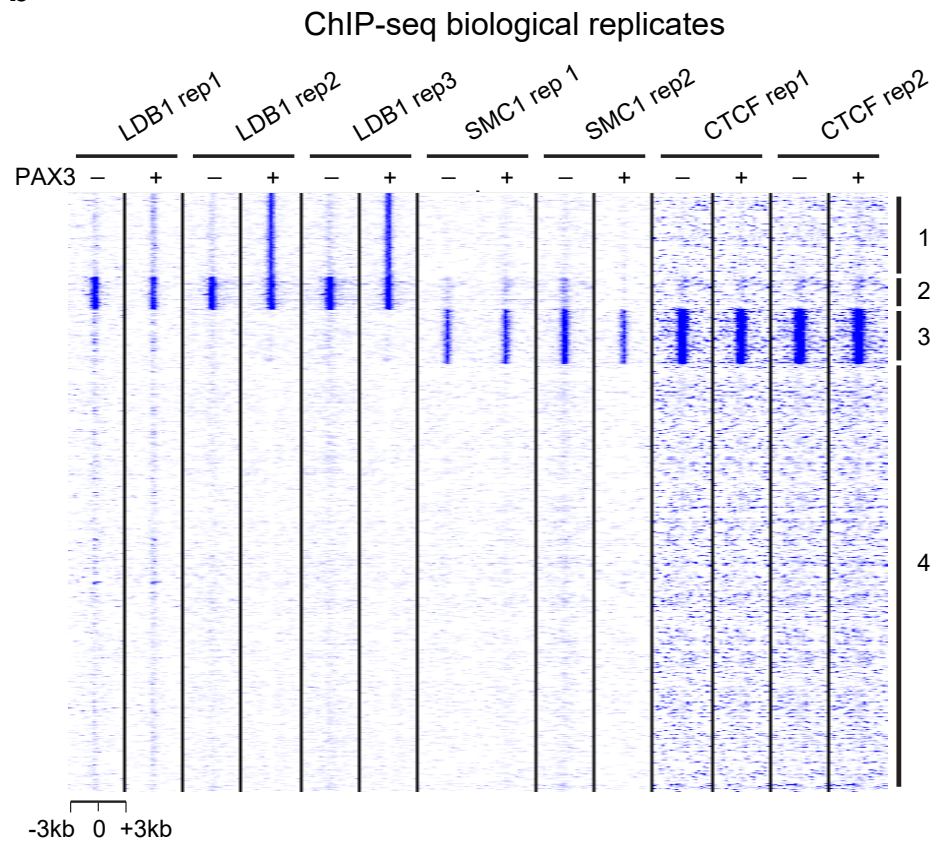**c**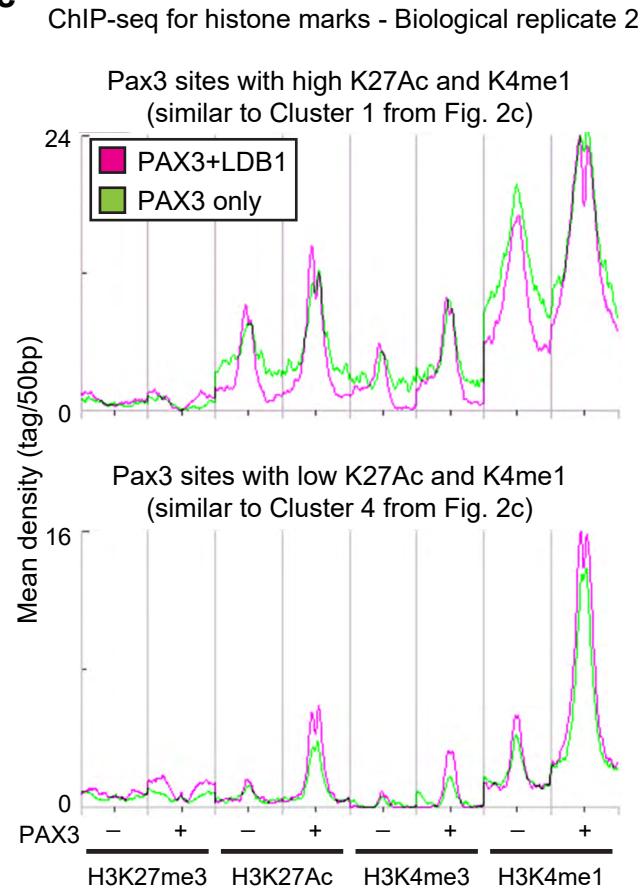

Supplementary Figure 4

Supplementary Figure 4.

- (a) Replicate 1 and 2 for H3K4me1, H3K4me3, H3K27me3 and H3K27Ac ChIP-seq data from 1-day Pax3-induced (+) and non-induced (-) EB cultures centered on ~3780 PAX3 peaks ± 3 kb.
- (b) Replicates for LDB1 (1, 2 and 3), SMC1 (1 and 2) and CTCF (1 and 2) ChIP-seq data from 1-day Pax3-induced (+) and non-induced (-) EB cultures centered on ~3780 PAX3 peaks ± 3 kb.
- (c) Replicate 2 showing distribution of ChIP-seq reads for the selected marks at loci characterized by PAX3+LDB1 recruitment (violet) and PAX3 only binding (green).

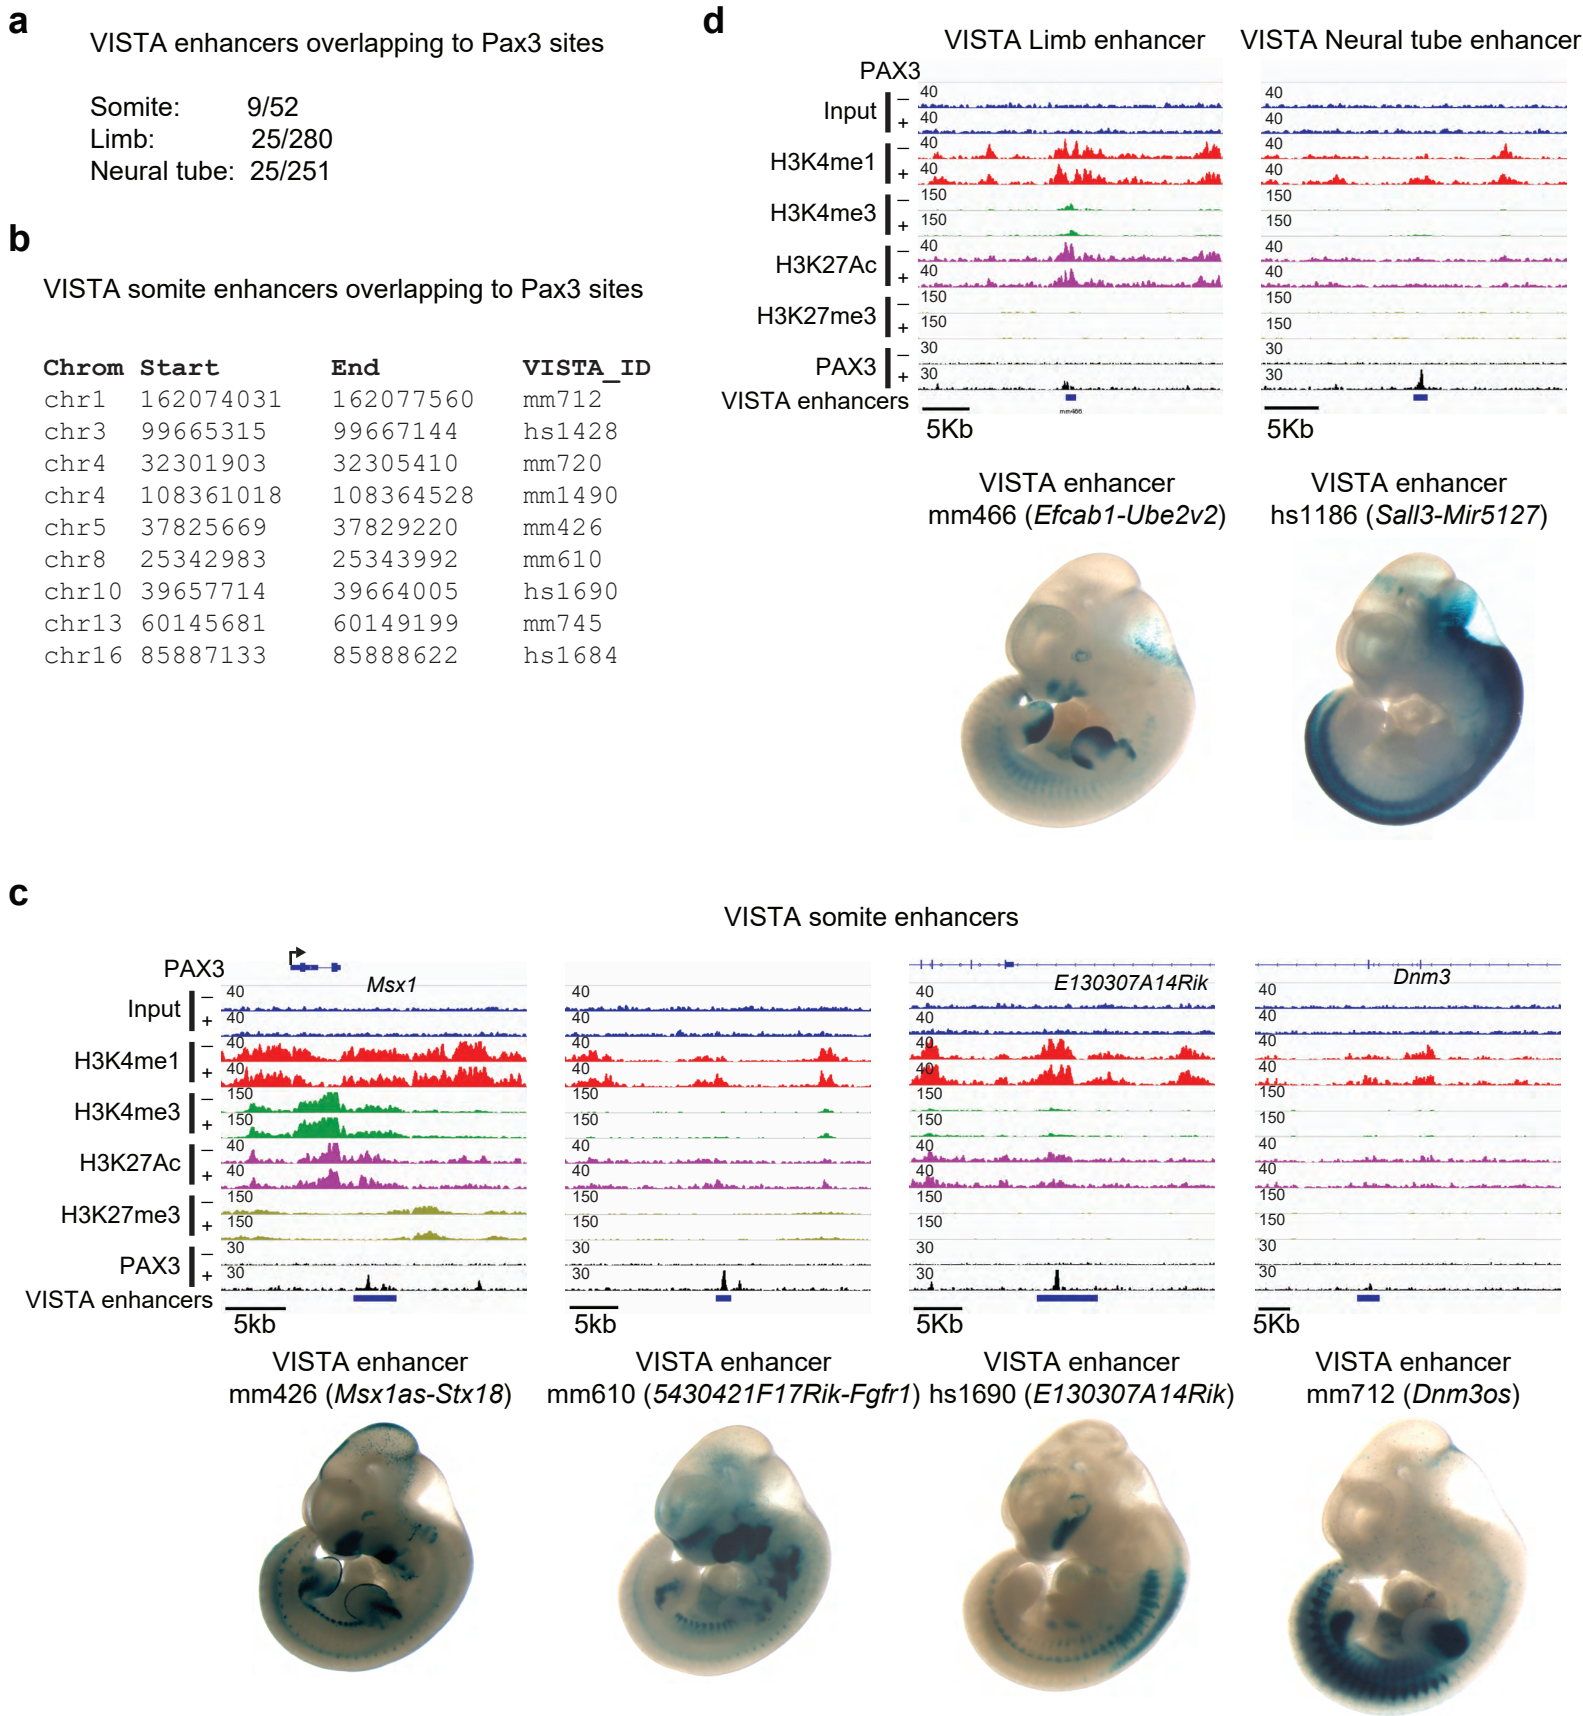

Supplementary Figure 5

Supplementary Figure 5. Pax3 binds elements capable of driving specific gene expression during mouse embryogenesis.

(a) Number of Pax3-bound loci overlapping with VISTA enhancer elements annotated to Somite, Limb and Neural tube.

(b) List of 9 VISTA enhancers overlapping to 1-day and 6-day Pax3 ChIP-seq peaks.

(c) IGV track displaying H3K4me1, H3K4me3, H3K27Ac, H3K27me3 and Pax3 genomic occupancy at selected Pax3-bound loci overlapping with the VISTA enhancer elements mm426 (*Msx1as-Stx18*); mm610 (*5430421F17Rik-Fgfr1*); hs1690 (*E130307A14Rik*) and mm712 (*Dnm3os*). Dashed red squares indicate Pax3-bound loci. Images below represent the E11.5 transgenic embryos expressing LacZ under the control of VISTA elements overlapping to Pax3 peaks. Published images were downloaded from <https://enhancer.lbl.gov>.

(d) Images of IGV tracks (same as for panel c) and E11.5 transgenic embryos expressing LacZ under the control of VISTA elements mm466 (*Efcab1-Ube2v2*) and hs1186 (*Sall3-Mir5127*). These enhancers drive expression respectively in the developing limb and dorsal neural tube. Published images were downloaded from <https://enhancer.lbl.gov>. Black arrow represents the transcription start site.

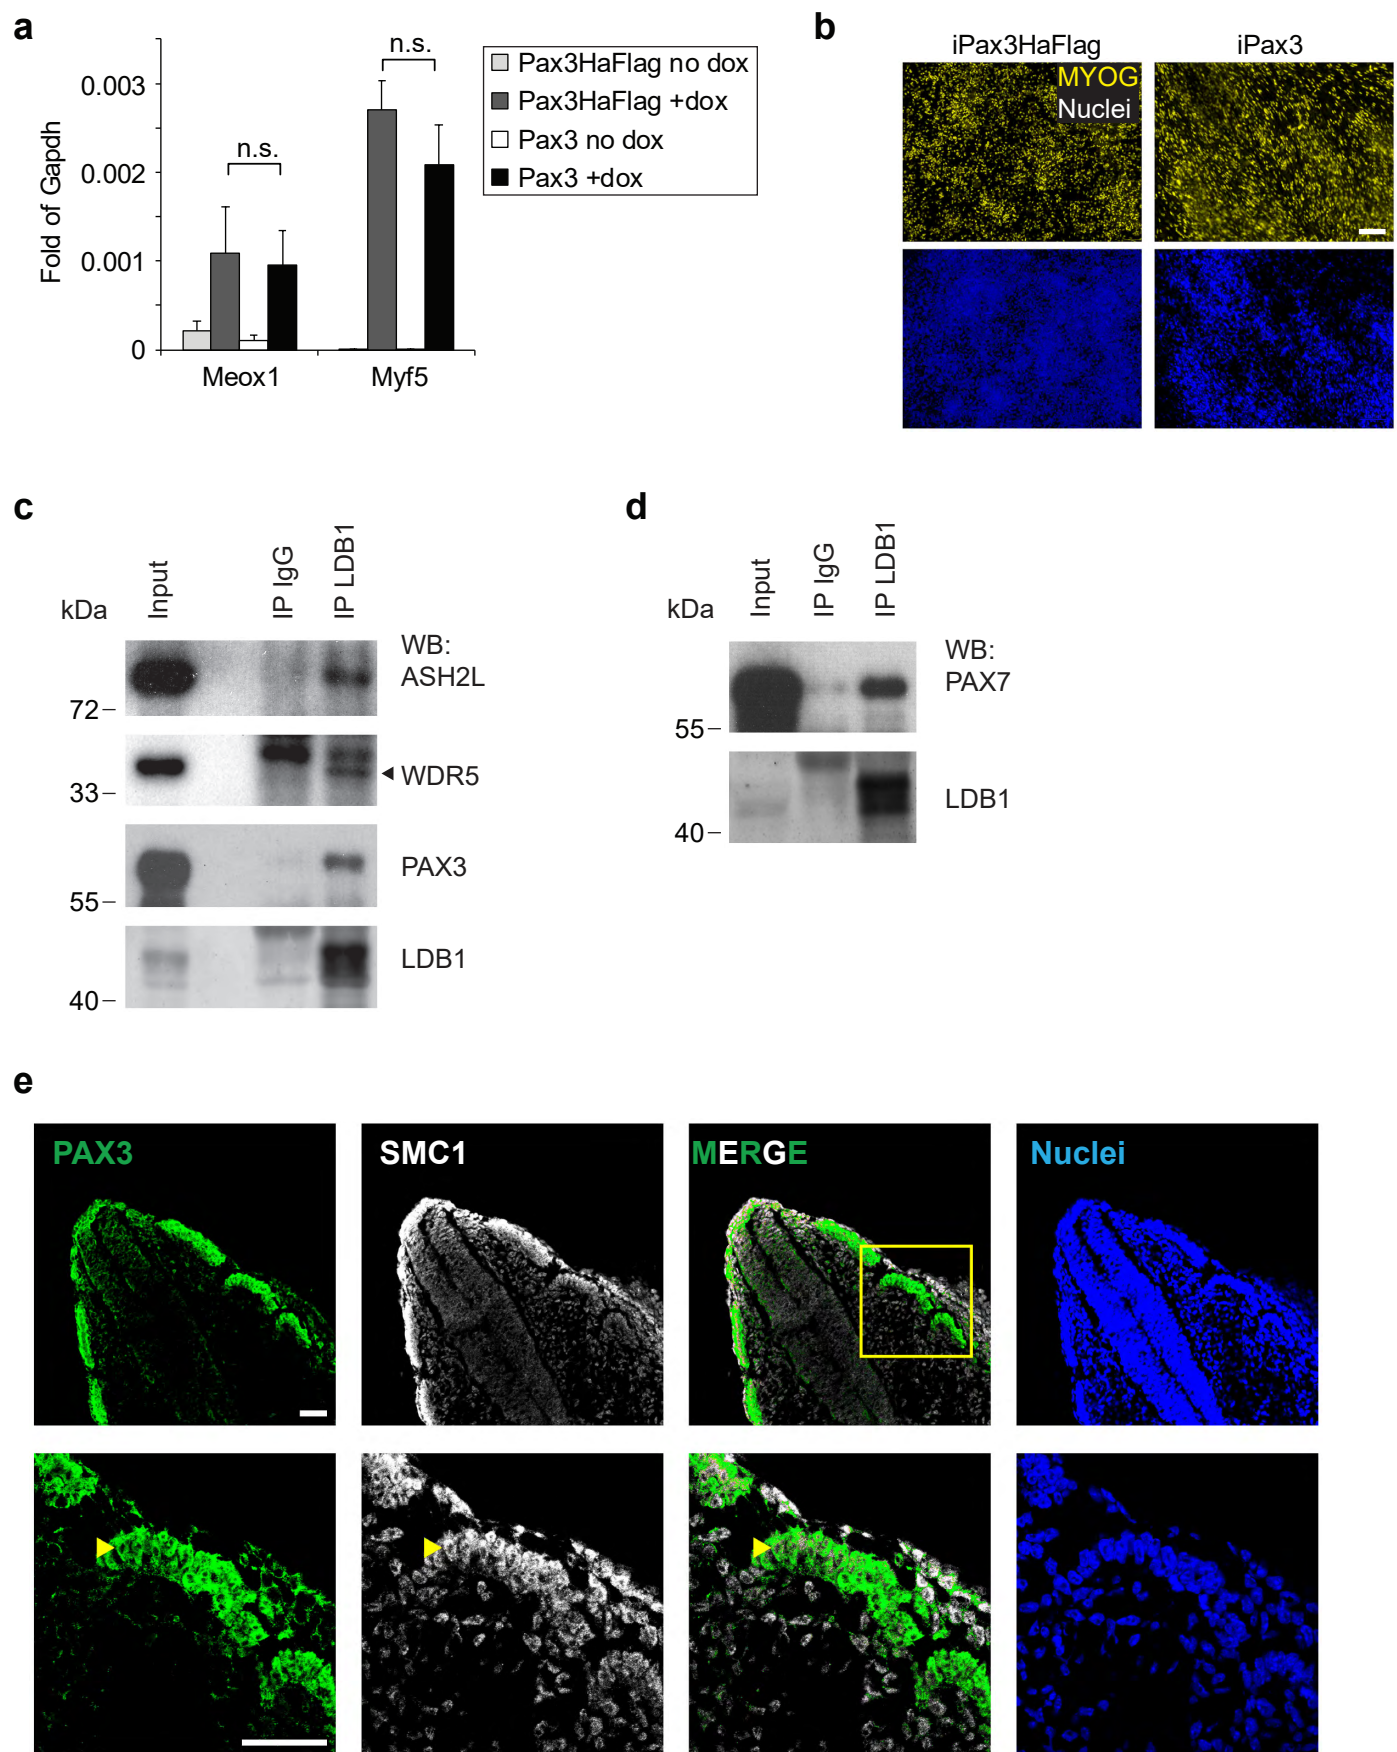

Supplementary Figure 6

Supplementary Figure 6. Co-immunoprecipitation and iPax3HaFlag cell line validation.

(a) Gene expression analysis of *Meox1* and *Myf5* in 1-day induced (+dox) and non-induced (no dox) iPax3HaFlag and iPax3 cells. Graph represents mean + s.d. from independent experiments (n=4). Student's *t*-test n.s. not significant.

(b) MYOG immunostaining of 6-day induced cells from iPax3HaFlag and iPax3 cells. MYOG (yellow), Nuclei (blue). Scale bar: 100µm.

(c) Co-immunoprecipitation using anti-LDB1 and rabbit IgG control in 1-day induced Pax3 EBs. Western blot was performed using LDB1, ASH2L and WDR5 and PAX3 antibodies. Images are representative of independent biological replicates.

(d) Co-immunoprecipitation using anti-LDB1 and rabbit IgG control in 1-day induced Pax7 EBs. Western blot was performed using LDB1 and PAX7 antibodies. Images are representative of independent biological replicates.

(e) Immunofluorescence staining shows co-localization of PAX3 and SMC1 in the somites of E9.5 embryos. Upper panel: 20x magnification. Lower panel 63x magnification. PAX3 (green); SMC1 (white); Nuclei (blue). Scale bar: 50µm.

Source data are provided as a Source Data file.

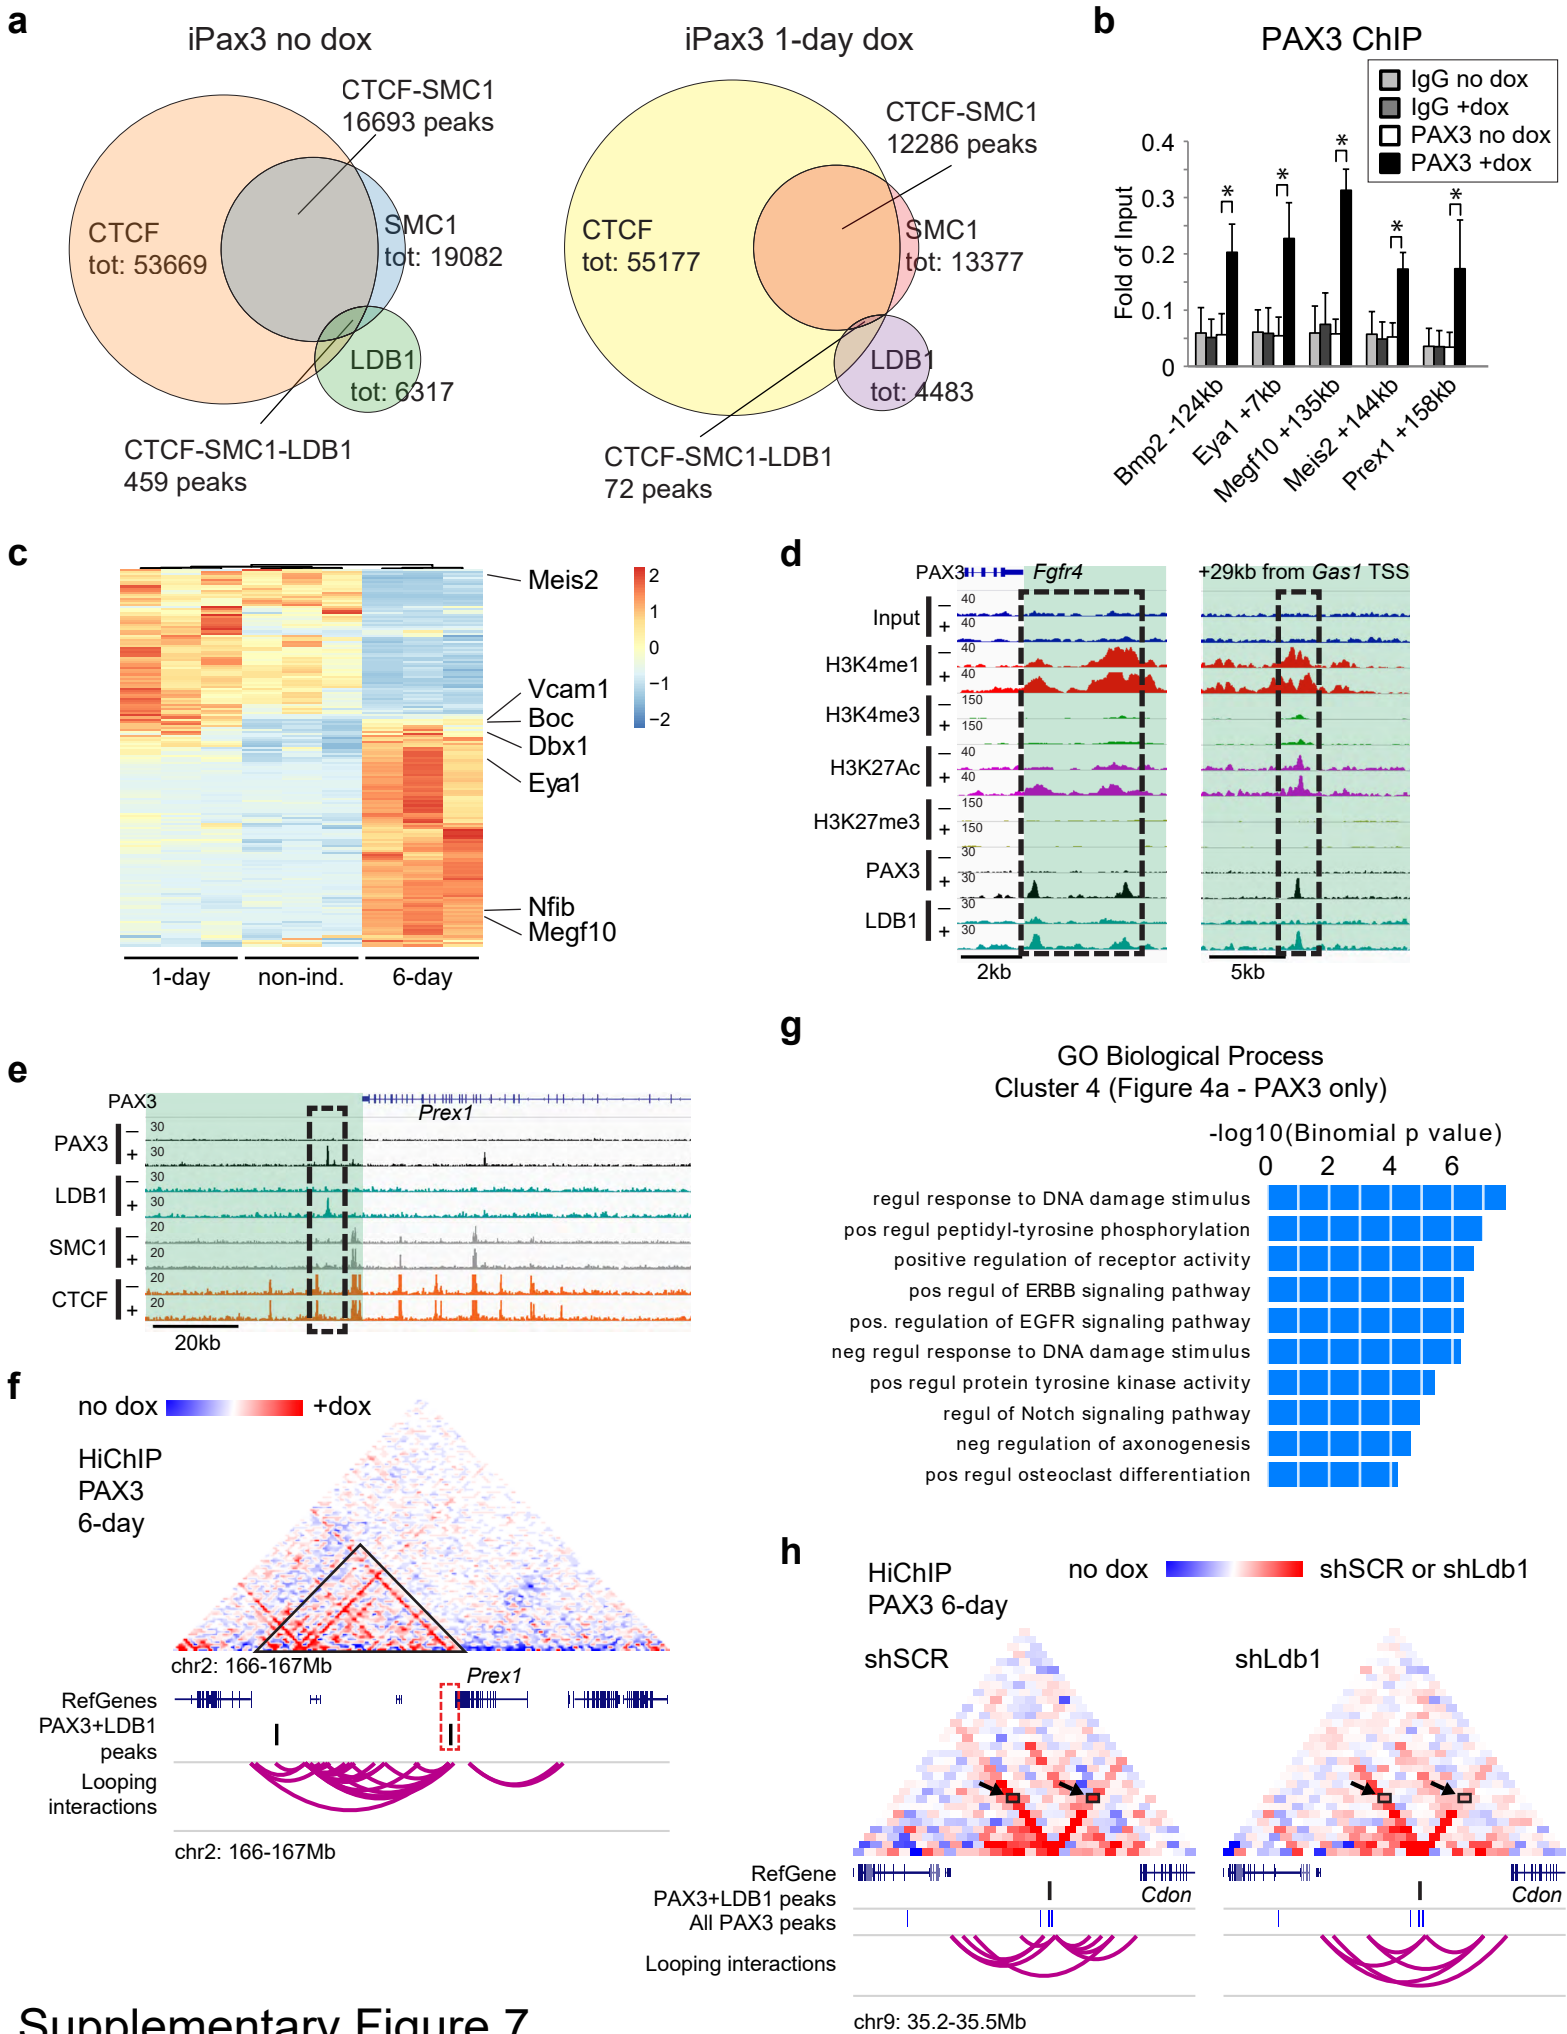

Supplementary Figure 7

Supplementary Figure 7. Ldb1 recruitment at Pax3 sites is associated with enhanced chromatin remodeling and looping.

(a) Overlap between CTCF, SMC1 and LDB1 peaks in non-induced and 1-day induced iPax3 cells.

(b) qPCR validation of PAX3 binding at selected PAX3 loci in 1-day induced (+dox) and non-induced (no dox) EB cultures. Graph represents mean + s.d. from ($n \geq 3$) independent experiments. Student's *t*-test * $p < 0.05$.

(c) 185/539 genes annotated to PAX3+LDB1 peaks are significantly up- or down-regulated in Pax3-induced cultures.

(d) IGV track displaying H3K4me1, H3K4me3, H3K27Ac, H3K27me3, Pax3 and Ldb1 genomic occupancy at the *Fgfr4* and *Gas1* loci in 1-day Pax3-induced (+) and non-induced (-) EB cultures. 

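At the *Fgfr4* site the H3K27Ac peaks present only at 1-day dox were 1260 and 1462 bp wide, with scores of 63.2 and 129. The H3K4me1 peaks were wider after induction, at 2747 and 2861 bp against 2016 and 2113 bp without dox. At the *Gas1* site the H3K4me1 peaks were 2411 and 2225 bp wide without dox and 3677 and 4255 bp wide at 1-day dox. The scores of these H3K4me1 peaks were not higher after induction, at 442 and 330 without dox and 330 and 223 at 1-day dox for *Fgfr4*, and 237 and 287, then 232 and 192, for *Gas1*. Widths and scores are those of the authors' MACS peaks, and the scores are not adjusted for depth. A second *Fgfr4* site, 16.5 kb from the TSS (chromosome 13, 55168734 to 55169576), had H3K4me1 and H3K27Ac each in 1 of the 2 libraries at 1-day dox and no LDB1 region.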

Dashed black square indicate Pax3-mediated Ldb1 recruitment. Green boxes represent intergenic regions.

(e) IGV track displaying PAX3, LDB1, SMC1 and CTCF genome occupancy at the *Prex1* locus in 1-day Pax3-induced (+) and non-induced (-) EBs. 

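The *Prex1* site with LDB1 recruitment is 155.5 kb from the TSS between genes (mm10 chromosome 2, 166557787 to 166558856) and has a PAX3 score of 289. H3K4me1 was listed in 1 of the 2 non-induced libraries, where the peak reached only the edge of the site and was 1385 bp wide. In the libraries at 1-day dox the H3K4me1 peaks spanned the site and were 4904 and 5703 bp wide. H3K27Ac and H3K4me3 were each listed in 1 of the 2 libraries at 1-day dox and at 6-day dox.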

Dashed black square indicate PAX3-mediated LDB1 recruitment. Green boxes represent intergenic regions.

(f) HiChIP normalized matrix from 6-day Pax3 induced cells displaying the *Prex1* locus demonstrates long-range interactions involving the 1-day bound PAX3+LDB1 site (dashed black square from panel b). Scale: maxrange = 0.2. Arcs indicate looping interactions identified by FitHiChIP.

(g) GREAT functional annotation based on Biological Process of Pax3 only loci (Cluster 4 from Figure 4a).

(h) HiChIP normalized matrix from shSCR and shLdb1 6-day Pax3-induced cells displaying the *Cdon* locus. The contact maps were normalized for sequencing depth and visualized as ratio relative to the background (HiChIP in non-induced cells). Black arrows indicate the loss in interaction frequency between 2 loci. Position of PAX3 peaks, genes and chromosome coordinates are showed below the matrix. Scale: maxrange = 0.2. Arcs indicate looping interactions identified by FitHiChIP.

Source data are provided as a Source Data file.

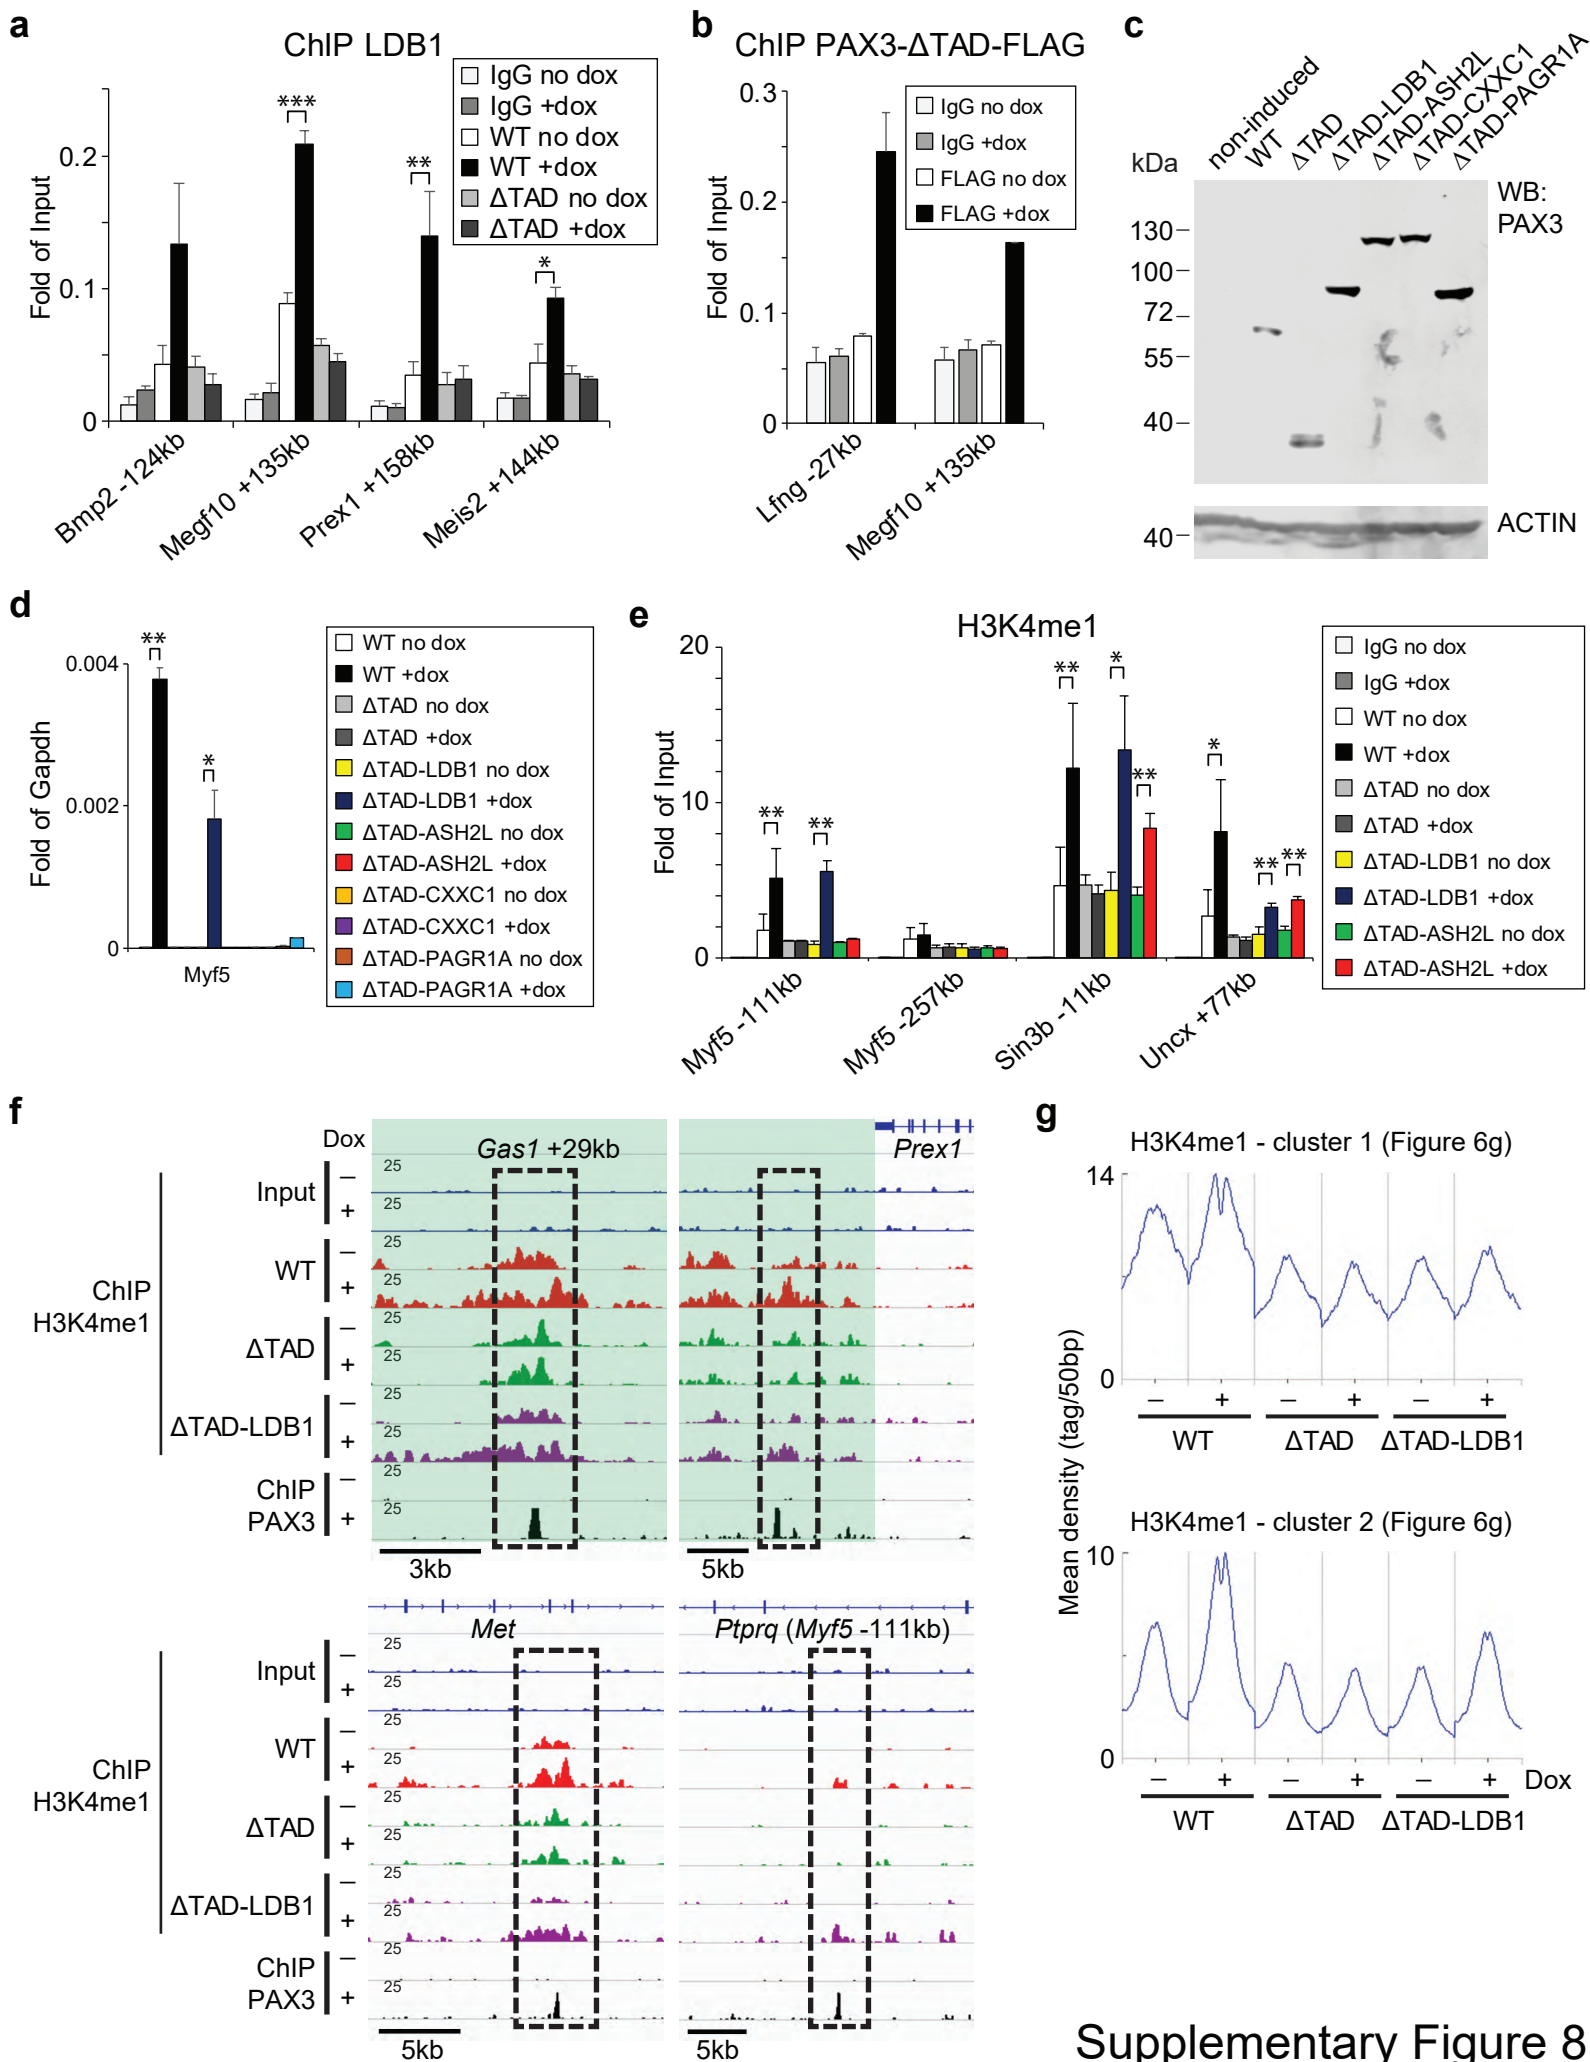

Supplementary Figure 8

Supplementary Figure 8. Forced Ldb1 targeting to Pax3 bound elements induces skeletal myogenesis

(a) The PAX3 transactivation domain is required for LDB1 recruitment at PAX3-bound sites. ChIP-qPCR analysis of Ldb1 recruitment at the *Bmp2* -124kb, *Megf10* +135kb, *Prex1* +158kb and *Meis2* +144kb Pax3 bound loci in 1-day WT- and Δ TAD-induced (+) and non-induced (-) EBs cultures. Graph represents mean + s.e.m. from (n=4) independent experiments. Student's *t*-test *p<0.05, **p<0.01, ***p<0.001.

(b) ChIP-qPCR analysis using FLAG antibody of Δ TAD-FLAG binding in 1-day induced (+) and non-induced (-) EBs cultures. Graph represents mean + s.d. from (n=2) independent experiments.

(c) Western blot analysis confirming dox-dependent expression of WT, Δ TAD, Δ TAD-LDB1, Δ TAD-ASH2L, Δ TAD-CXXC1 and Δ TAD-PAGR1A proteins using an antibody specific for the PAX3 N-terminal region. ACTIN was used as loading control.

(d) Gene expression analysis of *Myf5* following 1-day induction of WT, Δ TAD, Δ TAD-LDB1, Δ TAD-ASH2L, Δ TAD-CXXC1 and Δ TAD-PAGR1A proteins. Graph represents mean + s.e.m. of $n \geq 3$ independent biological replicates. Student's *t*-test *p<0.05, **p<0.01, ***p<0.001.

(e) ChIP-qPCR for H3K4me1 deposition at selected loci in 1-day induced (+) and non-induced (-) WT, Δ TAD, Δ TAD-LDB1 and Δ TAD-ASH2L lines. Graph represents mean + s.e.m. from $n \geq 4$ independent experiments. Student's *t*-test *p<0.05, **p<0.01.

(f) IGV track displaying ChIP-seq data for H3K4me1 in 1-day induced (+) and non-induced (-) WT, Δ TAD and Δ TAD-LDB1 lines. Pax3 genomic occupancy is shown below. Induction of Pax3 WT and Δ TAD-LDB1 induces increase in H3K4me1 deposition at the *Gas1* +29kb, *Met* +98kb and *Myf5* -111kb elements. Dashed black squares indicate PAX3-bound loci. Green boxes represent intergenic regions.

(g) Distribution of H3K4me1 ChIP-seq reads across the PAX3 peak center ± 3 kb for Clusters 1 and 2 shown in Figure 6g.

Source data are provided as a Source Data file.

a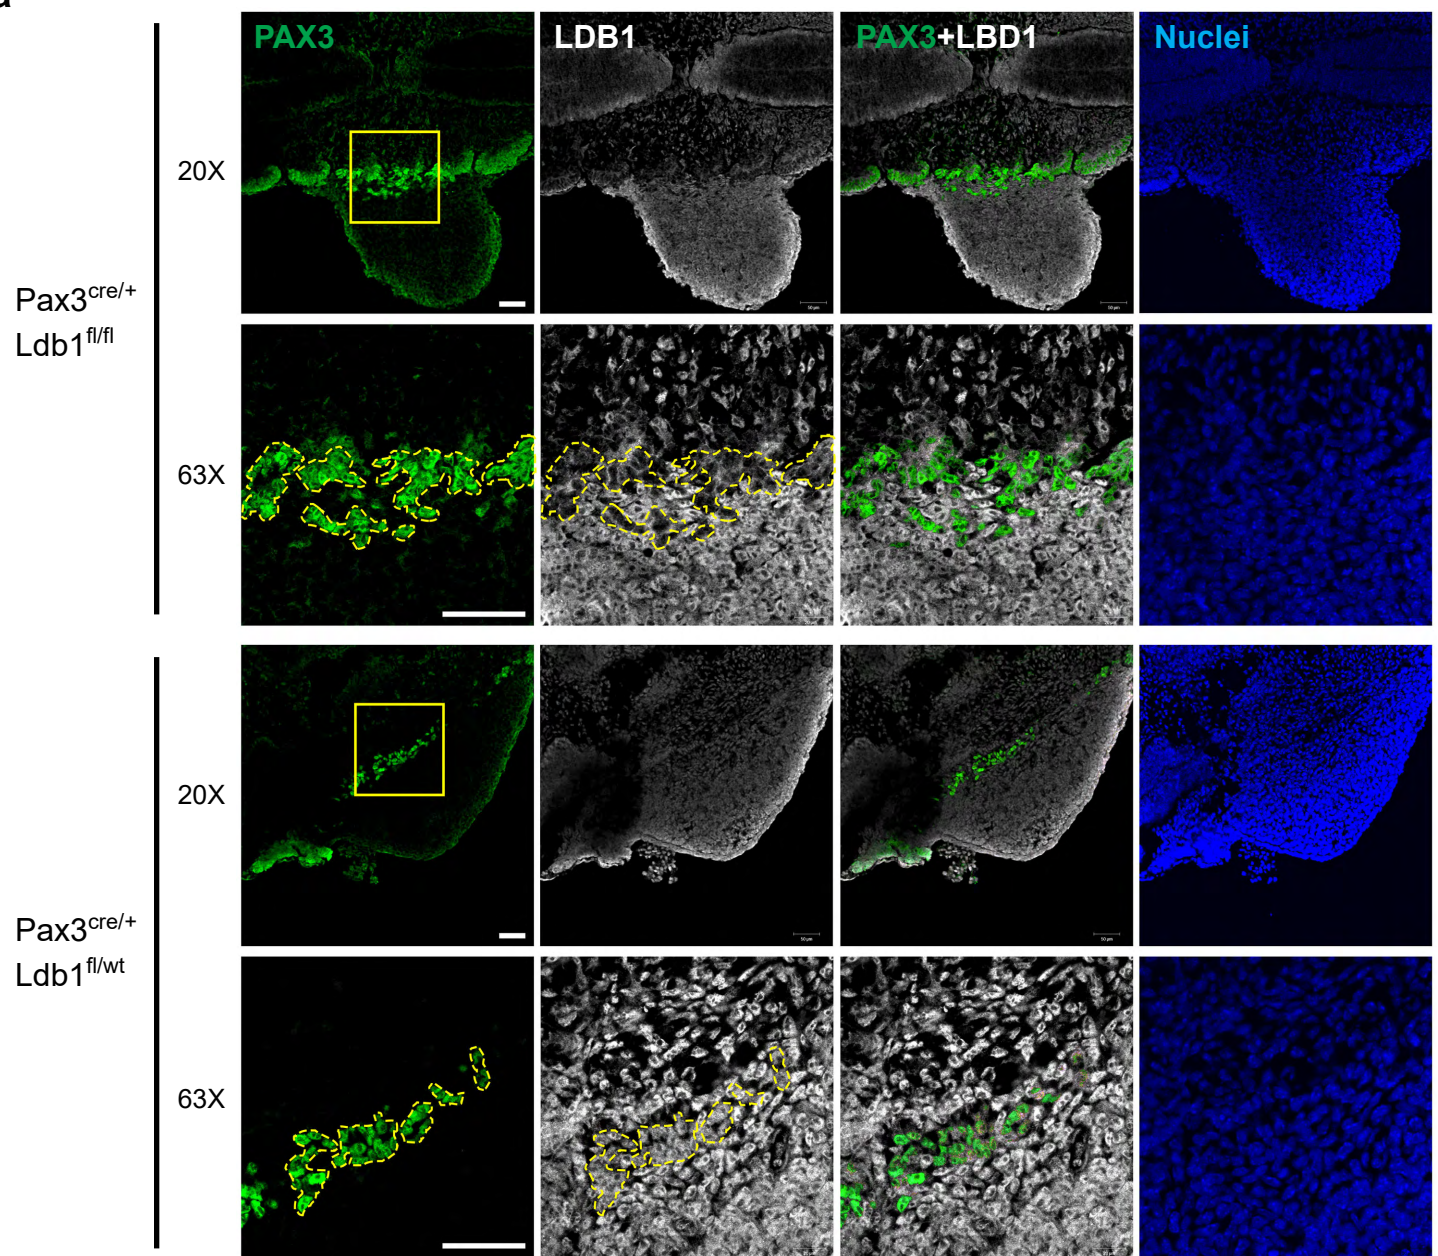

Supplementary Figure 9. Ldb1 is required for hypaxial myogenesis.

(a) Immunostaining of cryosections from E9.5 Ldb1-deleted embryos shows successful Ldb1 deletion in PAX3⁺ cells (dashed yellow line) from *Pax3^{cre/+};Ldb1^{fl/fl}*. PAX3 (green); LDB1 (white); nuclei (blue). Magnification 20x and 63x. Bar: 100µm.

a

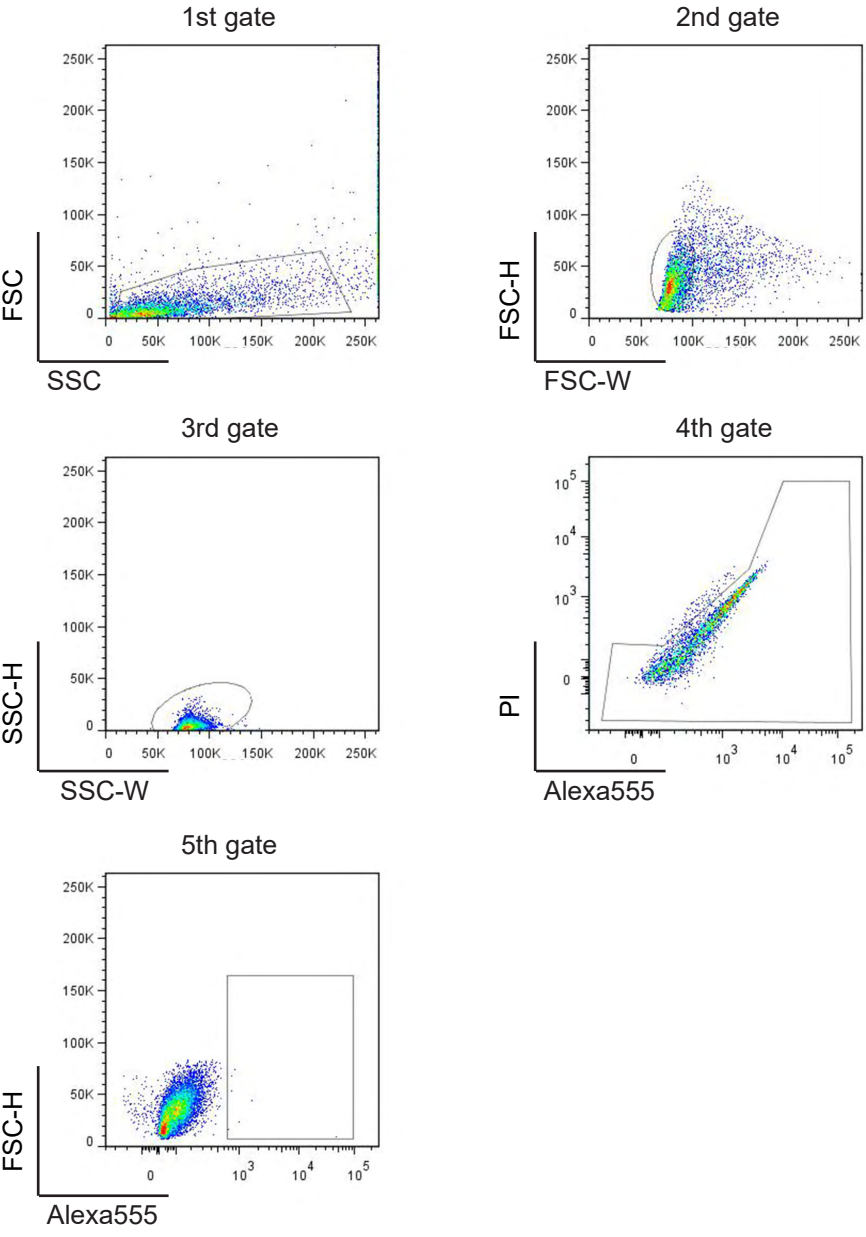

Supplementary Figure 10.

(a) Gating strategy from flow cytometry analysis of MYOD and MYOG expression reported in Supplementary Figure 1d. Gates are numbered based on the hierarchy followed to determine frequency of the Alexa555+ cells.

Supplementary Table 1. Primer sequences.

Primers for cloning

G-block HaFlag	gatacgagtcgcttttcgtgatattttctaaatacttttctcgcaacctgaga<br>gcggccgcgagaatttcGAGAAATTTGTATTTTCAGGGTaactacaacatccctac<br>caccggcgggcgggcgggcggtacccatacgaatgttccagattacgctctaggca<br>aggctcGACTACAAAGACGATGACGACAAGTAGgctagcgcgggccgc<br>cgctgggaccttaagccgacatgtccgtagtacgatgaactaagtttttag

Primers for qPCR

Bmp2-124Kb-FW	GAGGCCTTGTCTGTCCCTTC
Bmp2-124Kb-RV	CAGCATTGCTCTGGAGGTCA
Dbx1+2Kb-FW	ACCAACTCTGTGGGAAACGG
Dbx1+2Kb-RV	ACATTTGAGGCGGTTCCTT
Eya1+7Kb-FW	ACCCTATGATGTCGGCTCAC
Eya1+7Kb-RV	GCTGCCGGCCTTATCCATT
Fgfr4+16Kb-FW	CACACGCATCCATGTTTGGC
Fgfr4+16Kb-RV	CGTGCTGTGTTAACGGTCAG
Fgfr4+19Kb-FW	AAGCTTTGCTGCTCCGTCAA
Fgfr4+19Kb-RV	AACCGGGAGAGACTAAGGGG
Gas1+29Kb-FW	TTGAAGCTTTAACGGCGTGC
Gas1+29Kb-RV	CTTGCTGACACGGGGCATAA
Megf10+135Kb-FW	GTGGGAATGCACTGGCTTTG
Megf10+135Kb-RV	GAAGCAGGCTGGTCACAGAT
Meis2+144Kb-FW	TCACCCTGACAGAAGCAAGG
Meis2+144Kb-RV	TGCAGCCCTTTTCATGCCTA
Met+98Kb-FW	AGTGTTGTGGTTTCACACCG
Met+98Kb-RV	TTCCTGTTACCAGCTCGCC
Myf5+0.7Kb-FW	ACACGGCTCTTAAAGCAATGG
Myf5+0.7Kb-RV	AACTGCTCTGACGGCATGGTA
Myf5-57Kb-FW	ATACAGACATGCAGGCTTCAC
Myf5-57Kb-RV	CTCCGTATGTTTGTGGAAAGG
Myf5-111Kb-FW	GCCCCTGGTTTTCAATAA
Myf5-111Kb-RV	GATGGATGGGAAAGATGACC
Myf5-257Kb-FW	GTGTGTCAGTGCATAGCCTAA
Myf5-257Kb-RV	AGGAAGAGCTTGATGGACCAA
Nkx2.5-19Kb-FW	CGGTTCCATCCTTGACCACTC
Nkx2.5-19Kb-RV	GGATCTGGGATCTTTACCCCC
Prex1+158Kb-FW	TGTGGATCTGAGAATCCGCTG
Prex1+158Kb-RV	TTGCAGATTTACGCACACG
Sin3b-10Kb-FW	ACAAGCCTGAACCACAGAGG
Sin3b-10Kb-RV	GCCCACTGTGAGTGGTAAGT
Smarca2+156Kb-FW	GGAGCCACATGACCATGACA
Smarca2+156Kb-RV	CTCAGAAAGCCCAGGCATGA

Supplementary Table 2. List of Antibodies used in this study.

Primary Ab	Application	Species	Cat no	Supplier	Dilution	Notes
ACTIN	WB	mouse monoclonal	MAB1501	EMD Millipore	1:2000	
ASH2L	WB	rabbit polyclonal	A300-489A	Bethyl	1:2000	
CTCF	ChIP	rabbit polyclonal	07-729	EMD Millipore	1:100	
GAPDH	WB	mouse monoclonal	ab8245	Abcam	1:2000	
H3 (pan)	ChIP	rabbit polyclonal	ab1791	Abcam	1:100	
H3K4me1	ChIP	rabbit polyclonal	ab8895	Abcam	1:100	
H3K4me3	ChIP	rabbit polyclonal	ab8580	Abcam	1:100	
H3K27Ac	ChIP	rabbit polyclonal	ab4729	Abcam	1:100	
H3K27me3	ChIP	rabbit polyclonal	07-449	EMD Millipore	1:100	
LDB1	Immunostaining - ChIP - CoIP	rabbit polyclonal	ab96799	Abcam	IF 1:200 - ChIP 1:100 - CoIP 1:100	
LDB1	WB - ChIP	goat polyclonal	sc-11198	Santa Cruz Biotechnology	WB 1:2000 - ChIP 1:100	this antibody has been discontinued
LDB1	ChIP	mouse monoclonal	sc-365074	Santa Cruz Biotechnology	1:100	
MYF5	Immunostaining	rabbit polyclonal	sc-302	Santa Cruz Biotechnology	1:200	this antibody has been discontinued
MYHC embryonic	WB	mouse monoclonal	F1-652	Developmental Studies Hybridoma Bank	1:100 (non-concentrated stock)	
MYHC (pan)	Immunostaining	mouse monoclonal	MF20	Developmental Studies Hybridoma Bank	1:50 (non-concentrated stock)	
MYOD	WB - FACS	mouse monoclonal	554130	BD Biosciences	WB 1:1000 - FACS 1:100	
MYOG	WB - Immunostaining - FACS	mouse monoclonal	F5D	Developmental Studies Hybridoma Bank	WB 1:100 - IF 1:50 - FACS 1:100 (non-concentrated stock)	
PAX3 (C-term directed)	WB - Immunostaining	mouse monoclonal	Pax3	Developmental Studies Hybridoma Bank	WB 1:2000 - IF 1:100	
PAX3	ChIP	goat polyclonal	sc-34926	Santa Cruz Biotechnology	1:100	this antibody has been discontinued
PAX3 (N-term directed)	WB	mouse monoclonal	MAB2457	R&D Systems	1:1000	for analysis of Pax3 Δ TAD fusion proteins
PAX7	WB	mouse monoclonal	Pax7	Developmental Studies Hybridoma Bank	1:1000	
SMC1	Immunostaining - WB - ChIP	rabbit polyclonal	A300-055A	Bethyl	1:2000	
WDR5	WB	rabbit polyclonal	A302-429A	Bethyl	1:2000	
**Controls and secondary Ab**						
Normal mouse IgG	ChIP		sc-2025	Santa Cruz Biotechnology	1:100	
Normal rabbit IgG	ChIP		sc-2027	Santa Cruz Biotechnology	1:100	
Normal goat IgG	ChIP		ab37373	Abcam	1:100	
Alexa-555 anti-mouse	Immunostaining - FACS		A-21424	Invitrogen	IF 1:250 - FACS 1:500	
HRP-conjugated anti-mouse	WB		NA931V	GE Healthcare	1:10000	
HRP-conjugated anti-rabbit	WB		NA934VS	GE Healthcare	1:10000	
HRP-conjugated anti-goat	WB		sc-2020	Santa Cruz Biotechnology	1:10000

# Supplementary material for: Pax3 cooperates with Ldb1 to direct local chromosome architecture during myogenic lineage specification
**Source:** Nat Commun. 2019 May 24;10:2316. doi: 10.1038/s41467-019-10318-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Legends for Supplementary Data 1-5.

Supplementary Data 1. Genomic coordinates (mm10) of looping interactions detected using FitHiChIP in all HiChIP datasets.

Supplementary Data 2. List of genes annotated to loop anchors and comparison with list of 1-day and 6-day differentially expressed genes.

Supplementary Data 3. Annotation of ChIP-seq peaks from Fig. 2b and Supplementary Figure 7a.

Supplementary Data 4. List of proteins identified upon mass spectrometry analysis of the Pax3 interactome.

Supplementary Data 5. Analysis of protein-protein interaction using STRING.

# Supplementary material for: Pax3 cooperates with Ldb1 to direct local chromosome architecture during myogenic lineage specification
**Source:** Nat Commun. 2019 May 24;10:2316. doi: 10.1038/s41467-019-10318-6
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection FACS Diva (BD bioscience); Zen (Zeiss); Sequest (Thermo Fisher Scientific);

Data analysis Genomic data analysis: bowtie/2.3.4.1; bedtools/2.27.1; samtools/1.9; macs/1.4.1; qseq/0.2.2; kent/2.4.7; PAVIS2; seqminer/1.3.3; GREAT (Bejerano lab); HiC-pro/2.7.7; FitHiChIP; HiTC; R/3.5.2; Rstudio/1.1.456; pheatmap/1.0.12
Protein analysis: STRING (Swiss-prot)
Image analysis: Fiji (ImageJ)
Statistical analysis: Excel 2016

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data from this work are publicly available under the GEO accession numbers GSE126362 and GSE125203. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD012693. Figures 3, 5, 6, 7 and Supplementary figures 1, 2, 6, 7, 8 have associated raw data (already uploaded as source data). Supplementary tables 1, 2, 3 and 4 contains additional list of loci, differentially expressed genes, genomic loci and peptides used for the conclusions of this study. The series PXD012693 will be publicly available in the next few days and can be momentarily accessed using the following key: Username:  Password: JbqbnSfu.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculation was performed. Sample size was determined based on our own experience with the techniques used in this study. Based on the standard deviation of our experimental observations, we are confident the sample size chosen was sufficient to elicit differences between control and treated group.
Data exclusions	No data were excluded
Replication	ChIP-seq and HiChIP experiments were replicated by using an independent differentiation experiment. In some cases, samples were collected on different days and processed at the same time. ChIP-seq for H3K4me1 using dTAD lines was performed once but selected loci were validated in independent biological replicates. Similarly, gene expression analyses were performed on independent samples. Number of replicates for each experiment is reported in the relative figure legend.
Randomization	No randomization involved in this study. We used doxycycline-inducible ES cell line and samples are divided in treated (e.g. +dox) and non-treated (e.g. no dox). Experiments with embryos involved analysis of littermates with different genotypes. We ensured that comparisons would involve embryos characterized by a similar developmental stage defined by counting the number of somite pairs for each embryo.
Blinding	Investigators were not blinded during sample collection and analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

ACTIN MAB1501 EMD Millipore
 ASH2L A300-489A Bethyl
 CTCF 07-729 EMD Millipore
 GAPDH ab8245 Abcam
 H3 (pan) ab1791 Abcam
 H3K4me1 ab8895 Abcam
 H3K4me3 ab8580 Abcam
 H3K27Ac ab4729 Abcam
 H3K27me3 07-449 EMD Millipore
 LDB1 ab96799 Abcam
 LDB1 sc-11198 Santa Cruz Biotechnology
 LDB1 sc-365074 Santa Cruz Biotechnology
 MYF5 sc-302 Santa Cruz Biotechnology
 MYHC embryonic F1-652 Developmental Studies Hybridoma Bank
 MYHC (pan) MF20 Developmental Studies Hybridoma Bank
 MYOD 554130 BD Biosciences
 MYOG F5D Developmental Studies Hybridoma Bank
 PAX3 (C-term directed) Pax3 Developmental Studies Hybridoma Bank
 PAX3 sc-34926 Santa Cruz Biotechnology

PAX3 (N-term directed) MAB2457 R&D Systems
 PAX7 Pax7 Developmental Studies Hybridoma Bank
 SMC1 A300-055A Bethyl
 WDR5 A302-429A Bethyl

Validation

ACTIN, validated by WB
 ASH2L, validated by WB
 CTCF, validated by ChIP-qPCR
 GAPDH, validated by WB
 H3 (pan), validated by WB
 H3K4me1, validated by ChIP-qPCR
 H3K4me3, validated by ChIP-qPCR
 H3K27Ac, validated by ChIP-qPCR
 H3K27me3, validated by ChIP-qPCR
 LDB1 Abcam, validated by WB
 LDB1 Santa Cruz, validated by WB
 LDB1 Santa Cruz, validated by WB
 MYF5, validated by IF on embryo sections
 MYHC embryonic, validated by WB
 MYHC (pan), validated by WB
 MYOD, validated by WB
 MYOG, validated by WB
 PAX3 (C-term directed), validated by WB and IF on embryo sections
 PAX3 Santa Cruz, validated by WB and ChIP-qPCR
 PAX3 (N-term directed), validated by WB
 PAX7, validated by ChIP-qPCR and WB
 SMC1, validated by WB
 WDR5, validated by WB

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

A2lox-cre, engineered from E14-tg2a mouse embryonic stem cells

Authentication

not authenticated

Mycoplasma contamination

cells are mycoplasma negative

Commonly misidentified lines
 (See [ICLAC](#) register)

none

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Mus musculus, Pax3-cre, males, age 2-4 months old
 Mus musculus, Ldb1-flox, females, age 2-4 months old
 Mus musculus, Pax3-cre;Ldb1-flox, males, age 2-4 months old

Wild animals

not involved in this study

Field-collected samples

not involved in this study

Ethics oversight

All animals were handled in strict accordance with good animal practice as defined by the relevant national and/or local animal welfare bodies, and all animal work was approved by the University of Minnesota Institutional Animal Care and Use Committee (protocol number 1702-34580A).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

GSE126362: Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126362> and enter token udydmcgylfurhap into the box;
 GSE125203: publicly available

Files in database submission

GSE126362 series:

d9_plus_H327me3_S6_R1_001.fastq.gz
 d9_plus_H3K27Ac_S5_R1_001.fastq.gz
 d9_plus_H3K4me1_S3_R1_001.fastq.gz
 d9_plus_H3K4me3_S4_R1_001.fastq.gz
 dTAD-Ldb1_no_H3K4me1_S9_R1_001.fastq.gz
 dTAD-Ldb1_plus_H3K4me1_S10_R1_001.fastq.gz
 dTAD_no_H3K4me1_S7_R1_001.fastq.gz
 dTAD_plus_H3K4me1_S8_R1_001.fastq.gz
 H3K27Ac_no_4_S4_R1_001.fastq.gz
 H3K27Ac_no_A4_S20_R1_001.fastq.gz
 H3K27Ac_plus_9_S9_R1_001.fastq.gz
 H3K27Ac_plus_A9_S24_R1_001.fastq.gz
 H3K27me3_no_5_S5_R1_001.fastq.gz
 H3K27me3_plus_10_S10_R1_001.fastq.gz
 H3K4me1_no_2_S2_R1_001.fastq.gz
 H3K4me1_no_A2_S18_R1_001.fastq.gz
 H3K4me1_plus_7_S7_R1_001.fastq.gz
 H3K4me1_plus_A7_S22_R1_001.fastq.gz
 H3K4me3_no_3_S3_R1_001.fastq.gz
 H3K4me3_no_A3_S19_R1_001.fastq.gz
 H3K4me3_plus_8_S8_R1_001.fastq.gz
 H3K4me3_plus_A8_S23_R1_001.fastq.gz
 d4_H3K27me3_no_S7_R1_001.fastq.gz
 d4_H3K27me3_plus_S8_R1_001.fastq.gz
 Input_no_17_CGTACG_L001_R1_001.fastq.gz
 Input_no_17_CGTACG_L002_R1_001.fastq.gz
 Input_no_17_S85_R1_001.fastq.gz
 Input_no_1_S1_R1_001.fastq.gz
 Input_no_A1_S17_R1_001.fastq.gz
 Input_no_S85_R1_001.fastq.gz
 Input_plus_21_ATGAGC_L001_R1_001.fastq.gz
 Input_plus_21_ATGAGC_L002_R1_001.fastq.gz
 Input_plus_21_S78_R1_001.fastq.gz
 Input_plus_6_S6_R1_001.fastq.gz
 Input_plus_A6_S21_R1_001.fastq.gz
 Input_plus_S88_R1_001.fastq.gz
 LDB1_A4_no_S86_R1_001.fastq.gz
 LDB1_A4_plus_S89_R1_001.fastq.gz
 LDB1_C9_no_S87_R1_001.fastq.gz
 LDB1_C9_plus_S90_R1_001.fastq.gz
 LDB1_no_28_S41_R1_001.fastq.gz
 LDB1_plus_32_S42_R1_001.fastq.gz
 CTCF_no_12_S12_R1_001.fastq.gz
 CTCF_plus_15_S15_R1_001.fastq.gz
 Ctf_no_19_GGTAGC_L001_R1_001.fastq.gz
 Ctf_no_19_GGTAGC_L002_R1_001.fastq.gz
 Ctf_no_19_S90_R1_001.fastq.gz
 Ctf_plus_23_CACGAT_L001_R1_001.fastq.gz
 Ctf_plus_23_CACGAT_L002_R1_001.fastq.gz
 Ctf_plus_23_S80_R1_001.fastq.gz
 SMC1_no_12_S39_R1_001.fastq.gz
 SMC1_plus_15_S40_R1_001.fastq.gz
 SMC1_no_18_GAGTGG_L001_R1_001.fastq.gz
 SMC1_no_18_GAGTGG_L002_R1_001.fastq.gz
 SMC1_no_18_S88_R1_001.fastq.gz
 SMC1_plus_22_CAACTA_L001_R1_001.fastq.gz
 SMC1_plus_22_CAACTA_L002_R1_001.fastq.gz
 SMC1_plus_22_S79_R1_001.fastq.gz
 SMC1_no_26_CATTTT_L001_R1_001.fastq.gz
 SMC1_no_26_CATTTT_L002_R1_001.fastq.gz
 SMC1_no_26_S83_R1_001.fastq.gz
 SMC1_plus_30 CTCAGA_L001_R1_001.fastq.gz
 SMC1_plus_30 CTCAGA_L002_R1_001.fastq.gz
 SMC1_plus_30_S87_R1_001.fastq.gz
 HiChIP_d4_plus_S1_R1_001.fastq.gz
 HiChIP_d4_plus_S1_R2_001.fastq.gz
 HiChIP_myog_prog_A_S2_R1_001.fastq.gz
 HiChIP_myog_prog_A_S2_R2_001.fastq.gz
 HiChIP_myog_prog_B_S3_R1_001.fastq.gz
 HiChIP_myog_prog_B_S3_R2_001.fastq.gz
 01_d4_Pax3_plusdox_S15_R1_001.fastq.gz
 01_d4_Pax3_plusdox_S15_R2_001.fastq.gz
 02_d9_Pax3_shSCR_A_S16_R1_001.fastq.gz
 02_d9_Pax3_shSCR_A_S16_R2_001.fastq.gz
 03_d9_Pax3_shSCR_B_S17_R1_001.fastq.gz

03_d9_Pax3_shSCR_B_S17_R2_001.fastq.gz
 04_d9_Pax3_shLdb1_A_S18_R1_001.fastq.gz
 04_d9_Pax3_shLdb1_A_S18_R2_001.fastq.gz
 05_d9_Pax3_shLdb1_B_S19_R1_001.fastq.gz
 05_d9_Pax3_shLdb1_B_S19_R2_001.fastq.gz
 06_d4_Pax3_nodox_S20_R1_001.fastq.gz
 06_d4_Pax3_nodox_S20_R2_001.fastq.gz
 dTAD_Ldb1_nodox_S1_R1_001.fastq.gz
 dTAD_Ldb1_nodox_S1_R2_001.fastq.gz
 dTAD_Ldb1_plusdox_A_S2_R1_001.fastq.gz
 dTAD_Ldb1_plusdox_A_S2_R2_001.fastq.gz
 dTAD_Ldb1_plusdox_B_S3_R1_001.fastq.gz
 dTAD_Ldb1_plusdox_B_S3_R2_001.fastq.gz

Genome browser session
 (e.g. [UCSC](#))

no session generated

Methodology

Replicates

3 replicates for SMC1, LDB1 and PAX3 ChIP-seq in non-induced and 1-day PAX3-induced cells. 2 replicates for CTCF, H3K4me1, H3K4me3, H3K27me3, H3K27Ac ChIP-seq in non-induced and 1-day PAX3-induced cells. 2 replicates for PAX3 ChIP-seq in 6-day PAX3-induced cells. 1 replicate for H3K4me1 ChIP in non-induced and 1-day dTAD proteins-induced cells. 1 replicate for H3K4me1, H3K4me3, H3K27me3 and H3K27Ac ChIP-seq in 6-day PAX3-induced cells. 2 replicates for all HiChIP experiments, excepted for non-induced samples (only replicate for PAX3 no dox and dTAD-LDB1 no dox).

Sequencing depth

sample_name sequenced_reads mapped_reads_noMt %mapped

Input_no_17 48423062 34979340 72.2
 Input_plus_21 43363192 35616620 82.1
 Pax3_no_20 42628343 35091856 82.3
 Input_no_25 36645358 27614494 75.4
 Pax3_plus_24 33462267 29904664 89.4
 Input_plus_29 49934520 32328966 64.7
 Pax3_no_27 31556290 25875446 82.0
 Pax3_plus_31 32978701 27057425 82.0
 Input_no_11 41172666 35219444 85.5
 Input_plus_14 44821767 38397981 85.7
 PAX3_no_13 42425547 34822399 82.1
 PAX3_plus_16 41700654 35025934 84.0
 Input_P3_A 45128522 37289637 82.6
 Input_P3_B 44841433 37194520 82.9
 Pax3_P3_A 42278158 34419563 81.4
 Pax3_P3_B 40976813 33793923 82.5
 Smc1_no_18 51633698 43310638 83.9
 Smc1_plus_22 43976613 36981183 84.1
 Smc1_no_26 34237999 28079378 82.0
 Smc1_plus_30 36779295 30506465 82.9
 SMC1_no_12 67469154 55526109 82.3
 SMC1_plus_15 72041395 59486482 82.6
 Ctfc_no_19 33493821 28079378 83.8
 Ctfc_plus_23 30065812 25364517 84.4
 CTCF_no_12 39032046 32889441 84.3
 CTCF_plus_15 42563159 35391531 83.2
 LDB1_no_28 86216373 68491305 79.4
 LDB1_plus_32 78049540 61943392 79.4
 LDB1_A4_no 37430468 36425639 97.3
 LDB1_A4_plus 43303473 42161087 97.4
 LDB1_C9_no 43232080 42030020 97.2
 LDB1_C9_plus 39953994 38855215 97.2
 Input_no_1 52746938 44264788 83.9
 H3K4me1_no_2 44045499 40235187 91.3
 H3K4me3_no_3 45838399 35619656 77.7
 H3K27Ac_no_4 45236254 41160711 91.0
 H3K27me3_no_5 52023990 40301557 77.5
 Input_plus_6 52810203 44485295 84.2
 H3K4me1_plus_7 48800479 44988308 92.2
 H3K4me3_plus_8 47096097 36545413 77.6
 H3K27Ac_plus_9 51522984 47419545 92.0
 H3K27me3_plus_10 51450600 38853197 75.5
 H3K4me1_no_A2 34355257 33657038 98.0
 H3K4me3_no_A3 33700796 32940984 97.7
 H3K27Ac_no_A4 39544502 38691396 97.8
 d4_H3K27me3_no 25246308 23838650 94.4
 H3K4me1_plus_A7 34205143 33534917 98.0
 H3K4me3_plus_A8 32855864 32117120 97.8
 H3K27Ac_plus_A9 37084614 36349061 98.0

d4_H3K27me3_plus 28265169 26872176 95.1
 d9_plus_H3K4me1 20793584 20179985 97.0
 d9_plus_H3K4me3 19815874 19224009 97.0
 d9_plus_H3K27Ac 21780821 21166524 97.2
 d9_plus_H327me3 21435284 20515539 95.7
 dTAD_no_H3K4me1 18054874 17443521 96.6
 dTAD_plus_H3K4me1 20453274 19808178 96.8
 dTAD-Ldb1_no_H3K4me1 18552815 17915469 96.6
 dTAD-Ldb1_plus_H3K4me1 18112460 17472574 96.5
 HiChIP_d4_plus 89656483
 HiChIP_myog_prog_A 94322652
 HiChIP_myog_prog_B 91232717
 01_d4_Pax3_plusdox 102930219
 02_d9_Pax3_shSCR_A 146810118
 03_d9_Pax3_shSCR_B 104714913
 04_d9_Pax3_shLdb1_A 102275432
 05_d9_Pax3_shLdb1_B 144392233
 06_d4_Pax3_nodox 134556416
 dTAD_Ldb1_nodox 63595450
 dTAD_Ldb1_plusdox_A 57611880
 dTAD_Ldb1_plusdox_B 60728636

Antibodies

CTCF 07-729 EMD Millipore
 H3 (pan) ab1791 Abcam
 H3K4me1 ab8895 Abcam
 H3K4me3 ab8580 Abcam
 H3K27Ac ab4729 Abcam
 H3K27me3 07-449 EMD Millipore
 LDB1 ab96799 Abcam
 LDB1 sc-11198 Santa Cruz Biotechnology
 LDB1 sc-365074 Santa Cruz Biotechnology
 PAX3 sc-34926 Santa Cruz Biotechnology
 SMC1 A300-055A Bethyl

Peak calling parameters

Peak calling was performed using MACS with the following parameters: --bw 300 -p 1e-3. Similar results were obtained by performing peak calling using QESEQ with the following parameters: transcription factors/cofactors -s 100 -c 15 -p 0.01; histones marks -s 100 -c 20 -p 0.001 (replicate 1) -s 100 -c 15 -p 0.001 (replicate 2). To identify the list of high confidence PAX3 and LDB1 peaks we performed 3 independent ChIP-seq experiments and, using the MACS output and the bedtools intersect function, only common regions between 2 experiments were further considered. SMC1 and CTCF peaks were defined as the common peaks among 2 independent ChIP-seq datasets (using bedtools intersect). In addition, peak lists were filtered (intersect -v option) for sites overlapping to peaks detected in the uninduced control ChIP-seq and in the mouse ChIP-seq black-list.

Data quality

For all libraries, the average quality scores for the pass filter reads was ≥ 30 . FASTQC was used to assess quality of all libraries and no libraries were discarded due to low quality. All duplicated reads were removed before downstream analyses. Peaks were called using 2 different peak calling algorithms (MACS and QESEQ), which provided similar results. Only high confidence peaks, identified as called in 2 biological replicates, were used for the analyses. ChIP-qPCR was used to validate selected loci. Replicate results for histone marks are provided as Supplementary figure_replicates. HiChIP long-range interactions were called using FDR 1% (q 0.01).

Software

Genomic data analysis: bowtie/2.3.4.1; bedtools/2.27.1; samtools/1.9; macs/1.4.1; qseq/0.2.2; kent/2.4.7; PAVIS2; seqminer/1.3.3; GREAT (Bejerano lab); HiC-pro/2.7.7; FitHiChIP; HiTC; R/3.5.2; Rstudio/1.1.456; pheatmap/1.0.12

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Single cells were collected using trypsin, washed with PBS and filtered using a 70micron mesh to remove cell-clumps. If required, cells were fixed with 1% formaldehyde or paraformaldehyde before staining. Cells were incubated with anti-Fc receptor and FBS before adding specific antibodies. After staining, cells were washed with PBS and then resuspended in 5%FBS/PBS supplemented with Propidium Iodide (PI). PI was not used for fixed cells.

Instrument	BD FACS ARIALL
Software	FACS Diva
Cell population abundance	>95% determined by post-sort analysis
Gating strategy	1st gate: FSC/SSC; 2nd gate: FSC-w/FSC-h; 3rd gate: SSC-w/SSC-h; 4th gate: PI/PE (select PI negative cells if cells were not previously fixed); 5th gate: PDGFRa-PE/FLK1-APC or FSC/Alexa555. Negative gate were determined in an assay-dependent way (either using non-stained cells, non-induced cells or isotype controls antibodies).

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

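ChIP-seq of 4 histone marks was measured in iPax3 mouse ES cells differentiated as EBs and sorted, without dox and after 1 day of dox (2 libraries each, day 4) and after 6 days of dox (1 library each, day 9). H3K4me1 was also measured in the ΔTAD and ΔTAD-LDB1 lines without and with 1 day of dox (1 library each). LDB1 and SMC1 (3 libraries per condition) and CTCF (2 libraries per condition) were measured in iPax3 cells on day 4. All 30 deposited peak lists were used. The series also names HiChIP and input libraries, for which no processed file was at hand, so chromatin interactions are not analysed here.

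The authors aligned reads to mm10 with Bowtie2 (2.3.4.1 in the reporting summary), removed duplicates with SAMtools (1.9) and called peaks with MACS (1.4.1) at a band width of 300 bp and a stated p threshold of 1e-3. The score in the 24 deposited histone lists is the value the authors' MACS run wrote for each peak, −10 times the log10 of its p within its library. It was used to rank peaks within a list. Scores printed for named sites belong each to its own library and are not adjusted for depth. The lowest score in each list is 50, a p of 1e-05. The 6 LDB1, SMC1 and CTCF lists hold other values only: the start and end of regions that the authors kept as common to 2 experiments with bedtools (2.27.1), as deposited, with blacklisted regions removed, apart from the *Myf5* −111 kb region, which Methods say was found in 1 LDB1 experiment and added after qPCR. Methods also name a filter for sites in the uninduced control ChIP-seq without saying which lists it applied to, and LDB1 is listed in both conditions at 246 PAX3 sites. Read densities, input signal and the k-means clustering cannot be rebuilt from these lists.

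PAX3 sites, their scores and their clusters were read from Supplementary Data 3. Clusters 1 to 3 are complete, and the cluster 4 sheet is held in part and enters no share or test. Genes and TSS positions came from GENCODE vM21 on GRCm38, the assembly of mm10, and every peak lies within the chromosome lengths of that assembly. Overlaps were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures drawn with matplotlib 3.10.9. The overlap functions were checked against bedtools 2.31.1 on simulated intervals. In simulated lists with 300 planted gains among 1659 sites and 5% of peaks missed at random, 272 gains (90.7%) were recovered, with 2 false gains and 1 loss. Real replicate lists differed more, with a median of 65.8% of peaks shared for H3K27me3 and 85.3% for H3K4me3. The simulated counts therefore check the code and give no error rate for the real lists.

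The paper's mapped reads per histone library ran from 17443521 to 47419545. Intervals are 95% Wilson intervals over sites or regions and cover counting error only. Across libraries, 2 were compared with 2 by an exact two-sided permutation test, whose smallest p is 0.33, so no such comparison can pass 0.05. Over sites, exact two-sided sign tests and Fisher's exact tests were adjusted by the Benjamini-Hochberg method, with 2 exceptions. Sign tests of LDB1, SMC1 and CTCF within a cluster, and Fisher's exact tests of LDB1 with SMC1 or CTCF at the same sites, are unadjusted. A replicate number was used to pair libraries for gained and lost sites. Control positions were the sites moved by 20 to 100 kb in 10 shifts, and lists were shifted 100 times along each chromosome.

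Clusters, tests, alternatives, gene lists and the rule for named sites were fixed before the data were examined, except the gained shares of PAX3 + LDB1 and PAX3-only sites over sites without the mark, the test of SMC1 at active promoters and the other tests of explanations in the closing section. The explanation tests were written once the patterns had been seen, all but that of SMC1 at active promoters before their own results. The named sites are listed PAX3 sites whose nearest gene the paper names, and sites at its qPCR amplicons, including the *Myf5* control region. They further include the 10 cluster 1 sites with the highest PAX3 score that gained H3K4me1 in both replicate pairs. The 10 highest-scoring sites with LDB1 only at 1-day dox were added. So were the 10 highest-scoring cluster 1 sites that gained H3K4me1 in WT and ΔTAD-LDB1 cells and not in ΔTAD cells. Members of 12 gene lists whose promoter state differed between conditions were named as well. The PAX3 scores and the paper's site names had been seen by then. Alternatives changed the overlap that counts, the peaks kept, the replicates used, the control shifts, the flank, the promoter window and the definitions of PAX3 + LDB1 and PAX3-only sites.

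A promoter was the TSS with 1 kb on either side, over 21889 genes. H3K4me3 without H3K27me3 was listed, without dox, at 1-day and at 6-day dox, at 4, 6 and 16 of 18 promoters of skeletal myogenesis, 6, 8 and 8 of 20 of paraxial mesoderm, 3, 5 and 5 of 8 of sclerotome, 3, 2 and 4 of 10 of limb and dermal mesenchyme, 0, 1 and 7 of 10 of cardiac mesoderm, 4, 2 and 3 of 12 of endothelium and blood, 10, 10 and 13 of 14 of neural genes, 3, 4 and 6 of 8 of endoderm, 4, 4 and 3 of 9 of pluripotency, 9, 10 and 11 of 12 housekeeping promoters, 8, 8 and 14 of 15 of LDB1 and its partners, and 9, 9 and 10 of 14 of hedgehog, BMP and FGF signalling. 1 listed gene, *Dnm3os*, was not found. A state at no dox and 1-day dox needs both libraries and at 6-day dox 1, which makes it easier to reach at 6-day dox. Of 120 tests of a list against all other genes, 2 passed the adjusted threshold.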

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

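No test in this part was chosen after its result was seen, and no difference between cell lines below was tested, since the mutant lines have 1 library per condition.

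These results are listed because each induced library of one cell line, set against each of its non-induced libraries, moved in the direction opposite to that of another line, which held for H3K4me1 in 3 comparisons. At cluster 2 sites the change was 5.49 percentage points in ΔTAD-LDB1 cells and −1.42 in ΔTAD cells, a difference of 6.90. In WT cells the change at cluster 2 was −5.93, also opposite to ΔTAD-LDB1 cells (a difference of −11.4), in both replicate pairs but not for every pairing of the libraries. At cluster 3 sites it was 10.4 in ΔTAD-LDB1 cells and −2.22 in ΔTAD cells, a difference of 12.6. At the same sites it was 25.2 in WT cells, a difference of 27.4 from ΔTAD cells.

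No group held the 4 libraries that a search for a library far from the others needs.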

How the results depend on the processing

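The alternatives below were set before the results were seen, except those over sites without the mark, which were chosen after seeing the data. Of 536 results recomputed under an alternative, 447 kept their direction and their side of the threshold or moved by less than their spread, 10 lost the threshold, 20 gained it, 25 moved and 34 reversed; the cause was not tested. Where 2 libraries were compared with 2, the exact permutation p is at least 0.33 under every setting. Such results could only stay the same or reverse, and those that stayed are among the 447. All results under other PAX3-only sites (16), control shifts of 200 to 1000 kb (12), a flank of 300 to 1000 bp (4) and promoters of 500 bp (10) were the same. Values are percentage points unless stated. The p are from the exact tests, and those of net gains and of gains over control are adjusted by the Benjamini-Hochberg method. The merged lists have no score, so the higher-scoring part was not run for them. Peak lists and depth limit every result to peaks past a p of 1e-05.

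With only the higher-scoring 50% of peaks, the H3K4me3 change at cluster 1 was −0.104, its net gain 0 (exact p = 1), its gain over control positions −0.0105 and its change in dip 0.156. Other reversed values were H3K27Ac at cluster 3, −0.370, H3K27me3 at cluster 1, −0.209 and −0.0210 over control, gains over control at cluster 2 of 0.512 for H3K4me1 and 0.301 for H3K4me3, and changes of the PAX3 + LDB1 difference at cluster 2 of 2.12 for H3K4me1 and −1.61 for H3K4me3. Net gains that lost the threshold were H3K4me1 at cluster 2, −1.59, and cluster 3, 5.93 (exact p = 0.230 each), and H3K4me3 at cluster 3, 1.48 (1.33 over control, exact p = 0.105). H3K27Ac at cluster 2 over control became 1.22 (exact p = 1.13e-06). From 1-day to 6-day dox, H3K27Ac at cluster 2 moved to −11.0 and H3K4me1 at cluster 3 to 6.67.

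With equal numbers of peaks, H3K27me3 was 0.177 at cluster 2 and 2.96 at cluster 3, H3K27Ac at cluster 2 from 1-day to 6-day dox −10.6, and ΔTAD −5.63 at cluster 1 and −8.32 at cluster 2. Net gains without the threshold were −1.77 for H3K4me1 at cluster 2 (exact p = 0.0510) and 3.70 for H3K4me3 at cluster 3 (exact p = 0.125).

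With 50% of the PAX3 peak covered, H3K27Ac was −2.30 at cluster 2, −1.85 at cluster 3 and −12.0 at cluster 2 from 1-day to 6-day dox. The PAX3 + LDB1 difference for H3K27me3 at cluster 2 changed by −0.806, that of H3K4me3 gains at cluster 1 was −0.880, and H3K4me1 at cluster 2 gained 0.0679 over control, with a net gain of −0.354 (exact p = 1).

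With a peak within 1 kb, H3K27Ac at cluster 3 was −0.370, H3K27me3 at cluster 3 2.22 and at cluster 1 −0.0419 over control, and the PAX3 + LDB1 difference of H3K4me3 gains −0.420. Net gains were −0.708 for H3K4me1 at cluster 2 (exact p = 0.848) and 4.44 for H3K4me3 at cluster 3 (exact p = 0.075).

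With LDB1 at 1-day dox whatever the state without dox, the difference of gained shares at cluster 1 was −5.72 for H3K4me1 (adjusted p = 0.00203, Fisher's exact test), −4.17 for H3K4me3 and −2.10 for H3K27Ac. The change of the difference was −3.52 for H3K4me3 and −6.82 for H3K27Ac at cluster 1, and −0.625 for H3K4me3 at cluster 2. Over sites without the mark in both non-induced libraries, H3K27Ac gains at cluster 1 differed by 12.9 (adjusted p = 0.0260, Fisher's exact test), and 7 other results were the same. With both choices H3K27Ac gains differed by 9.53 (adjusted p = 0.0418) and H3K4me1 gains by −15.1 (adjusted p = 0.0381), both by Fisher's exact test, and 6 results were the same.

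With 50% of the shorter region, LDB1 overlapped CTCF in 16.3% at 1-day dox and 14.0% without dox, either factor in 17.8% and 20.4%, and without dox SMC1 in 12.2% and both in 5.83%, and SMC1 overlapped CTCF in 86.4% without dox. CTCF sites only at 1-day dox then exceeded those only without dox by 24 (exact p = 0.0308). With centres within 500 bp, in the same order of conditions, LDB1 overlapped CTCF in 15.5% and 13.4%, either in 16.8% and 19.9%, both in 1.23% and 5.30% and SMC1 in 2.52% and 11.8%, and SMC1 overlapped CTCF in 90.8% and 86.4%.

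With either library in place of both, 8 promoter tests passed, and with promoters of 2.5 kb 4 did, in place of 2.

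Leaving out replicate 1 or replicate 2, the gain over control ranged from −0.389 to −0.263 for H3K27me3 at cluster 1, −0.410 to 0.102 at cluster 2 and 3.40 to 7.18 at cluster 3, from 2.00 to 3.64 for H3K4me1 at cluster 2, and for H3K27Ac from 0.847 to 0.954 at cluster 2 and 3.33 to 4.59 at cluster 3. Those of H3K4me1 at cluster 2, H3K27Ac at clusters 2 and 3 and H3K27me3 at cluster 3 passed the threshold either way. A gain over control does not count lost sites. Net gains ranged from 0 to 0.741 for H3K27Ac at cluster 3, and for H3K27me3 from −0.104 to 0.209 at cluster 1 and −5.19 to 4.44 at cluster 3.

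Pairing libraries by replicate number could change no call in 12 results, since the smallest p of an exact sign-flip test of 2 pairs is 0.5. At cluster 1 the change was 5.79 for H3K4me1, 21.0 for H3K4me3 and 13.4 for H3K27Ac. It was −5.93 for H3K4me1 at cluster 2, and 25.2 for H3K4me1 and 10.4 for H3K4me3 at cluster 3. Each of these had that smallest p in the sign-flip test.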

Differences from the paper's values

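The paper's text gives 22% of LDB1 sites at 1-day dox and 25% without dox as overlapping SMC1 and CTCF peaks. Counted as regions that overlap both factors, the values here were 1.65% and 7.06%. They also differ with 50% of the shorter region (1.36% and 5.83%) and with centres within 500 bp (1.23% and 5.30%), so none of the alternatives set before the data were examined closes this gap. Counted as regions that overlap SMC1 or CTCF, the values were 20.5% and 22.9%, and they do not differ by the same measure under any of the 3 settings.

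The paper states that PAX3 did not affect the marks of clusters 2 and 3. At cluster 3, H3K4me1 was gained at 21 sites and lost at 1, and H3K4me3 was gained at 7 and lost at none. The H3K4me1 call was lost with the higher-scoring 50% of peaks (5.93 percentage points, exact p = 0.230), and the H3K4me3 call with those peaks (1.48 percentage points), with equal numbers of peaks (exact p = 0.125) and with a peak within 1 kb (exact p = 0.075). The drawn profile of Supplementary Fig. 3c also stands higher for H3K4me1 at cluster 3 with induction. H3K4me1 at cluster 2 was gained at 3 sites and lost at 15, with a lower share in both replicate pairs, but the call was lost with equal numbers of peaks (exact p = 0.0510), the higher-scoring 50% (exact p = 0.230), 50% of the PAX3 peak covered (exact p = 1) and a peak within 1 kb (exact p = 0.848). H3K27Ac and H3K27me3 at both clusters and H3K4me3 at cluster 2 did not pass the test, which does not show that they were unchanged. With either replicate left out, gains over control positions passed for H3K27Ac at both clusters and for H3K27me3 at cluster 3. That of H3K27Ac at cluster 2 also passed with the higher-scoring 50% of peaks. A gain over control does not count lost sites, so these do not show a net change. In both replicate pairs H3K27Ac was gained at 1 site and lost at 1 at cluster 2, and gained at 1 and lost at 2 at cluster 3. The net gain of H3K27me3 at cluster 3 changed sign with the replicate left out. The p in this paragraph are adjusted by the Benjamini-Hochberg method.

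At the *Dbx1* site, where Supplementary Fig. 3a draws H3K27me3 in both conditions, no H3K27me3 peak was listed, while H3K4me1 and H3K4me3 were listed as drawn. At the *Prex1* site of cluster 4 the same figure draws more H3K4me1 after induction, and an H3K4me1 peak was listed only at 6-day dox. Of cluster 3 sites, which the paper describes as repressed, 41.5% had a listed H3K27me3 peak without dox.

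The paper states that H3K4me1 and H3K27Ac became more bimodal at cluster 1. In the lists, flanks minus centre changed by 4.25 percentage points for H3K4me1, towards wider coverage, and by −6.22 for H3K27Ac, towards the centre. Lists cannot show a dip inside a peak.

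The paper describes SMC1 at a cluster of Fig. 4a, which was not rebuilt here, as bound independently of induction. Over clusters 1 to 3 of Fig. 2b, SMC1 was listed at 249 PAX3 sites without dox and 81 at 1-day dox, while 66 sites held it in both.

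The paper states that PAX3 sites hold LDB1 or SMC1 and CTCF, not both kinds. Its Fig. 4a covers all PAX3 sites, while cluster 4 of Fig. 2b, held in part, enters no count here. Over the 1659 sites of clusters 1 to 3, at 1-day dox 100 of 465 LDB1 sites also held SMC1 or CTCF, where 107 were expected (p = 0.364, Fisher's exact test). LDB1 and SMC1 met at 14 sites, against 22.7 expected (unadjusted p = 0.0304, Fisher's exact test), with 50% of the shorter region the exact p was 0.0732 and with centres within 500 bp 0.0389, and within clusters 1, 2 and 3 it was 0.109, 0.317 and 1.

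From read profiles at its own set of PAX3 + LDB1 loci, the paper states that marks were more pronounced where LDB1 joined PAX3. It also reports less H3K4me1 at such sites after Ldb1 knockdown, by ChIP-qPCR, which is not analysed here. The sites here are 147 PAX3 + LDB1 and 510 PAX3-only sites of cluster 1, scored by listed peaks and not by read height. H3K27Ac was listed at 30.6% against 20.4% of these sites without dox, and at 56.5% against 37.7% at 1-day dox. The H3K4me1 share was 72.4% against 60.1% without dox and 73.5% against 70.8% at 1-day dox, so the difference changed by −9.67 percentage points. H3K27Ac was gained at 16.3% and 10.6% of all sites of each kind, which did not pass the test (adjusted p = 0.245, Fisher's exact test) and turned to a difference of −2.10 percentage points with LDB1 sites taken whatever their state without dox. Sites that already have a mark cannot gain it. Over sites without H3K27Ac in both non-induced libraries, chosen after seeing the data, the gained shares were 27.3% and 14.4% (adjusted p = 0.0260, Fisher's exact test), which is in the paper's direction. For H3K4me1 they were 25.0% and 26.1% (adjusted p = 1, Fisher's exact test). With LDB1 sites taken whatever their state without dox, also chosen after seeing the data, they were 23.9% and 14.4% for H3K27Ac (adjusted p = 0.0418, Fisher's exact test) and 11.0% and 26.1% for H3K4me1 (adjusted p = 0.0381, Fisher's exact test).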

Other observations

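The test of SMC1 at promoters with both active marks was chosen after the other SMC1 results were seen, and the other tests in this part were written first.

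Of 18 promoters of skeletal myogenesis, 4 had H3K4me3 alone and 2 with H3K27me3 in both libraries without dox, 6 and 3 at 1-day dox, and 16 and 1 at 6-day dox, where 1 library is enough and the state is easier to reach. *Myf5* had H3K4me3 in both libraries at 1-day dox, with H3K27Ac in 2 of 2, and *Myog*, *Myh3*, *Tnnt1* and *Chrna1*, genes of muscle differentiation and of the contractile and synaptic apparatus, had H3K4me3 and H3K27Ac only at 6-day dox. *Met* and *Fgfr4* carried H3K4me3 with H3K27me3 on day 4 and H3K4me3 alone at 6-day dox. In the paraxial mesoderm list, *Meox1* had H3K4me3 only at 6-day dox, and *Six1* went from H3K4me3 to a listed H3K27me3 peak without H3K4me3, with an H3K27Ac peak at 6-day dox and in no day 4 library. *Runx2* had H3K4me3 from 1-day dox. The endothelial genes *Pecam1* and *Tek* had H3K4me3 and H3K27Ac without dox and neither at 6-day dox. *Pou5f1*, a pluripotency gene, went from both marks to H3K27me3 alone. The signalling genes *Hhip* and *Bmp2* went from both marks to H3K4me3 alone and from H3K4me3 to both marks.

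In the neural list H3K27Ac was at 0 of 14 promoters without dox and at 1-day dox, against 43.5% and 41.7% of other genes (adjusted p = 0.0376 each, Fisher's exact test). *Msx1*, *Msx2*, *Gata4*, *Hand2*, *Isl1*, *Gata6*, *Cdx2* and *Ubc* had an H3K27Ac peak in at least 1 day 4 library, no listed H3K4me3 peak in either non-induced library and one at 6-day dox. Over all genes, 68 of 9523 promoters with H3K27Ac without dox had no listed H3K4me3, and 25 of these have H3K4me3 at 6-day dox. The median width of that 6-day peak was 4086 bp, against 3020 bp at promoters whose H3K4me3 was listed without dox. The day 4 lists of iPax3 cells skip peak numbers and the 6-day lists do not, so a promoter without a listed peak on day 4 is not shown to lack the mark.

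SMC1 regions at PAX3 sites of cluster 2 were mostly absent at 1-day dox: 13.8% of 152 were found again (95% Wilson interval 9.22 to 20.2%). An equal loss across the SMC1 list is argued against, since 58.0% of regions elsewhere with like width and CTCF overlap were found again. Promoters without a PAX3 site also lost SMC1: 30.4% of their 2313 regions were found again, against 63.7% of regions away from promoters. With like width and CTCF overlap the value at these promoters was 29.7%. This argues only against a loss as large at all promoters as at cluster 2. At promoters with H3K27Ac and H3K4me3 and no PAX3 site, 14.9% were found again, so a candidate explanation is a loss of SMC1 regions at active promoters with or without PAX3. A difference between libraries and an effect of induction remain open, since no list per SMC1 library was at hand.

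H3K4me1 was gained at cluster 3. With equal numbers of peaks the share still differed by 24.8 percentage points (50.7% and 75.6%), but this left out at most 6.04% of a list and cannot test whether the gain is made of weaker peaks. That stays open: with the higher-scoring 50% of peaks the share differed by 11.9 percentage points and the net gain of 5.93 was not past the threshold (adjusted p = 0.230, exact sign test). Of 1702 H3K27me3 regions without PAX3, taken at the centre of a peak, 2.59% gained H3K4me1. This is below the interval of the 11 comparable cluster 3 sites (27.3%, 9.75 to 56.6%). For sites with H3K27me3 in both non-induced libraries, it argues against an equal gain at the centres of H3K27me3 regions in general. Only 3 of the 21 cluster 3 sites that gained H3K4me1 are among these 11 sites. The comparison therefore cannot speak to the other gains. A site need only touch a peak, so a gain at the edges of such regions stays open. An effect of PAX3 remains a hypothesis, since the clusters were made from these marks and 2 against 2 libraries allow no exact permutation p below 0.33.

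H3K27me3 at cluster 3 was listed less often at 6-day dox. Of cluster 3 sites with the mark in all 4 day 4 libraries, 41.7% of 36 had it at 6-day dox (27.1 to 57.8%). Of regions without PAX3, 65.1% of 3881 did. These regions were centred on a listed H3K27me3 peak, while a site need only touch one. Centres and edges of peaks may differ in how often they are found again, so a loss across the list stays open. With 1 library at 6-day dox, the time of culture, the sort and the library cannot be separated from induction.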
